# Brown adipose TRX2 deficiency activates mtDNA-NLRP3 to impair thermogenesis and protect against diet-induced insulin resistance

**DOI:** 10.1172/JCI148852

**Published:** 2022-05-02

**Authors:** Yanrui Huang, Jenny H. Zhou, Haifeng Zhang, Alberto Canfran-Duque, Abhishek K. Singh, Rachel J. Perry, Gerald I. Shulman, Carlos Fernandez-Hernando, Wang Min

**Keywords:** Inflammation, Metabolism, Adipose tissue, Innate immunity, Mitochondria

## Abstract

Brown adipose tissue (BAT), a crucial heat-generating organ, regulates whole-body energy metabolism by mediating thermogenesis. BAT inflammation is implicated in the pathogenesis of mitochondrial dysfunction and impaired thermogenesis. However, the link between BAT inflammation and systematic metabolism remains unclear. Herein, we use mice with BAT deficiency of thioredoxin-2 (TRX2), a protein that scavenges mitochondrial reactive oxygen species (ROS), to evaluate the impact of BAT inflammation on metabolism and thermogenesis and its underlying mechanism. Our results show that BAT-specific TRX2 ablation improves systematic metabolic performance via enhancing lipid uptake, which protects mice from diet-induced obesity, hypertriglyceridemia, and insulin resistance. TRX2 deficiency impairs adaptive thermogenesis by suppressing fatty acid oxidation. Mechanistically, loss of TRX2 induces excessive mitochondrial ROS, mitochondrial integrity disruption, and cytosolic release of mitochondrial DNA, which in turn activate aberrant innate immune responses in BAT, including the cGAS/STING and the NLRP3 inflammasome pathways. We identify NLRP3 as a key converging point, as its inhibition reverses both the thermogenesis defect and the metabolic benefits seen under nutrient overload in BAT-specific *Trx2*-deficient mice. In conclusion, we identify TRX2 as a critical hub integrating oxidative stress, inflammation, and lipid metabolism in BAT, uncovering an adaptive mechanism underlying the link between BAT inflammation and systematic metabolism.

## Introduction

Obesity related to overnutrition is driven by energy intake and energy expenditure (EE) imbalance. White adipose tissue (WAT), having small numbers of mitochondria, plays a major role in energy storage, but does not contribute substantially to EE (1). On the other hand, brown adipose tissue (BAT), characterized by densely packed mitochondria, is a major contributor to EE that produces heat via adaptive thermogenesis to maintain body temperature (2–4). Yet the role of BAT in maintaining whole-body metabolism homeostasis under metabolic stress remains controversial. Some studies suggest that BAT activation promotes adaptive thermogenesis and increases EE, therefore protecting against obesity, insulin resistance, and hyperlipidemia (5–7), whereas other studies indicate that the defective adaptive thermogenesis in BAT is an adaptation to metabolic stress with metabolic benefits (8, 9). Since substantial amounts of metabolically active BAT have been reported in human adults (10–13), understanding the metabolic role of BAT activity under metabolic stress could lead to new therapies for obesity and diabetes.

An unexplored aspect of BAT function involves the regulation of mitochondrial-associated inflammation in response to metabolic stress. In response to cold, BAT activates a β3-adrenergic receptor–regulated thermogenic program in which fatty acids (FAs) are transported into mitochondria for FA oxidation and uncoupling respiration to dissipate energy (14, 15). The mitochondrion, critical for energy production, can also integrate signals and initiate cellular actions under various conditions (16–18). For example, stress-induced mitochondrial dysfunction and sterile inflammation are interwoven, as mitochondria can activate aberrant innate immune responses (19, 20). Mitochondria influence the innate immune system by releasing numerous proinflammatory signals, such as reactive oxygen species (ROS), mitochondrial DNA (mtDNA), and Ca^2+^, which activate inflammasome and cyclic GMP/AMP synthase (cGAS)/cGAMP/stimulator of IFN genes (STING) pathways (21–23). Mitochondrial ROS (mtROS), one of the most critical proinflammatory signals, could be scavenged by the mitochondrial thioredoxin antioxidant system, which compresses thioredoxin-2 (TRX2), TRX2 reductase (TRXR2), and TRX2-dependent peroxiredoxin 3 (PRX3) (24). In support of a critical role for TRX2 in regulating inflammation, TRX2 suppresses the activation of the inflammatory transcription factor NF-κB by reducing oxidation of Cys disulfide (Trx-S2; ref. 25). On the other hand, inflammation activation in BAT disrupted mitochondria integrity, further leading to impaired thermogenic activity (26, 27). These prior studies indicate a crucial role of BAT inflammation in adaptive thermogenesis. However, the role of BAT mitochondrial inflammation in systematic metabolism under metabolic stress is mostly unexplored.

BAT inflammation might be involved in regulating systematic metabolism under metabolic stress, evidenced by BAT mitochondrial damage, cold intolerance, and metabolic abnormalities of *ob/ob* mice (28). Moreover, our recent study about mice with whole fat–specific deficiency of *Trx2* using adiponectin-Cre (*Trx2^ADKO^*) indicates that these mice developed hyperglycemia, hepatic insulin resistance, and hepatic steatosis while showing mitochondria abnormalities in BAT (29); however, the role of BAT inflammation in whole-body metabolism could not be determined, as the previous studies used systematic inflammation models.

To address the current question, we generated brown adipocyte–specific TRX2-KO mice (*Trx2^BATKO^* mice). Our study shows that BAT-specific TRX2 deficiency stimulates the innate immune response via unchecked mtROS production, triggers NACHT, LRR, and PYD domain–containing protein 3 (NLRP3) inflammasome activation and cGAS/cGAMP/STING signaling, and ultimately exacerbates sterile inflammation. Additionally, loss of TRX2 in BAT impairs thermogenesis by disrupting mitochondrial integrity, thus suppressing FA oxidation. In contrast to the ablation of *Trx2* in both WAT and BAT in *Trx2^ADKO^*, we observed metabolic benefits after the ablation of TRX2 in BAT, including protection from diet-induced obesity, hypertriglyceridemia, and insulin resistance. The current study has uncovered an adaptive mechanism linking BAT inflammation and systematic metabolism.

## Results

### BAT-specific TRX2 deficiency protects mice from diet-induced obesity, insulin resistance, and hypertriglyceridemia.

Our previous study suggested that whole fat–specific TRX2 deficiency impaired whole-body lipid and glucose metabolism (29). We determined the expression of TRX2 in various adipose tissues. TRX2 expression was much higher in BAT than in inguinal WAT (ingWAT) and epididymal WAT (eWAT) (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/JCI148852DS1). Uncoupling protein 1 (UCP1), a brown adipose marker, was expressed in BAT, but not in ingWAT or eWAT at room temperature (RT), which is consistent with previous independent studies (30). Therefore, we generated BAT-specific KO mice (*Trx2^BATKO^*) by crossing *Ucp1-Cre* with *Trx2^fl/fl^* mice. Western blot analysis confirmed the specific depletion of TRX2 in BAT (~15-fold), but not in WAT, of *Trx2^BATKO^* mice (Supplemental Figure 1B). A significant decrease in TRX2 abundance in isolated mature brown adipocytes, but not in the stromal vascular fraction from BAT, further validated *Ucp1-Cre* specificity (Supplemental Figure 1C). *Trx2^BATKO^* mice exhibited body weights and food intake similar to those of WT mice (Supplemental Figure 1, D and E), yet showed reduced total fat composition (Supplemental Figure 1F), which was mostly due to a decrease (~30%) in weight of ingWAT. In contrast, eWAT and retroperitoneal WAT (rWAT) fat masses were not altered (Supplemental Figure 1G). Surprisingly, *Trx2^BATKO^* mice had higher total BAT mass, including interscapular BAT (iBAT), subscapular BAT (sBAT), and cervical BAT (cBAT) fat masses (Supplemental Figure 1G). Enlarged iBAT was attributed to steatotic hypertrophy, as we observed in the accumulation of larger and more unilocular lipid droplets (LDs) in adipocytes from *Trx2^BATKO^* mice compared with those in WT (Supplemental Figure 1H). However, as the total amount of DNA per iBAT showed no significant difference (Supplemental Figure 1I), hyperplasia likely did not contribute to increased BAT fat mass in *Trx2^BATKO^* mice. Triglyceride (TGs) measurements indicated increased TG contents in iBAT and decreased TG within ingWAT in *Trx2^BATKO^* mice (Supplemental Figure 1J). Further histologic examination of *Trx2^BATKO^* mice revealed more multilocular adipocytes in ingWAT, but not in eWAT or livers (Supplemental Figure 1K). Fasting plasma glucose levels (Supplemental Figure 1L) and insulin levels (Supplemental Figure 1M) were not altered in *Trx2^BATKO^* mice under normal chow diet (NCD), and neither glucose tolerance nor insulin sensitivity differed between cohorts (Supplemental Figure 1, N and O). Furthermore, we observed no differences in circulating LDL cholesterol (LDL-C), total cholesterol (TC), HDL cholesterol (HDL-C), and TG between cohorts (Supplemental Figure 1, P–S). These data suggest that TRX2 deficiency in BAT induces BAT steatotic hypertrophy without metabolic disorder under NCD, in contrast to the diabetic and hyperlipidemic phenotype observed in *Trx2^ADKO^* mice (29).

To determine whether the absence of TRX2 in BAT affects overnutrition-induced metabolic disorder, we fed 8-week-old mice a high-fat diet (HFD) (45% fat kcal) for 8 weeks. HFD-fed *Trx2^BATKO^* mice gained weight more slowly compared with WT littermates (Figure 1A). Consistent with the lower body weight, we found significantly lower fat masses of ingWAT (~65%) and rWAT (~70%), indicating reduced WAT adiposity in HFD-fed *Trx2^BATKO^* mice (Figure 1B). Furthermore, the white fat–appearing morphology of BAT in *Trx2^BATKO^* mice showed an increase in unilocular LDs (Figure 1C). Interestingly, the ingWAT from *Trx2^BATKO^* mice continued to contain multilocular LDs (Figure 1D with quantification of percentage of WAT with multilocular LDs).

To evaluate the effect of TRX2 deficiency on lipid metabolism, we assessed circulating lipids in mice fed with HFD. Remarkably, we found a significant reduction of TG in HFD-fed *Trx2^BATKO^* mice as compared with WT mice (Figure 1E), while cholesterol distribution in different lipoprotein fractions was similar between both groups of mice (Figure 1, F–H). Livers from *Trx2^BATKO^* mice exhibited less steatosis compared with those of WT mice under HFD, as indicated by reduced LD, neutral lipid accumulation, and TG content compared with WT mice (Figure 1, D, I, and J). We further examined hepatic genes involved in regulation of lipid metabolism. Consistent with reduced hepatic steatosis observed in HFD-fed *Trx2^BATKO^* mice, we found a marked decrease in FA synthase (*Fasn*) expression (~80% lower compared with WT mice). The livers of HFD-fed *Trx2^BATKO^* mice also showed an approximately 80% reduction of pyruvate carboxylase (*Pc*) expression, a gene encoding the first enzyme of gluconeogenesis, suggesting a decreased FA flux into the liver, which was in line with the observed lower serum TG level (Figure 1K). Thus, these findings suggest that overnutrition induced hepatic steatosis and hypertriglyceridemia in WT, but not in *Trx2^BATKO^*, mice. *Trx2^BATKO^* mice were resistant to diet-induced hyperglycemia (Figure 2A with incremental AUC) despite plasma insulin levels similar to those of WT mice (Figure 2B). In addition, relative to WT controls, HFD-fed *Trx2^BATKO^* mice had improved glucose tolerance (Figure 2C) and increased insulin sensitivity (Figure 2D).

Taken together, these results indicate that TRX2 deficiency in BAT protects mice from diet-induced obesity, insulin resistance, and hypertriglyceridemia. This sharply contrasts with *Trx2^ADKO^* mice, in which HFD promotes insulin resistance and hepatic steatosis by dysregulating lipid and glucose metabolism (29).

### Lack of TRX2 in BAT promotes lipid uptake.

*Trx2^BATKO^* mice have lower TG profiles than control littermates under HFD. The level of plasma TG is determined mainly by 3 factors: intestinal absorption, hepatic TG secretion, and lipid uptake by peripheral tissues. Postprandial lipids, mainly TGs, are first absorbed by the small intestine and then secreted in plasma in the form of chylomicrons (31). Intestinal absorption was likely not altered, as an oral fat-tolerance test with [^3^H]-triolein in the presence of poloxamer 407, a lipoprotein lipase (LPL) inhibitor, revealed no significant difference in plasma [^3^H]-radioactivity after inhibiting lipoprotein catabolism (Figure 3A). Next, we investigated whether impaired secretion of hepatic very low-density lipoprotein (VLDL) contributed to the decrease of plasma TG levels in *Trx2^BATKO^* mice. We observed no difference between cohorts in fasting plasma TG levels after injection with poloxamer 407 (Figure 3B). Therefore, neither intestinal absorption nor hepatic secretion contributed to reduced plasma TG levels in *Trx2^BATKO^* mice.

We hypothesized that hypotriglyceridemia in *Trx2^BATKO^* mice was due to enhanced lipid uptake in tissues. A fat-tolerance test revealed a significantly lower level of plasma TG after olive oil gavage in *Trx2^BATKO^* mice (Figure 3C). Circulating TGs are delivered to peripheral tissues in the form of triglyceride-rich lipoproteins (TRLs), which are rapidly hydrolyzed into glycerol and FAs by LPL (32). To further investigate which tissue contributed to accelerated TG clearance, mice were given olive oil gavage with [^3^H]-triolein. As previously reported (7, 33), BAT had significantly higher lipid uptake activity compared with other tissues, including eWAT (Figure 3D). Furthermore, TRX2 loss promoted lipid uptake by approximately 2-fold in BAT, but not in other tissues (Figure 3D), corresponding to the approximately 50% decrease of plasma [^3^H]-triolein radioactivity (Figure 3E). These data are consistent with a reduced TG accumulation observed in the BAT of *Trx2^BATKO^* mice. Overall, TRX2 loss in BAT enhances circulating TG clearance and improves whole-body lipid metabolism by increasing BAT lipid uptake.

### TRX2 deficiency in BAT improves whole-body glucose tolerance by enhancing glucose metabolism in WAT, liver, and skeletal muscle.

Previous studies have suggested that BAT activation can improve systemic insulin resistance by activating its glucose metabolism (34, 35). To explore whether the better utilization of glucose of *Trx2^BATKO^* mice is attributed to BAT, we further determined the expression of critical genes regulating aerobic oxidation of glucose in BAT. Glucose metabolism involves various processes, including glucose uptake, glycolysis, and aerobic oxidation (Supplemental Figure 2A). In contrast to our expectation, KO of TRX2 in BAT reduced the expression of glucose transporter type 4 (Glut4), which encoded the critical protein that transports glucose into brown adipocytes, suggesting a restraint of glucose uptake. Moreover, BAT of *Trx2^BATKO^* mice had a significantly lower expression of glucokinase (Gck), the first rate-limiting enzyme during glycolysis, and pyruvate dehydrogenase (Pdh1), the enzyme that converts pyruvate into acetyl-CoA to enter the TCA cycle (Supplemental Figure 2B). Furthermore, a HFD could not restore the expression of these genes in *Trx2^BATKO^* mice, indicating that glucose metabolization is retrained (Supplemental Figure 2C). Indeed, in vitro glycolysis assay demonstrated a dramatic reduction of glycolysis efficiency in TRX2-deficient brown adipocytes (Supplemental Figure 2D). These data suggest that TRX2 deficiency in BAT suppressed its utilization of glucose, in line with the impaired glucose metabolism observed in eWAT of *Trx2^ADKO^* mice (29).

Since skeletal muscle, liver, and ingWAT are 3 organs crucial for glucose metabolism and targets of insulin (36), we determined the expression of genes involving glucose uptake and glycolysis in these tissues. GLUT, the key enzyme of glucose uptake, has different isotypes. GLUT2 is responsible for glucose uptake in liver, while GLUT4 is attributed to glucose uptake in ingWAT and skeletal muscle. *Glut2* expression of liver and *Glut4* expression of ingWAT were significantly downregulated in *Trx2^BATKO^* mice under chow diet, while *Glut4* expression of skeletal muscle showed no difference. However, the *Gck* and *Pdh1* of all 3 tissues were upregulated in *Trx2^BATKO^* mice, suggesting an augmented activity of glucose utilization (Supplemental Figure 2, E–H). Furthermore, under the stress of overnutrition, TRX2 deficiency in BAT had raised the expression of genes related to glucose uptake and glycolysis in all 3 tissues (Supplemental Figure 2, I–L). These data suggest that the better insulin sensitivity of *Trx2^BATKO^* mice may be attributed to the enhanced glucose metabolization from muscle, liver, and ingWAT. Overall, our data suggest that the loss of TRX2 in BAT ameliorates systematic glucose metabolism, which is mainly attributed to the compensatory activation of insulin-targeted tissues other than BAT.

### Absence of TRX2 in BAT impairs cold-induced thermogenesis via suppressing FA oxidation.

BAT is essential for dissipating energy to heat during cold exposure in rodents and humans (37, 38). Lipid uptake is crucial during cold-induced thermogenesis, as BAT uptake of TG dramatically accelerates under cold exposure (7). Since we detected enhanced BAT lipid uptake in *Trx2^BATKO^* mice, we explored their thermogenic ability by placing 16-week-old WT and *Trx2^BATKO^* mice at 4°C. Contrary to our hypothesis, *Trx2^BATKO^* mice were cold intolerant, reaching critical hypothermia (30°C) within 3 hours (Figure 4A). We further challenged WT and *Trx2^BATKO^* mice at 4°C for 72 hours. Surprisingly, the cold-exposed ad libitum–fed *Trx2^BATKO^* mice maintained normal body temperature with significantly increased food intake compared with WT mice (Figure 4, B and C), indicating that hypothermia in acute cold-exposed fasted *Trx2^BATKO^* mice could be reversed in the presence of sufficient exogenous substrate supply. Several independent studies found that stimulated BAT activity is mainly related to cold-induced thermogenesis instead of diet-induced thermogenesis (39–41). Thus, our findings suggested an impaired BAT activation under cold exposure upon *Trx2* deficiency. The enhanced lipid uptake of *Trx2^BATKO^* mice we observed at RT was continued under cold exposure, evidenced by the upregulation of LPL expression and the downregulated expression of its inhibitor, angiopoietin-like 4 (Angptl4) (Figure 4, D and E). Therefore, our findings suggest that TRX2 might influence BAT lipid metabolism pathways other than lipid intake to regulate cold-induced thermogenesis.

Though controversial, intracellular lipolysis and FA oxidation in brown adipocytes are generally considered necessary in cold-induced thermogenesis. Though BAT of *Trx2^BATKO^* mice showed a lower protein expression of hormone-sensitive lipase (HSL) at RT, we observed comparable increases of HSL expression in WT and *Trx2^BATKO^* mice after cold exposure (Figure 4D). Consistently, histologic images showed a reversed morphology of smaller LDs after chronic cold exposure in BAT of *Trx2^BATKO^* mice compared with RT (Figure 4F), indicating enhanced lipolysis in BAT. Furthermore, ex vivo analysis of lipolysis in BAT demonstrated that even though the ability to release free FAs (FFAs) in BAT of *Trx2^BATKO^* mice was suppressed in basal conditions, it could recover in response to isoproterenol (ISO), a β-adrenergic receptor agonist (Figure 4, G and H). These findings suggest that suppressed lipolytic ability in BAT from *Trx2^BATKO^* mice can be activated by cold stimulation. Indeed, in vivo lipolysis experiments showed no difference between WT and *Trx2^BATKO^* mice in ISO-stimulated circulating FAs (Figure 4I). Altogether, TRX2 ablation had little effect on brown adipocyte intracellular lipolysis. Of note, serum FFAs are dramatically increased in *Trx2^ADKO^* mice due to impaired suppression of WAT lipolysis, leading to ectopic lipid deposition in liver, where it induces hepatic lipogenesis and gluconeogenesis (29). Therefore, TRX2 deficiency in WAT and BAT affects lipolysis differently, leading to distinct outcomes in metabolic phenotypes.

To investigate the contribution of FA oxidation to defective thermogenesis, we detected the protein expression of PPARα, a critical transcriptional factor regulating FA oxidation in BAT, and found that PPARα was downregulated in *Trx2^BATKO^* mice (Figure 4J). However, the protein level of PPARγ, a transcriptional factor regulating lipogenesis, was unchanged (Figure 4J). After chronic cold exposure, *Ppara* and its downstream target mitochondrial β-oxidation genes, including carnitine palmitoyltransferase 1B (*Cpt1b*), carnitine palmitoyltransferase 2 (*Cpt2*), acyl–coenzyme A dehydrogenase medium-chain (*Acadm*), acyl–coenzyme A dehydrogenase long-chain (*Acadl*), and hydroxyacyl–coenzyme A dehydrogenase (*Hadh*), remained significantly diminished in *Trx2^BATKO^* mice (Figure 4, D and K), suggesting an inability of FA oxidation under cold induction. Indeed, ex vivo assay demonstrated retained FA oxidation in BAT of *Trx2^BATKO^* mice (Figure 4L). Together, these results indicate that impaired FA oxidation may be the primary cause of impaired thermogenesis in the absence of TRX2.

Additionally, acetyl–coA carboxylase 1 (*Acc1*) and *Fasn*, 2 lipogenesis-related genes, showed similar expression between cohorts at RT and after cold exposure (Figure 5A). Finally, canonical cold-induced genes, including *Ucp1*, peroxisome proliferator–activated receptor γ coactivator 1-α (*Pgc1a*), iodothyronine deiodinase 2 (*Dio2*), and PR domain containing 16 (*Prdm16*), showed expression in *Trx2^BATKO^* mice similar to that in WT mice at RT and after chronic cold exposure (Figure 5B). These findings indicate that the loss of TRX2 does not affect thermogenesis through lipogenesis or the canonical thermogenic pathway.

In addition to brown adipose thermogenesis, shivering-induced thermogenesis and cardiac muscle also contribute to maintaining body temperature during cold exposure (42). To eliminate the effect of skeletal muscle shivering on thermogenesis, we activated nonshivering thermogenesis via injecting a selective β3-adrenergic receptor agonist, CL316,243, into the mice. WT mice showed markedly enhanced TRX2, TRXR2, and TRX2-dependent PRX3 after CL316,243 treatment. Of note, PRX3 showed a significant increase in the dimer/monomer ratio, indicative of oxidative stress responses (Figure 5C). Therefore, significantly enhanced TRX2, TRXR2, and PRX3 expression after CL316,243 treatment could be a response to elevated mtROS levels. However, we observed no changes in expression of the cytosolic thiol redox proteins (Figure 5C). Combined with the cold intolerance of *Trx2^BATKO^* mice, these data indicate a crucial role of TRX2 in thermogenesis activation. Indeed, as with the cold exposure test, we found that, despite a similar temperature increase in response to CL316,243 injection, *Trx2^BATKO^* mice were unable to maintain WT body temperature within 3 hours of injection (Figure 5D). Histologic images revealed inhibition of skeletal muscle shivering induced morphologic changes similar to those of the cold exposure in BAT of *Trx2^BATKO^* mice (Figure 5E). Meanwhile, plasma levels of nonesterified FA (NEFA) or glycerol levels were similar between WT and *Trx2^BATKO^* mice (Figure 5, F and G), consistent with our in vivo lipolysis experiment using ISO.

We further determined the expression of lipid metabolism–related proteins at 1 and 3 hours after CL316,243 injection. Our data showed that HSL expression was comparably increased between cohorts after CL316,243 injection. In addition, the rise of LPL expression in BAT of *Trx2^BATKO^* mice was further elevated by CL316,243 treatment (Figure 5H). Nevertheless, the protein expression of PPARα and mRNA expression of mitochondrial β-oxidation genes remained significantly declined (Figure 5, H and I). These findings indicate that the transient increase in body temperature following CL316,243 treatment in *Trx2^BATKO^* mice was likely attributed to the activation of lipid uptake and lipolysis, which increased the substrate flux. The incapacity to maintain temperature in *Trx2^BATKO^* mice was mainly caused by suppression of the ability of FA oxidation to utilize the lipid substrates. These alternations of lipid metabolism likely weakened the response of BAT to cold-induced β3-adrenergic receptor agonists in *Trx2^BATKO^* mice.

### Loss of TRX2 in BAT contributes minimally to whole-body EE.

In the absence of a cold environment, BAT is critical for whole-body EE under physiological conditions and long-term fasting (43). To evaluate TRX2 function in BAT under long-term fasting conditions, we fasted mice for 24 hours. We observed histological changes in BAT after long-term fasting similar to those resulting from chronic cold exposure, indicating a requirement for BAT activation in temperature maintenance during fasting (Figure 6A). Additionally, similar lipid metabolic changes, including increased lipid uptake and unresponsive FA oxidation, still existed in BAT of *Trx2^BATKO^* mice after long-term fasting (Figure 6, B and C). However, no significant body temperature change was observed after long-term fasting (Figure 6D).

Next, we measured metabolic parameters of WT and *Trx2^BATKO^* mice during 24 hours of fasting followed by 48 hours of refeeding. *Trx2^BATKO^* mice showed no change in EE or oxygen consumption (VO_2_) compared with WT mice during fasting (Figure 6, E and F). During refeeding, we observed increased EE and VO_2_ and a minor increase in food intake in *Trx2^BATKO^* mice (Figure 6, E–G). Interestingly, despite similar body temperatures, *Trx2^BATKO^* mice showed dramatically increased physical activity relative to WT controls during fasting, but not after refeeding (Figure 6H). However, *Trx2^BATKO^* mice had respiratory exchange ratios (RER) similar to those of WT mice during fasting and refeeding, suggesting similar substrate oxidation under both conditions (Figure 6I).

In conclusion, these findings reflect a compensatory requirement of EE after BAT dysfunction, either from the food during feeding or from skeletal muscle activity during fasting. The contribution of TRX2-deficient BAT to overall EE under physiological conditions is minimal.

### Association of reduced TRX2 expression and decreased FA oxidation in BAT of obese mice.

By analyzing the transcriptome landscape in human adipocytes based on available RNA-Seq data sets from lean, obese, and type 2 diabetes mellitus (T2DM) patients, we have previously revealed reduced TRX2 expression with altered FA metabolism in T2DM adipocytes (29). However, we did not find any available online data on human BAT sequencing in obesity, T2DM, or fatty liver disease due to the scarcity of human BAT. Therefore, we performed RNA microarrays on control versus *ob/ob* mice, a classic animal model with spontaneous obesity, hyperglycemia, and hepatic steatosis. Moreover, *ob/ob* mice exhibit whitening BAT and are cold sensitive (44). 

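RNA from interscapular BAT (iBAT) of 3 control mice and 3 *ob/ob* mice, whose leptin gene is mutated, was labeled with a single dye and hybridized to 6 Agilent whole-genome mouse arrays. For each array, the authors deposited the intensity of every spot as read by the scanner software, which had corrected it for background within the array and had not normalized it between arrays. They also deposited a table of log2 values of the same arrays after quantile normalization. The scanner intensities were used for all values here, and the authors' normalized values served as an alternative. Each array carried 43020 spots for 39429 probes. No spot was saturated, and the 153 to 227 spots per array with an outlier flag were left out. In control 1, 2, and 3, respectively, 88.8%, 88.1%, and 84.9% of spots lay well above background, compared with 89.9%, 83.9%, and 83.5% in *ob/ob* 1, 2, and 3. Before normalization, the 75th percentile of the signal was 291.8, 235.3, and 94.5 in the controls and 134.2, 165.2, and 140.3 in the *ob/ob* samples. The number of arrays limits the precision of each value. Intensities were put on the log2 scale, averaged over the spots of a probe, and quantile normalized between arrays. As in the paper, probes had to be detected in at least 3 of the 6 samples, with detection read as at least 50% of a probe's spots lying well above background, which left 35448 probes. Each was compared between groups with limma, as *ob/ob* minus control, with Benjamini-Hochberg adjustment over all probes tested. Most probes are identified by a RefSeq accession, and 94.9% of the RefSeq probes were named through the RefSeq annotation of assembly GRCm38.p6. Tests on genes used the brightest probe of each of 19011 gene symbols. The arrays were read in 4 scans. Control 1, control 3, and *ob/ob* 1 shared a scan, and each of the others had its own, so within a scan only *ob/ob* 1 can be compared with control 1 and control 3.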

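Over the probes tested, the Spearman correlation between 2 arrays of the same group ranged from 0.488 to 0.967, with a median of 0.686 over 6 pairs. Between a control and an *ob/ob* array, it ranged from 0.417 to 0.944, with a median of 0.767 over 9 pairs. These correlations are across probes, which are not independent replicates. Control 1 and control 2 correlated at 0.964, and *ob/ob* 1 and *ob/ob* 2 at 0.967. Control 3 correlated at 0.915 and 0.944 with *ob/ob* 1 and *ob/ob* 2, but at 0.642 and 0.730 with control 1 and control 2. *ob/ob* 3 correlated at 0.858 with control 1 and at 0.573 and 0.488 with *ob/ob* 1 and *ob/ob* 2. In a principal component analysis, the first component held 76.7% of the variance and did not separate the groups, with scores of 123.9, 80.2, and −160.9 in control 1, 2, and 3 and of −108.6, −143.2, and 208.5 in *ob/ob* 1, 2, and 3. The second component held 16.5%, with scores between 25.9 and 94.4 in the controls and between −99.9 and −35.1 in the *ob/ob* samples. The median SD of a probe within a group was 0.48 log2 units in the controls and 0.72 in the *ob/ob* samples.

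**Figure D1:**
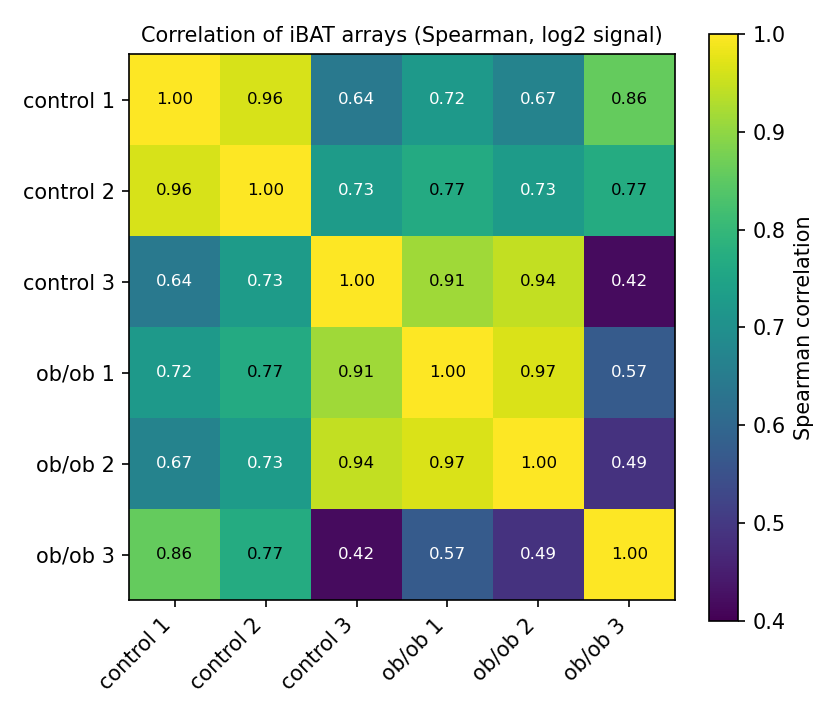
Spearman correlation of the log2 signal between each pair of the 6 iBAT arrays, over the probes tested. Control 3 lies closer to *ob/ob* 1 and *ob/ob* 2 (0.915 and 0.944) than to the other controls (0.642 and 0.730).

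No probe passed the adjusted threshold, so the probes named for the size of their change come from those with an unadjusted limma p under 0.05, a gene symbol, detection on all 6 arrays, and every *ob/ob* array on the same side of every control array. Among these, the largest rises in *ob/ob* iBAT were in *Lgals3* (log2 fold change 4.13, standard error 1.12), *Cxcl5* (3.88, standard error 1.36), *Ubd* (3.77, standard error 0.61), *Anxa1* (2.94, standard error 1.15), and *Szrd1* (2.68, standard error 0.92). The largest falls were in *Adrb3* (−4.49, standard error 1.09), *Aspg* (−3.78, standard error 0.92), *Ppargc1b* (−3.75, standard error 0.70), *Acbd4* (−3.66, standard error 0.46), and *Tas1r3* (−3.60, standard error 0.88). The lowest adjusted p among these 10 was 0.841, for *Acbd4* (limma).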

A heatmap analysis showed the top 99 significantly upregulated or downregulated genes between cohorts, suggesting an altered transcriptome landscape in obese BAT (Supplemental Figure 3A). 

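At an adjusted p under 0.05, limma called 0 probes higher and 0 probes lower in *ob/ob* iBAT, and the lowest adjusted p was 0.154. The methods' t-test, unpaired and run on each probe, also called 0, with a lowest adjusted p of 0.747. Supplemental Figure 3B draws its lines at an unadjusted p of 0.05 and at a 2-fold difference. At these thresholds, limma found 598 probes higher and 478 lower, and with 1 probe per gene, 305 genes higher and 273 lower. Without the fold threshold, 1245 probes had an unadjusted p under 0.05, against 1772.4 that chance alone would give over the probes tested, and the methods' t-test found 1512. Every *ob/ob* array lay on the same side of every control array for 891 of the 1076 probes past both thresholds, and for 7.92% of all probes tested, where chance gives 10%. Under a weight for the quality of each array, 5308 probes were higher and 5678 lower, although the estimation of those weights did not converge. Scaling each array to its 75th percentile in place of quantile normalization gave 139 probes higher and 312 lower, so that the share of these probes that were higher fell from 55.6% to 30.8%. Without control 3, 1762 probes were higher and 1170 lower, and without *ob/ob* 3, 1685 were higher and 1029 lower. With the scan as a block, which leaves the comparison of *ob/ob* 1 with control 1 and control 3, 35 were higher and 113 lower. On simulated arrays with the spread of these probes and independent noise, limma recovered 0 of 200 probes changed by 3 log2 units at the adjusted threshold and 92.0% of them at the unadjusted p and 2-fold thresholds. Of 200 probes changed by 6 log2 units, it recovered 180, with 6 calls among the unchanged probes.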

Compared with what was seen with the control, the volcano plot displayed differential expression of genes (614 upregulated and 499 downregulated genes) in obese mice (Supplemental Figure 3B). Kyoto Encyclopedia of Genes and Genomes–enriched (KEGG-enriched) pathway analysis indicated a significant downregulation of thermogenesis, FA metabolism, and PPAR signaling in the obese group (https://www.genome.jp/kegg/) (Supplemental Figure 3C). 

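KEGG gene lists were not used here, and lists of FA oxidation, thermogenesis, and PPAR signaling genes were written from general knowledge before the data were examined, the thermogenesis list with the subunits of the respiratory chain, as in the KEGG pathway. Each list was tested against all other genes with limma's camera at its preset correlation between genes, two-sided. The 148 thermogenesis genes measured had a median log2 fold change of −0.47, with 112 of 148 lower in *ob/ob* iBAT (limma's camera, adjusted p = 1.12e-04 over 4 lists, unadjusted 2.80e-05). For the 31 FA oxidation genes, the median was −0.38, with 22 of 31 lower (adjusted p = 0.0378, unadjusted 0.0284). The 78 PPAR signaling genes had a median of −0.20, with 52 of 78 lower (adjusted p = 0.0378, unadjusted 0.0236). Inflammation genes, 14 in all, from a list written in the same way, had a median of 0.25, with 5 of 14 lower (adjusted p = 0.0985). The lists overlap, since 14 of the 31 FA oxidation genes are also in another list. None of these calls held under limma's fry, which takes the correlation between genes from the arrays (p = 0.519 for thermogenesis, 0.611 for FA oxidation, and 0.262 for PPAR signaling), or under camera with an estimated correlation (p = 0.470, 0.572, and 0.145). At its preset correlation, camera also gave the thermogenesis list a p of 0.0138 or lower for every other split of the arrays into 3 against 3. Its p for the real groups therefore does not set them apart from other groupings. No gene of these lists passed an adjusted p under 0.05, over all genes tested or adjusted over the list alone. The median signal of the thermogenesis genes was 10.7, 10.4, and 8.14 log2 units in control 1, 2, and 3 and 8.62, 8.31, and 10.3 in *ob/ob* 1, 2, and 3, so the groups overlap. With the scan as a block, the medians were −0.60 for thermogenesis, −0.60 for FA oxidation, and −0.21 for PPAR signaling. The alternative that moved the medians of these 3 pathway lists most was the weight for array quality, with a median of −1.71 for thermogenesis, and for inflammation it was scaling to the 75th percentile, with a median of 0.052. Without control 1, the thermogenesis median was −0.13, with an unadjusted camera p of 0.443.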

Our microarray data confirmed a downtrend of antioxidant genes (*Trx2*, *Trxr2*, and *Prx3*, *Trx2*, *P* = 0.07) and FA oxidation genes (*Ppara*, *Cpt1b*, *Cpt2*, and *Hadh*; *Ppara*, *P* = 0.017, *Cpt1b*, *P* = 0.03), whereas the expression of proinflammatory cytokine *Tnfa* was markedly elevated (*P* = 0.02). Moreover, BAT from obese mice exhibited reduced expression of TRX2 protein, and mRNA correlated with a decreased PPARα protein and reduced *Cpt1b* mRNA (Supplemental Figure 3, E–G); *Trx2* and *Cpt1b* mRNA levels were negatively associated (Supplemental Figure 3H). 

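On the arrays, *Trx2* is listed as *Txn2*, *Trxr2* as *Txnrd2*, *Prx3* as *Prdx3*, *Tnfa* as *Tnf*, and *Glut4*, which Supplemental Figure 3D also shows, as *Slc2a4*. For a gene with several probes, the brightest stands for it. Signals are quantile normalized and given in log2 units as mean ± SD. *Trx2* was 10.94 ± 1.00 (n = 3) in control iBAT and 9.51 ± 0.13 (n = 3) in *ob/ob* iBAT, a log2 fold change of −1.43 (standard error 0.54). Each *ob/ob* array lay below each control array (exact permutation test, two-sided, p = 0.10, the smallest that 3 samples against 3 allow). The unadjusted p of *Trx2* from limma was 0.0372, and the adjusted p was 1.00. *Cpt1b* was 8.77 ± 0.89 (n = 3) in the controls and 7.10 ± 0.14 (n = 3) in the *ob/ob* samples, a log2 fold change of −1.67 (standard error 0.50), again without overlap on this probe. The unadjusted limma p of this probe was 0.0148, and the adjusted p was 1.00. On a further *Cpt1b* probe the groups overlapped, with 9.48 in *ob/ob* 3 against 6.39 in control 3. *Ppara* was 9.50 ± 0.26 (n = 3) and 8.93 ± 0.79 (n = 3), a log2 fold change of −0.57 (standard error 0.48). Here the groups overlapped, and the unadjusted limma p was 0.276. *Tnfa* was 4.19 ± 0.08 (n = 3) and 4.52 ± 0.23 (n = 3), a log2 fold change of 0.33 (standard error 0.31, unadjusted limma p 0.317). Its probe is dim and was detected on 3 control and 2 *ob/ob* arrays, and the change was −0.11 with scaling to the 75th percentile. *Trxr2* (−2.10), *Cpt2* (−1.65), and *Glut4* (−2.78) were also lower, each with overlapping groups, whereas *Prx3* (0.58) and *Hadh* (0.17) were higher, both within the spread between replicates. Without control 3, the changes of *Prx3* and *Hadh* were −0.047 and −0.35. Of the 9 genes of Supplemental Figure 3D, 6 were lower and 3 higher in *ob/ob* iBAT, 2 had an unadjusted p under 0.05, and 0 passed an adjusted p under 0.05, over all probes or adjusted over the list alone (lowest 0.133). The study reports this list from the same arrays, so the count over the list alone is not independent evidence. Within the scan shared by control 1, control 3, and *ob/ob* 1, the difference was −1.08 for *Trx2*, −1.38 for *Cpt1b*, −0.20 for *Ppara*, and 0.41 for *Tnfa*, from 1 *ob/ob* array and 2 control arrays.

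**Figure D2:**
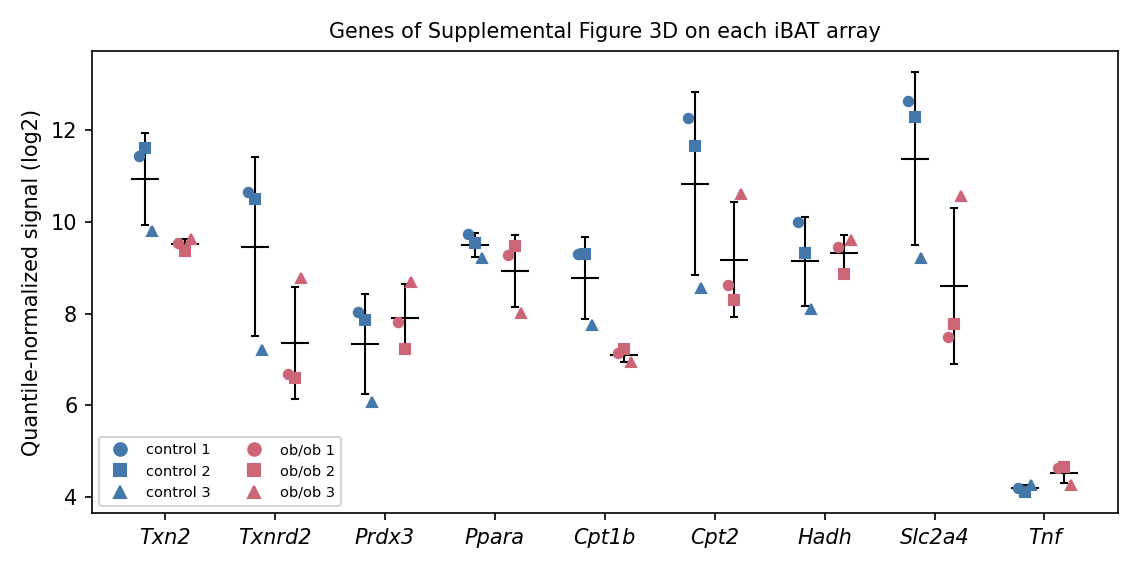
Quantile-normalized log2 signal of the 9 genes of Supplemental Figure 3D on each of the 6 iBAT arrays, with control arrays in blue and *ob/ob* arrays in red, and bars for the mean and SD (n = 3 arrays per group). The brightest probe stands for each gene. On these probes the groups do not overlap for *Txn2* and *Cpt1b*, and control 3 lies below the other controls for each gene except *Tnf*.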

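*Trx2* and *Cpt1b* could be read on the same 6 arrays. *Trx2* was 11.43, 11.60, and 9.79 log2 units in control 1, 2, and 3 and 9.53, 9.37, and 9.62 in *ob/ob* 1, 2, and 3. *Cpt1b* was 9.29, 9.29, and 7.74 in the controls and 7.13, 7.23, and 6.94 in the *ob/ob* samples. On these probes of both genes, control 1 and control 2 lay well above the other arrays, which include control 3. Because the samples fall into separate clusters, no correlation over the 6 arrays is given, and whether *Trx2* and *Cpt1b* vary together within a group was not tested. The paper reasons from the lower *Trx2* and FA oxidation mRNA on the arrays, together with its own measurements of TRX2 and PPARα protein and of *Trx2* and *Cpt1b* mRNA in BAT of obese mice, to its conclusion.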

Taken together, these data indicated an association of reduced TRX2 expression with decreased FA oxidation in the BAT of obese mice, underscoring the clinical relevance of the *Trx2^BATKO^* mouse model.

### TRX2 loss induces excessive mtROS and cytosolic mtDNA release in BAT.

To determine whether TRX2 deficiency enhances ROS production, we examined mitochondrial oxidative stress levels in situ using MitoSOX, a probe specific for mitochondrial superoxide detection. An excessive amount of mitochondrial superoxide was detected in BAT from *Trx2^BATKO^* mice (Figure 7, A and B). To further measure mtROS in BAT, we detected both superoxide and hydrogen peroxide in fresh BAT tissue with MitoSOX and mitoPY1, respectively. Similarly to superoxide, mitochondrial hydrogen peroxide was increased in *Trx2^BATKO^* BAT compared with WT BAT (Figure 7C). Consistent with the increased mtROS, expression of SOD2, the enzyme-scavenging mitochondrial superoxide, was drastically reduced in BAT from *Trx2^BATKO^* mice. However, PRX3 dimer/monomer ratio, an indicator of oxidative stress and PRX3 functional loss, was highly upregulated in *Trx2^BATKO^* BAT. TRXR2 expression was weakly enhanced, likely due to a compensatory response to increased mtROS in *Trx2^BATKO^* BAT (Figure 7D). Taken together, these data indicate that *Trx2* deficiency in BAT adipocytes induced excessive mtROS, likely by reducing SOD2 expression and increasing PRX3 dimer formation.

We then analyzed the mitochondrial ultrastructure of BAT from WT and *Trx2^BATKO^* mice using transmission electron microscopy. In normal brown adipocytes, mitochondria presented a well-preserved membrane structure with aligned cristae. In stark contrast, in addition to decreased abundance, mitochondria of *Trx2^BATKO^* mice displayed aberrant structure with moderate disorganization of cristae at 8 weeks of age and complete disorganization by 16 weeks. Additionally, we detected disrupted mitochondrial membranes in BAT from *Trx2^BATKO^* mice, shown by a significantly higher percentage of mitochondria with a fractured membrane in an age-dependent manner (Figure 7E with quantifications in Figure 7, F–H). Consistent with the reduced abundance of mitochondria, we found a significant reduction of mtDNA copy number in BAT from *Trx2^BATKO^* mice, indicating that TRX2 deficiency in BAT results in damaged mitochondrial integrity and mass (Figure 7I). Despite these mitochondrial defects, we did not detect any mitophagy in the BAT of *Trx2^BATKO^* mice.

Oxidative stress is a vital factor in cytosolic mtDNA release (45). The obvious disruption of mitochondrial membranes in BAT from *Trx2^BATKO^* mice prompted us to assess mtDNA levels in the cytosol of BAT. Given that adipose tissue contains adipose tissue macrophages, which are an essential contributor to inflammation in WAT (46), we isolated preadipocytes from *Trx2^fl/fl^* (WT) and *Trx2^fl/fl^*;*Ucp1-Cre* mice and differentiated them into brown adipocytes in vitro (Supplemental Figure 4). Similarly to what occurred with BAT, 3- to 4-fold increases of mtROS were detected in the day 8–differentiated Trx2-deficient brown adipocytes compared with WT as measured by MitoSOX (Figure 7, J and K). However, mitochondrial masses as measured by MitoTracker were not significantly different between WT and *Trx2^BATKO^* primary brown adipocytes (Figure 7, J and K). Although in WT, all mtDNAs were colocalized with TOMM20, a mitochondrial marker, the majority of mtDNAs in primary brown adipocytes from *Trx2^BATKO^* mice were outside mitochondria (Figure 7, L and M). We hypothesized that TRX2 deletion enhances mtDNA release to the cytosol. We further purified the cytosolic extracts from the fresh mature brown adipocytes isolated from BAT of WT and *Trx2^BATKO^* mice. Reverse-transcriptase PCR (RT-PCR) confirmed the absence of nucleoli-specific telomerase RNA (*Terc*) in the cytosol (Figure 7N), but a significantly increased mtDNA level in the cytosol of mature brown adipocytes was detected in *Trx2^BATKO^* mice compared with WT, as measured by 3 sets of mtDNA-specific primers (Figure 7O). Taken together, our findings demonstrate that TRX2 deficiency enhances excessive mtROS and triggers the release of mtDNA into the cytosol in BAT.

### TRX2 deletion triggers the cGAS/STING pathway and NLRP3 inflammasome activation in BAT.

Increasing evidence demonstrates cytosolic mtDNA activates inflammation by triggering unchecked innate immune responses, including NF-κB, cGAS/STING, and NLRP3 inflammasome pathways (19, 22, 23). To examine whether the absence of TRX2 induces these pathways, we first determined gene expression of downstream cytokines in BAT of WT and *Trx2^BATKO^* mice. Indeed, we found increased gene expression levels of proinflammatory cytokines, including NF-κB–mediated factors *Tnfa* and *Il6*, as well as cGAS/STING-dependent *Ifnα* and *Ifnβ* in BAT of *Trx2^BATKO^* mice compared with WT (Figure 8A). The NLRP3 inflammasome consists of a sensor (NLRP3), an adaptor (ASC; also known as PYCARD), and an effector (caspase-1). Activation of the NLRP3 inflammasome includes both priming, including transcriptional upregulation of *NLRP3* by signals such as NF-κB, and assembly, in which oligomerized NLRP3 recruits apoptosis-associated speck-like protein containing a caspase-recruitment domain (ASC) to form an ASC speck. Assembled ASC then recruits and activates caspase-1, which in turn cleaves pro–IL-1β and pro–IL-18 (47). Increased mRNA expression of *Nlrp3*, *Caspase1*, *Il1β*, and *Il18* were detected in the BAT of *Trx2^BATKO^* mice (Figure 8B). Additionally, in BAT of *Trx2^BATKO^* mice, mature IL-1β protein was increased (Figure 8C) as was phosphorylation of IFN regulatory factor 3 (IRF3), NF-κB p65, and the upstream TANK-binding kinase 1 (TBK1) (Figure 8D), indicating activation of both the cGAS/STING and the NF-κB pathways. Moreover, p65 and IRF3 staining showed that the cGAS/STING pathway was strongly activated in primary brown adipocytes, as indicated by nuclear translocation of p65 (Figure 8, E and F) and IRF3 (Figure 8, G and H).

Next, we examined inflammasome activation in isolated mature brown adipocytes from BAT of WT and *Trx2^BATKO^* mice. NLRP3 inflammasome activation was evident by increased protein levels of NLRP3, cleaved caspase-1, and mature IL-1β (Figure 8I). Interestingly, the protein expression of absent in melanoma 2 (AIM2), a cytosolic dsDNA sensor known to activate the inflammasome, was not altered after TRX2 deficiency in BAT (Figure 8I). This suggests TRX2 deficiency is responsible for NLRP3-driven inflammasome activation in BAT. *Trx2^BATKO^* primary brown adipocytes also showed augmented NLRP3 activation, as measured by enhanced colocalization of NLRP3 with ASC and formation of ASC specks (Figure 8, J and K). Overall, our findings suggest that TRX2 deletion activates cGAS/STING and NLRP3 inflammasome pathways in BAT.

### TRX2 loss–driven NLRP3 inflammasome activation relies on the mtROS/mtDNA axis in BAT.

To unravel the underlying signaling cascade triggered by TRX2 deficiency, we sought to identify the relationship among mtROS, cytosolic mtDNA, the cGAS/STING pathway, and the NLRP3 inflammasome.

To identify the role of mtROS after TRX2 deletion in BAT, we treated primary brown adipocytes with mitoTEMPO, a pharmacological scavenger of mtROS. As expected, mitoTEMPO protected adipocytes from cytosolic DNA (Supplemental Figure 5, A and B). Moreover, mitoTEMPO blocked activation of the cGAS/STING and the NLRP3 inflammasome pathways, indicated by decreased IRF3 nuclear translocation and reduced ASC-NLRP3 specks (Supplemental Figure 5, B and C). mitoTEMPO also attenuated levels of phospho-p65, STING, cGAS, and NLRP3 in *Trx2^BATKO^* cells (Supplemental Figure 5D). Thus, we conclude that mtROS generated by TRX2 deletion are upstream of mtDNA release, the cGAS/STING axis, and the NLRP3 inflammasome pathways.

We further evaluated the role of cytosolic mtDNA release in TRX2 ablation by treating cells with a cyclophilin D inhibitor, cyclosporin A (CsA), which lowers cytosolic levels of mtDNA through inhibition of pore opening (48). Indeed, cytosolic mtDNA release induced by TRX2 deletion was blocked after CsA treatment (Figure 9A). Moreover, decreased IRF3 nuclear translocation (Figure 9, A and B) and reduced expression of cGAS and STING (Figure 9C) indicated the expected cGAS/STING pathway activation was lost after CsA treatment. CsA significantly attenuated NLRP3-ASC specks in TRX2-deficient brown adipocytes (Figure 9, A and B). Reducing cytosolic mtDNA did not diminish, but rather slightly enhanced, phospho-p65 in TRX2-deficient brown adipocytes (Figure 9C). These results support the hypothesis that cytosolic mtDNA release may directly activate NLRP3 inflammasome (49).

As cytosolic mtDNA initiates NLRP3 activation via the cGAS/STING axis (50), we evaluated the cGAS/STING pathway during NLRP3 inflammasome activation. As expected, STING siRNA expression in primary brown adipocytes effectively blocked the cGAS/STING/IRF3 axis and NF-κB (Supplemental Figure 5, E–G), yet had no significant effects on cytosolic mtDNA release or NLRP3 activation (Supplemental Figure 5, F–H). Interestingly, these data suggest that mtDNA escape to the cytosol in brown adipocytes could trigger NLRP3 activation independently of the cGAS/STING and NF-κB pathways. Next, we investigated the NLRP3 inflammasome with the pharmacological NLRP3 inhibitor MCC950. Compared with CsA, MCC950 weakly reduced mtDNA release (Supplemental Figure 5, I and J) and activation of NF-κB and cGAS/STING/IRF3 pathways (Figure 9, D–F). As controls, MCC950 effectively blocked NLRP3 expression and ASC speck formation in primary brown adipocytes (Figure 9, E and F). Collectively, our data showed cytosolic mtDNA release, which further induces the cGAS/STING pathway, is partially dependent on NLRP3 inflammasome activation, indicating a potential positive feedback loop of cytosolic mtDNA and NLRP3. Finally, we determined the effects of inflammasome inhibition on expression of lipid metabolism–related genes. MCC950 rescued the reduced mRNA expression of *Ppara* and its target mitochondrial FA oxidation genes in TRX2-deficient brown adipocytes. Also, MCC950 normalized the increased transcription of *Cd36*, involved in lipid update, in TRX2-deficient brown adipocytes (Figure 9G). Taken together, these data indicate that TRX2 loss in BAT elicited activation of a mtROS/mtDNA-dependent NLRP3 inflammasome pathway, which induced altered lipid metabolism in BAT.

### TRX2 deficiency in BAT promotes ingWAT metabolism without mitochondrial damages or inflammasome activation.

Since ingWAT with multilocular LDs is involved in thermogenesis and can stimulate metabolism by elevating EE (37), we assessed metabolic and inflammatory pathways of ingWAT in *Trx2^BATKO^* mice. Consistent with the intact TRX2 expression, ingWAT of *Trx2^BATKO^* mice had no damaged mitochondria without detectable ROS production or inflammasome activation (Supplemental Figure 6, A–D). *Trx2^BATKO^* mice treated with CL316,243 had normal TRX2 expression, but exhibited augmented induction of ingWAT browning, as evidenced by increased numbers of multilocular adipocytes in ingWAT (Supplemental Figure 6, E–H). These findings indicate that the elevation of multilocular adipocytes in ingWAT is independent of TRX2 expression.

WAT browning, the conversion of subcutaneous white adipocytes to beige adipocytes, is an essential adaptive mechanism in response to cold exposure (37). During cold exposure, FAs are released by WAT and transported into BAT for β oxidation. As expected, *Trx2^BATKO^* mice treated with CL316,243 showed enhanced lipolytic ability of ingWAT and elevated FA oxidation of ingWAT (Supplemental Figure 6, I and J). Moreover, the activity of glucose utilization was augmented in ingWAT of *Trx2^BATKO^* mice, as evidenced by the elevated expression of *Glut4*, *Gck*, and *Pdh1* (see Supplemental Figure 2). Therefore, enhanced utilization of lipid and glucose ingWAT in *Trx2^BATKO^* mice may reflect a compensatory effect of whole-body metabolism in the loss of BAT function. Impaired cold-induced thermogenesis can compensate for WAT lipolysis to mobilize FAs for energy combustion (42, 51). However, in our study, the defective thermogenesis observed after CL316,243 injection suggests that compensatory WAT lipolysis and FA oxidation is insufficient to maintain body temperature in *Trx2^BATKO^* mice. Moreover, our results indicate that lack of TRX2 in BAT activates ingWAT metabolism without mitochondrial damages or inflammasome activation.

### NLRP3 inhibitor MCC950 ameliorates impaired thermogenesis by rescuing defective lipid metabolism.

To determine the role of activated NLRP3 inflammasome in the pathogenesis observed in *Trx2^BATKO^* mice, we treated 8-week-old male mice with the NLRP3 inhibitor MCC950 for 8 weeks. MCC950 efficiently inhibits NLRP3 activation and IL-1β secretion in mice (52, 53). NLRP3 priming was unaffected, as *Nlrp3* and *Caspase1* as well as NLRP3 remained the same in treated and untreated mice (Figure 10, A and B). Importantly, decreased procaspase-1 cleavage and IL-1β protein expression indicated MCC950 efficiently inhibited NLRP3 inflammasome activation (Figure 10, B and C). Consistent with in vitro data, reduced STING and p-IRF3 showed that inhibition of NLRP3 partially suppressed the activated cGAS/STING pathway in *Trx2^BATKO^* mice (Figure 10D). Furthermore, MCC950 partially decreased the expression of proinflammatory cytokines in *Trx2^BATKO^* mice, from approximately 30-fold without treatment to approximately 5-fold after treatment (Figure 10E). Additionally, PPARα protein and FA oxidation gene mRNA expression in BAT of *Trx2^BATKO^* mice recovered to levels similar to those seen in controls after treatment (Figure 10, F and G), indicating an in vivo rescue of altered lipid metabolism. Importantly, MCC950 attenuated the impaired thermogenesis of *Trx2^BATKO^* mice during acute cold exposure (Figure 10H) and in response to CL316,243 (Supplemental Figure 7A). Of note, we did not detect any effects of MCC950 on the CL316,243-induced transient increase in body temperature of either WT or *Trx2^BATKO^* mice. Consistently, the inflammasome activity was only marginally suppressed by CL316,243 at 1 hour in both WT and *Trx2^BATKO^* mice (Supplemental Figure 7B). Taking these data together, we show that CL316,243 induced lipid uptake and lipolysis and its associated increase in the substrate flux, but not inflammasome activity, and contributed to the transient increase in body temperature in CL316,243-induced thermogenesis. Finally, MCC950-treated *Trx2^BATKO^* mice displayed fat mass similar to that of WT mice (Figure 10I). In support, histologic analysis showed that MCC950 reduced the whitening of BAT and browning of ingWAT in *Trx2^BATKO^* mice (Figure 10, J–L), further confirming that the ingWAT browning is a compensatory effect of BAT dysfunction. Overall, these results support a critical role of NLRP3 inflammasome activation in defective lipid metabolism and hypothermia in *Trx2^BATKO^* mice.

### MCC950 treatment reverses the metabolic benefits of Trx2^BATKO^ mice under nutrient overload.

In *Trx2^BATKO^* mice, activation of the NLRP3 inflammasome in iBAT results in a better metabolic profile under metabolic stress. To explore this further, we administered MCC950 to HFD-fed mice to investigate the impact of brown adipose inflammasome inhibition on whole-body metabolism. MCC950 significantly diminished the ability of *Trx2^BATKO^* to resist diet-induced obesity, as HFD-fed *Trx2^BATKO^* and WT mice had similar body weights after treatment (Figure 11A). HFD-fed *Trx2^BATKO^* mice exhibited lower plasma glucose compared with WT mice under random conditions (Figure 11B) or in the glucose tolerance test (GTT) (Figure 12C), while MCC950 significantly reversed these benefits on glucose metabolism in the HFD-fed *Trx2^BATKO^* mice (Figure 11, B and C). Consistently, MCC950 attenuated the ameliorated insulin sensitivity in the HFD-fed *Trx2^BATKO^* mice (Figure 11D). Furthermore, NLRP3 inhibition ameliorated the hypotriglyceridemia in HFD-fed *Trx2^BATKO^* mice, as seen in the similar plasma TG levels in *Trx2^BATKO^* and WT mice after MCC950 treatment (Figure 11, E–H). Also, histological analyses indicted that MCC950 significantly reversed browning of ingWAT in *Trx2^BATKO^* mice, while eWAT morphology was not altered by Trx2 deficiency or MCC950 (Figure 12, A and B). Although the hepatic steatosis by MCC950 was not evident in H&E staining (Figure 12A), TG content was significantly higher in *Trx2^BATKO^* mice treated with MCC950 compared with the saline group (Figure 12C), suggesting MCC950 reversed the reduced hepatic TG contents in *Trx2^BATKO^* mice. Of note, MCC950 ameliorated HFD-induced hepatic TG accumulation in WT mice, consistent with reports showing that MCC950 improves metabolic and hepatic function in aged mice (54). Therefore, WT and *Trx2^BATKO^* mice treated with MCC950 had comparable hepatic TG contents (Figure 12C). Indeed, MCC950 significantly attenuated the benefits on glucose metabolism in the HFD-fed *Trx2^BATKO^* mice and improved the glucose tolerance of HFD-fed WT mice (see Figure 11, B–D). Nevertheless, our data support an important role of NLRP3 inflammasome activity in balancing lipid metabolism, as MCC950 administration to HFD-fed *Trx2^BATKO^* mice diminished TRX2 deletion-induced metabolic benefits.

## Discussion

Despite the mounting evidence of metabolic stress–induced BAT inflammation and its effect on disrupting thermogenesis (2–4), the contribution of BAT inflammation to systematic metabolism has not been established. Here, we report on a transgenic mouse model for examining the effects of BAT-specific deficiency of TRX2, a mitochondrial redox protein that scavenges mtROS. We found that TRX2 deficiency in brown adipocytes impaired thermogenesis while benefiting whole-body metabolism by protecting from diet-induced adiposity, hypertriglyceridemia, and hepatic steatosis. Loss of TRX2 disrupted mitochondrial integrity and function, suppressed mitochondrial FA oxidation, and enhanced lipid uptake, resulting in the “whitening” of BAT. More importantly, the effects of TRX2 deletion are caused by unchecked amounts of mtROS, which trigger release of mtDNA into the cytosol. These 2 parallel pathways activated the NLRP3 inflammasome. The excess mtROS activated NF-κB signaling, which contributed to priming of the NLRP3 inflammasome, while cytosolic mtDNAs directly induced the NLRP3 inflammasome in a cGAS/STING-independent manner. We found that NLRP3 inflammasome-mediated production of cytokines IL-1β and IL-18 exacerbated the development of chronic sterile inflammation in BAT of *Trx2^BATKO^* mice. In addition, in vivo pharmacological inhibition of NLRP3 using MCC950 effectively dampened NLRP3 inflammasome activation, recovered impaired lipid metabolism, and improved the hypothermia phenotype in *Trx2^BATKO^* mice. Our data not only identify an adaptive mechanism of BAT under metabolic stress, but also highlight theTRX2-mtDNA-NLRP3 inflammasome as a crucial hub integrating oxidative stress, inflammation, and whole-body metabolic homeostasis (Figure 12D). *Trx2^ADKO^* mice develop a type 2 diabetic phenotype with hepatic insulin resistance, and a HFD exacerbates hepatic steatosis with increased hepatic lipogenesis and gluconeogenesis observed in these mice (29). Excessive ROS induces mitophagy in WAT, but not BAT, of *Trx2^ADKO^* or *Trx2^BATKO^* mice. The exact mechanism for the distinct outcomes in different cell types from TRX2 deletion and excessive ROS remains to be determined. We postulate that this may be related to mitochondrial abundance and/or the ratio of mitophagy machinery to mitochondria in each cell type.

Recent independent studies have linked BAT defects with an adaptive response to metabolic stress, distinct from its role in adaptive thermogenesis, which counteracts obesity and insulin resistance (8, 9). A possible mechanism is the reduction of mtDNA-encoded ETC gene expression, which could lead to defective adaptive thermogenesis, but reduced adiposity and hepatic steatosis at RT or thermoneutrality (9). Consistent with these data, our study shows that *Trx2^BATKO^* mice, while cold intolerant, are resistant to diet-induced obesity, insulin resistance, and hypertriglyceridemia. Of the altered lipid metabolic pathways after TRX2 deficiency, defective FA oxidation appears to be the primary cause of impaired thermogenesis, evident by the unresponsiveness of FA oxidation after cold exposure. In line with our data, CPT2^A−/−^ mice, whose BAT lacks FA oxidation, show impaired adaptive thermogenesis (55). However, the complicated phenotype of *Trx2^BATKO^* mice could not be explained by impaired FA oxidation alone, since CPT2^A−/−^ mice did not show metabolic benefits (55). Alternatively, given the powerful capacity of BAT in clear circulating TGs, increased lipid uptake in BAT might contribute to the metabolic improvement of *Trx2^BATKO^* mice. A number of studies have supported this theory including the following: (a) adipose Lpl–deficient mice showed elevated plasma TG levels associated with reduced lipid uptake into BAT (56); (b) BAT Angptl4-deficient mice performed better in GTT and insulin sensitivity tests (57). Together, these data suggest that dysregulation of more than one lipid metabolism pathway may be involved in connecting BAT dysfunction to the systematic metabolic benefits observed in *Trx2^BATKO^* mice. Yet the upstream mechanism regulating lipid metabolism remains unexplored. Our study reveals local BAT inflammation as an upstream mechanism, activated in response to metabolic stress, which regulates local lipid metabolism and further benefits systemic metabolism. On the other hand, metabolic benefits of *Trx2^BATKO^* mice might be related to the metabolic compensation of other tissues, evidenced by the increased glucose and lipid metabolism of liver, muscle, and WAT. Similarly to our data, it has previously been shown that CGI-58 BAT–deficient mice, which have defective lipolysis in BAT, show improved glucose tolerance along with enhanced browning of ingWAT (51). One possible explanation is that BAT inability to utilize nutrients drives the substrate flux flowing dynamically to other tissues and, being utilized, resulting in a better metabolic performance. More importantly, we found a marked reduction of TRX2 expression in BAT from *ob/ob* mice, suggesting a potential clinical association between TRX2 in BAT and metabolic diseases.

Finally, the connection among BAT inflammation balance, impaired adaptive thermogenesis, and systematic metabolic benefits remains unknown. One possible connection between BAT inflammation and altered lipid metabolism is the inactivation of PPARα. PPARα plays pivotal roles in the regulation of lipid metabolism. PPARα activation in BAT not only directly upregulates FA oxidation genes to induce thermogenesis, but also regulates other lipid metabolic pathways, including lipogenesis and lipoprotein uptake. PPARα directly targets *Angptl4* in hepatocytes and adipocytes, and mice lacking *Angptl4* in BAT show enhanced lipid uptake and improved glucose tolerance (57). Moreover, decreased *Angptl4* translation impairs lipolysis in adipose tissues (58). In our study of TRX2 deficiency in BAT, several pieces of evidence suggested that PPARα inactivation may link inflammation and lipid metabolism. First, TRX2 ablation downregulated PPARα expression, its target mitochondrial FA β-oxidation genes, and *Angptl4*. Second, pharmacological inhibitors of the mtROS/mtDNA/NLRP3 axis in primary brown adipocytes upregulated the suppressed expression of PPARα. Finally, in vivo inhibition of the NLRP3 inflammasome rescued both the hypothermia phenotype during cold exposure and expression of PPARα and its downstream lipid metabolic genes, which is consistent with recent data on MCC950 activation of PPARα expression in aged mice (54). How the inflammasome regulates PPARα remains unclear and needs more investigation.

In summary, our data demonstrate a strong relationship between the innate immune response in BAT and systematic metabolism. Inflammation in BAT may be an adaptive response to metabolic stress, providing protection from obesity-induced insulin resistance while also impairing thermogenesis. Investigating innate immunity’s role in regulating whole-body metabolism will not only add a further dimension to our understanding of BAT physiology, but will also provide novel therapeutic insight into metabolic disorders.

## Methods

All materials and methods have been either published previously or are presented in the Supplemental Methods, including details regarding animal models, GTT, insulin tolerance test, evaluation of metabolic phenotype, intestine lipid absorption, in vivo and ex vivo lipolysis assays, adipose tissue FA oxidation, thermogenesis assays, and assessment of mitochondrial dynamics. Real-time PCR primers, antibodies, and cytokines used in this study are listed in Supplemental Table 1, 2, and 3, respectively.

### Whole-genome microarray.

Microarray was performed to compare differentially expressed genes (DEGs) in BAT between control and obese mice. Microarray profiling data have been uploaded to the NCBI’s Gene Expression Omnibus database (GEO GSE191009).

### Study approval.

All animal procedures were approved by the Yale University Animal Care and Use Committee.

### Statistics.

All quantitative data are expressed as mean ± SEM. Two-group comparisons were carried out using unpaired 2-tailed Student’s *t* test. Multigroup comparisons were carried out using 1-way ANOVA with Tukey’s post hoc tests. When both genotypes and treatments were considered, comparisons were carried out using 2-way ANOVA with Bonferroni’s post hoc tests. *P* < 0.05 was considered statistically significant.

## Author contributions

YH, JHZ, and HZ performed in vivo and in vitro experiments. RJP and GIS performed experiments for EE. ACD, AKS and CFH performed experiments for lipid uptake and β-oxidation. WM and CFH supervised the entire project.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
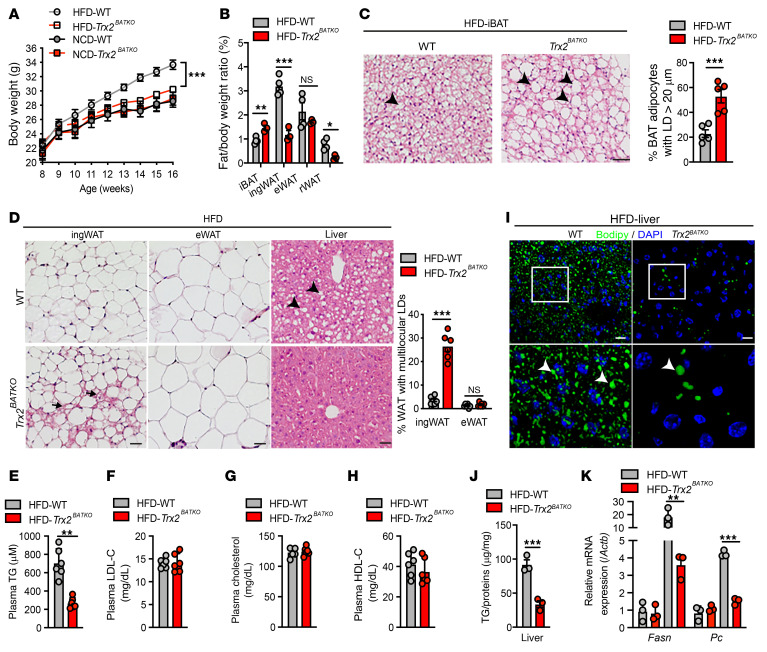
BAT-specific TRX2 deficiency protects mice from diet-induced hepatic steatosis and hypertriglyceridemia. (**A**) Growth trend of *Trx2^BATKO^* and WT mice under NCD (*n* = 6) or HFD (*n* = 10). (**B**) Ratio of adipose depots to body weight from 16-week-old *Trx2^BATKO^* (*n* = 3) and WT (*n* = 4) mice under HFD. (**C**) Representative histologic images of iBAT from HFD-fed mice. Arrowheads denote large unilocular LDs. BAT adipocytes with unilocular LD diameter of 20 μm or more were quantified. (**D**) Representative histologic images of adipose tissues and liver from *Trx2^BATKO^* and WT mice under HFD. Arrows denote multilocular LDs in WAT, while arrowheads denote LDs in the liver. Adipocytes with multilocular LDs (%) are quantified. *n* = 6. (**E**–**H**). Lipid profile, including plasma TG (**E**), LDL-C (**F**), TC (**G**), and HDL-C (**H**) levels from 16-week-old WT and *Trx2^BATKO^* mice under HFD (*n* = 6). (**I**) Representative BODIPY staining images of liver from mice under HFD. White box denotes magnified areas. Arrowheads denote LDs in the liver. (**J**) TG contents of liver from HFD-fed mice (*n* = 3). (**K**) Expression of lipid metabolic–related genes in livers from HFD-treated mice (*n* = 3). Quantitative data are presented as mean ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001. Significance was assessed by 2-way ANOVA with Bonferroni’s post hoc tests (**A**) and 2-tailed Student’s *t* test (**B**–**D**, **J**, and **K**). Scale bars: 100 μm (**C** and **D**); 25 μm (**I**). Original magnification for higher magnification images, ×600 (**I**).

**Figure 2:**
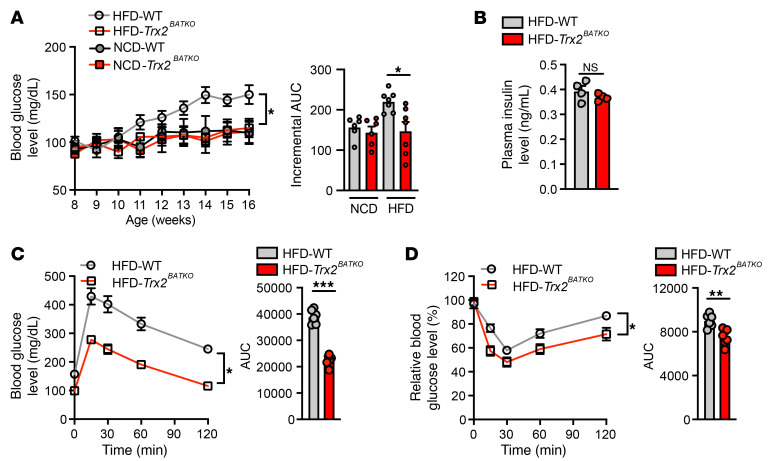
BAT-specific TRX2 deficiency protects mice from diet-induced insulin resistance and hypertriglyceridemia. (**A**) Fasting blood glucose levels of mice under NCD or HFD (*n* = 6) and quantification by incremental AUC. (**B**) Fasting plasma insulin levels of HFD-fed mice (*n* = 4). (**C**) GTT of HFD-treated mice (*n* = 6) and quantification. (**D**) Insulin tolerance test of HFD-treated mice (*n* = 6). Quantitative data are presented as mean ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001. Significance was assessed by 2-way ANOVA with Bonferroni’s post hoc tests (**A**, **C**, and **D**) and 2-tailed Student’s *t* test (**B**).

**Figure 3:**
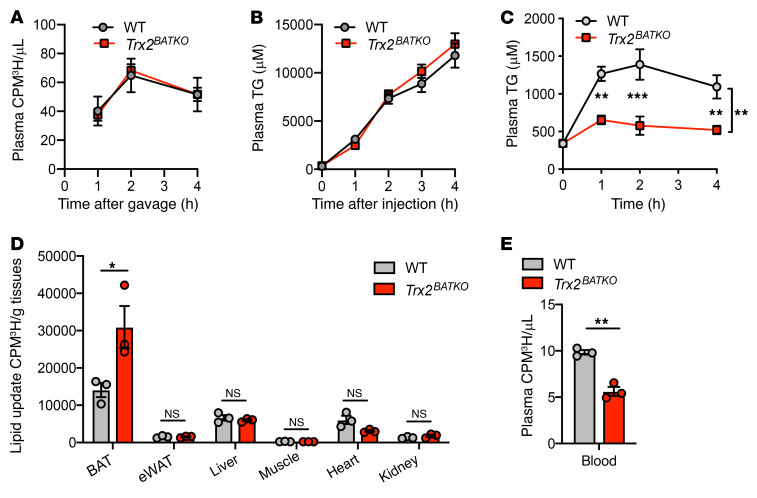
TRX2 loss enhances lipid uptake in BAT. (**A**) Intestine lipid absorption capacity of 16-week-old WT and *Trx2^BATKO^* mice by detecting plasma radioactivity under oral gavage of [^3^H]-labeled triolein along with poloxamer 407 injection (*n* = 5). CPM, counts per minute. (**B**) Hepatic VLDL production detection by measuring plasma TG levels from WT and *Trx2^BATKO^* mice under overnight fasting and treated with LPL inhibitor poloxamer 407 to inhibit catabolism (*n* = 4). (**C**) Oral lipid tolerance test performed on mice to determine circulating TG clearance (*n* = 5). (**D**–**E**) Exogenous lipid uptake in tissues determined by detecting radioactivity after oral gavage of [^3^H]-labeled triolein of WT and *Trx2^BATKO^* mice (*n* = 3). Plasma radioactivity of WT and *Trx2^BATKO^* mice are shown in **E**. Quantitative data are presented as mean ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001. Significance was assessed by 2-way ANOVA with Bonferroni’s post hoc tests (**A**–**C**) and 2-tailed Student’s *t* test (**D** and **E**).

**Figure 4:**
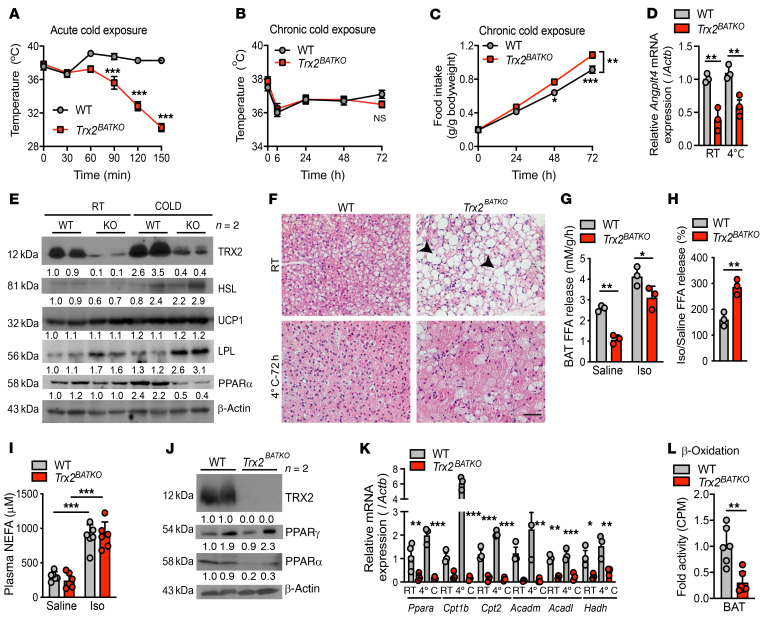
TRX2 deficiency in BAT impairs thermogenesis. (**A**) Intrarectal temperature of 16-week-old WT and *Trx2^BATKO^* mice during acute cold intolerance test in the absence of food (*n* = 6). (**B**–**F**) WT and *Trx2^BATKO^* mice after 3 days of cold exposure. (**B**) Intrarectal temperature (*n* = 6). (**C**) Food intake during cold exposure. (**D**) Angptl4 mRNA expression in iBAT (*n* = 3). (**E**) Western blots of indicated proteins in iBAT. Relative protein levels are presented as fold changes by taking WT as 1.0. *n* = 2. (**F**) Histologic iBAT images. Arrowheads denote large LDs. (**G** and **H**) Ex vivo lipolysis assay detecting FFA levels (**G**) and FFA release efficiency (**H**) of isolated iBAT treated with saline or ISO (*n* = 3). (**I**) In vivo lipolysis assay detecting plasma NEFA (*n* = 6). (**J**) PPARα and PPARγ protein expression in iBAT. Relative protein levels are presented by taking saline as 1.0. *n* = 2 mice. (**K**) Relative mRNA expression of *Ppara* (*n* = 4) and its target genes (*n* = 3) in iBAT. (**L**) Ex vivo FA oxidation of iBAT (*n* = 6). Quantitative data are presented as mean ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001. Two-way ANOVA with Bonferroni’s post hoc tests (**A**–**C**), 1-way ANOVA followed by Tukey’s post hoc test (**G** and **I**), and 2-tailed Student’s *t* test (**D**, **H**, **K**, and **L**). Scale bar: 100 μm (**F**).

**Figure 5:**
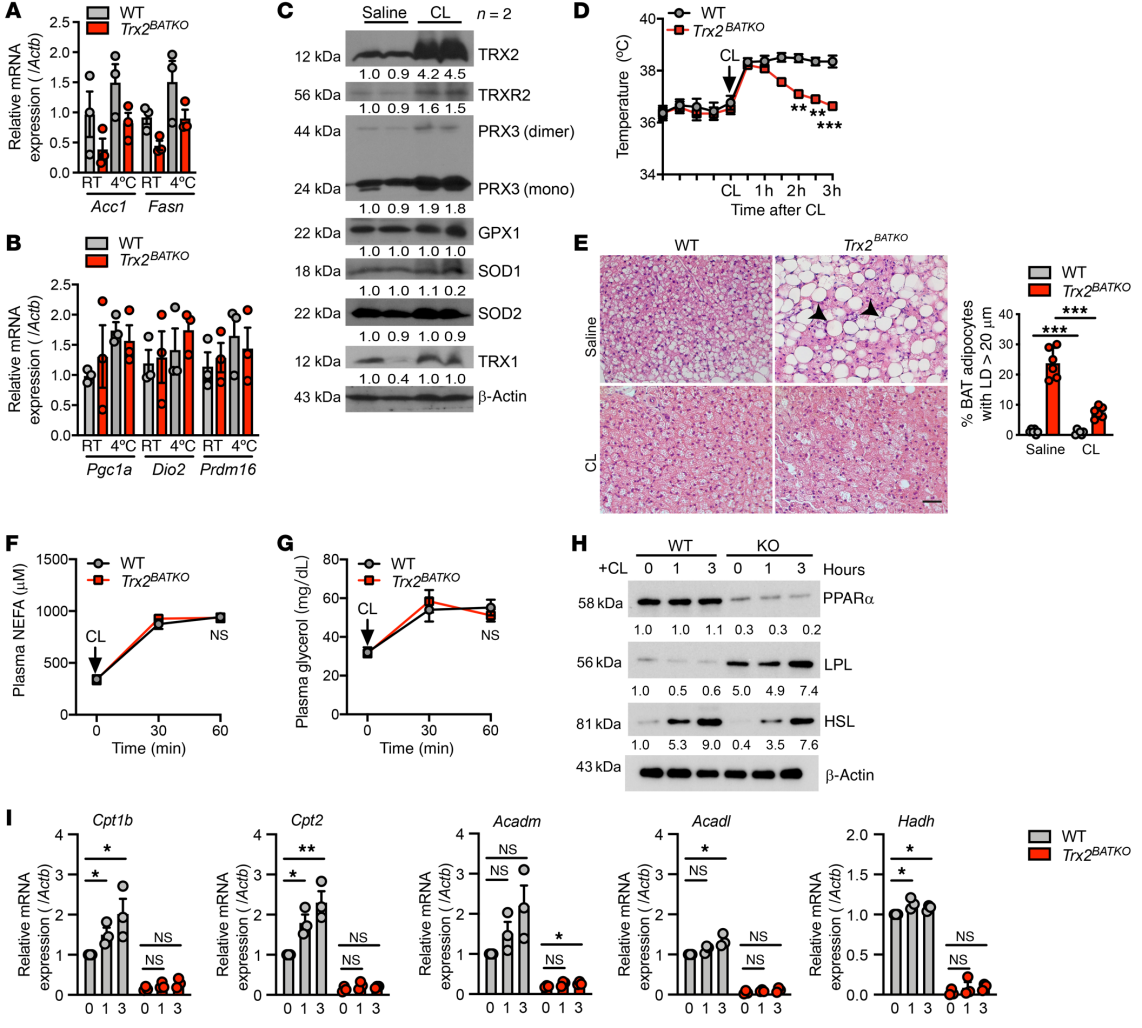
TRX2 BAT ablation suppresses FA oxidation. (**A** and **B**) Gene expression in iBAT from mice after 3 days of cold exposure (*n* = 3). (**C**–**I**) Mice treated with CL136,243 (1 mg/kg) for 3 hours. (**C**) Antioxidant protein levels in iBAT from WT mice by taking saline as 1.0 (*n* = 2). (**D**) Intrarectal temperature (*n* = 6). (**E**) Histologic images of iBAT. Arrowheads denote large LDs, with quantification in the right panel (*n* = 6). (**F** and **G**) Plasma NEFA and glycerol levels (*n* = 4). (**H**) Immunoblots of proteins in iBAT (each lane from 3 mice). (**I**) Relative mRNA expression of genes in iBAT (*n* = 3). Quantitative data are presented as mean ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001. Two-tailed Student’s *t* test (**A** and **B**), and 1-way ANOVA followed by Tukey’s post hoc test (**D**, **F**, **G**, and **I**). Scale bar: 100 μm (**E**).

**Figure 6:**
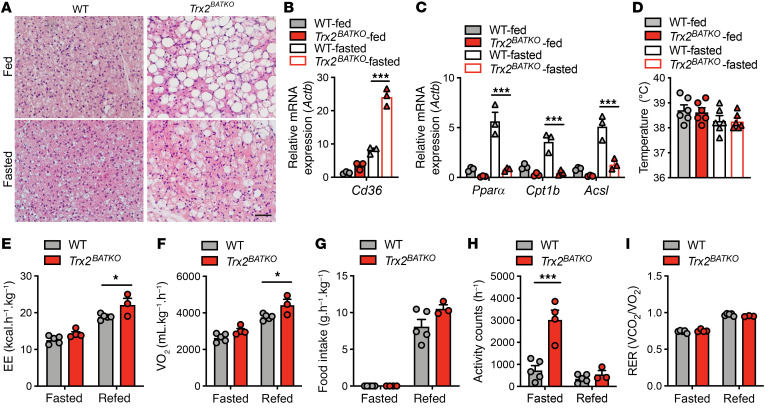
TRX2 loss in BAT contributes minimally to whole-body EE. (**A**–**D**) Mice were fed or fasted for 24 hours from 7 am. (**A**) Representative histologic images of iBAT from 16-week-old WT and *Trx2^BATKO^* mice. Three sections from each mouse (*n* = 3 mice). (**B**) *Cd36* expression in iBAT (*n* = 3). (**C**) Gene expression of FA oxidation–related genes in iBAT (*n* = 3 mice). (**D**) Intrarectal temperature (*n* = 6). (**E**–**I**). Mice were subjected to metabolic cage evaluation. Mice were individually placed in metabolic cages (CLAMs) and allowed to acclimatize for 48 hours before readings were taken. Mice were fasted for 24 hours and refed for 48 hours (*n* = 5 for WT, *n* = 4 for KO in fasted, *n* = 3 for KO in refed). EE (**E**), oxygen consumption (VO_2_) (**F**), food intake (**G**), physical activity counts (**H**), and RER (**I**) were measured. Analyses were performed in male mice. Quantitative data are presented as mean ± SEM. *P < 0.05; ***P < 0.001. Significance was assessed by 2-tailed Student’s *t* test. Scale bar: 100 μm (**A**).

**Figure 7:**
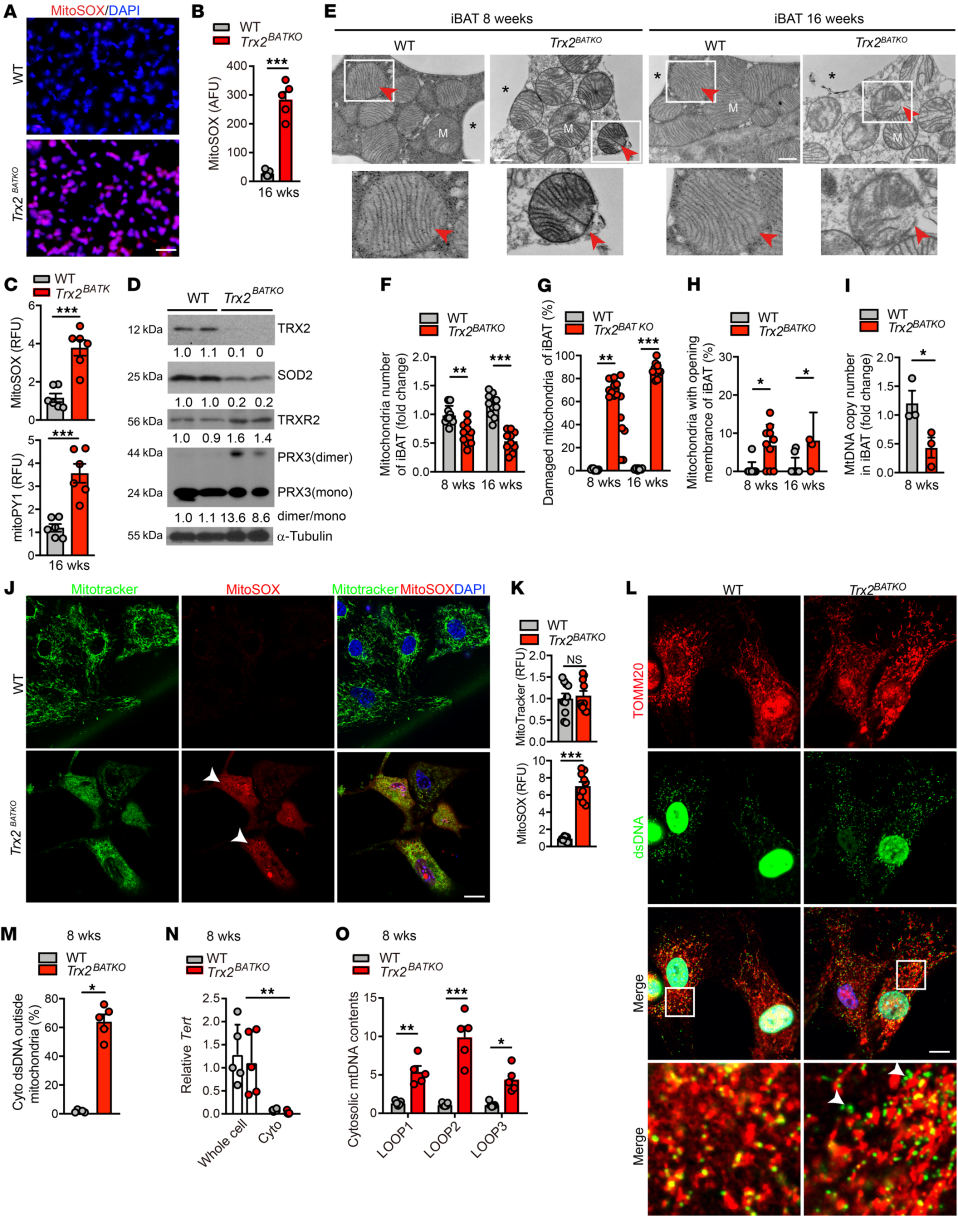
TRX2 loss induces excessive mtROS and cytosolic mtDNA release in BAT. (**A** and **B**) mtROS were detected by MitoSOX in iBAT. Data are presented as arbitrary fluorescence unit (AFU). *n* = 5. (**C**) mtROS were detected by MitoSOX (red) and mitoPY1 (green) in freshly isolated iBAT. Data are presented as relative fluorescence unit (RFU) by taking WT as 1.0. *n* = 6. (**D**) Western blot analysis of redox proteins in BAT. Relative protein levels and PRX3 dimer/monomer ratios are presented as fold changes by taking WT as 1.0. *n* = 2. (**E**–**H**) Mitochondrial structures of iBAT by EM. (**E**) Representative EM images. White boxes denote magnified areas, and arrowheads indicated mitochondria. Quantification of mitochondrial numbers (**F**), damaged mitochondria percentage (**G**), and mitochondria with opening outer membrane (**H**). Ten fields were randomly chosen for each group (*n* = 3). (**I**) mtDNA copy number of iBAT (*n* = 3). *Tert* was used as a nuclei DNA control. (**J** and **K**) mtROS were detected by MitoTracker (green) and MitoSOX (red) in primary brown adipocytes. Arrows indicate MitoSOX*^+^* cells. Quantification of RFU is shown in **K** (*n* = 3). (**L** and **M**) Cytosolic DNA detected by costaining for TOM20 (red) and double-stranded DNA (green) in primary brown adipocytes. Boxes denote magnified areas, and arrows indicate DNA released to the cytoplasm that is quantified in **M**. (**N** and **O**) Cytosolic mtDNA in freshly purified mature brown adipocytes from WT and *Trx2^BATKO^* mice was detected by PCR. (**N**) *Tert* expression. (**O**) Cytosolic mtDNA contents were determined by qPCR with 3 sets of specific primers. Relative mtDNA contents are presented as fold changes by taking WT as 1.0 (*n* = 5). Quantitative data are presented as mean ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001. Significance was assessed by 1-way ANOVA followed by Tukey’s post hoc test (**F**–**H**, **N**, and **O**) or 2-tailed Student’s *t* test (**B**, **C**, **I**, **K**, and **M**). Scale bars: 100 μm (**A**); 0.5 μm (**E**); 10 μm (**J** and **L**). Original magnification for higher magnification images, ×1260 (**E** and **L**).

**Figure 8:**
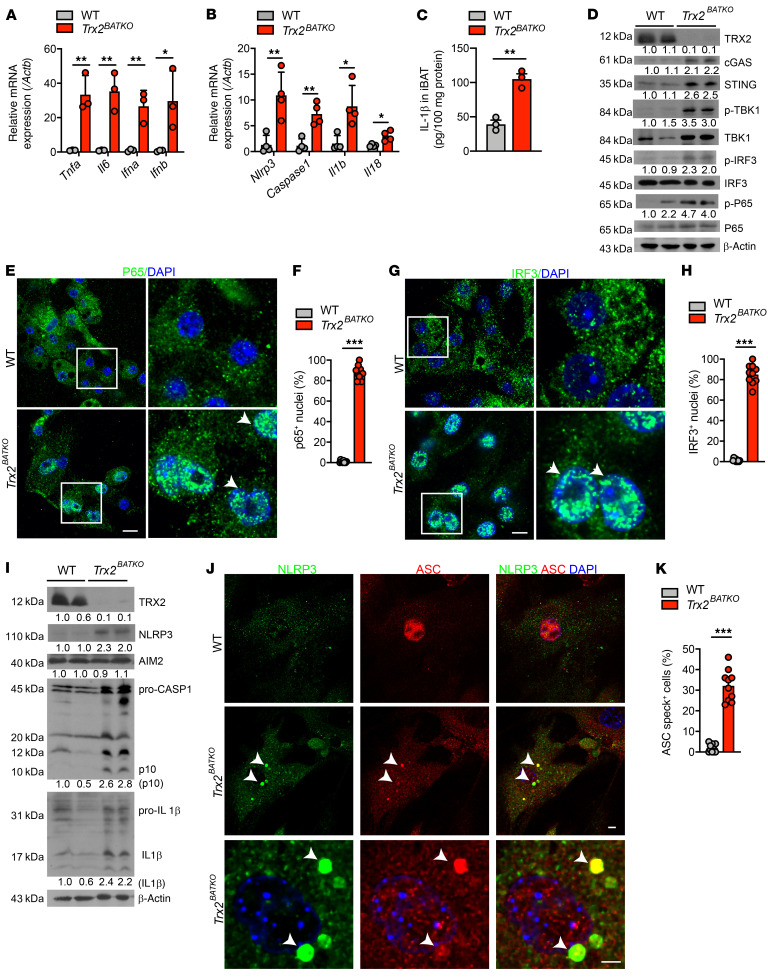
TRX2 deficiency triggers cGAS/STING pathway and NLRP3 inflammasome activation in BAT. (**A**) Proinflammatory cytokine mRNA expression in iBAT from 16-week-old WT and *Trx2^BATKO^* mice (*n* = 3). (**B**) NLRP3 inflammasome-related gene expression of iBAT (*n* = 4). (**C**) IL-1β levels of iBAT as detected by ELISA (*n* = 3). (**D**) Western blots of cGAS/cGAMP/STING pathway proteins in iBAT. Relative protein levels are presented as fold changes by taking WT as 1.0. *n* = 2. (**E** and **F**) Immunostaining of NF-κB p65 (green) in primary brown adipocytes with DAPI counterstaining. Boxes denote magnified areas, and arrowheads denote nuclear p65 or IRF3. Nuclear p65 translocation (% p65*^+^* nuclei) was quantified. (**G** and **H**) Immunostaining of IRF3 (green) in primary brown adipocytes with DAPI counterstaining. Nuclear IRF3 translocation (% IRF3*^+^* nuclei) was quantified. (**I**) Western blots of inflammasome-related proteins in isolated mature brown adipocytes from iBAT. Relative protein levels are presented as fold changes by taking WT as 1.0. *n* = 2. (**J** and **K**) Inflammasome activation in primary brown adipocytes detected by ASC (red) and NLRP3 (green) colocalization. White arrows indicate ASC*^+^* specks. (**K**) Quantification of the percentages of cells with ASC specks in 15 randomly selected fields for each sample. Quantitative data are presented as mean ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001. Significance was assessed by 1-way ANOVA followed by Tukey’s post hoc test (**A**, **C**, **G**, **H**, and **I**). Scale bar: 10 μm (**E**, **G**, and **J**). Original magnification for higher magnification images, ×1260 (**E** and **G**).

**Figure 9:**
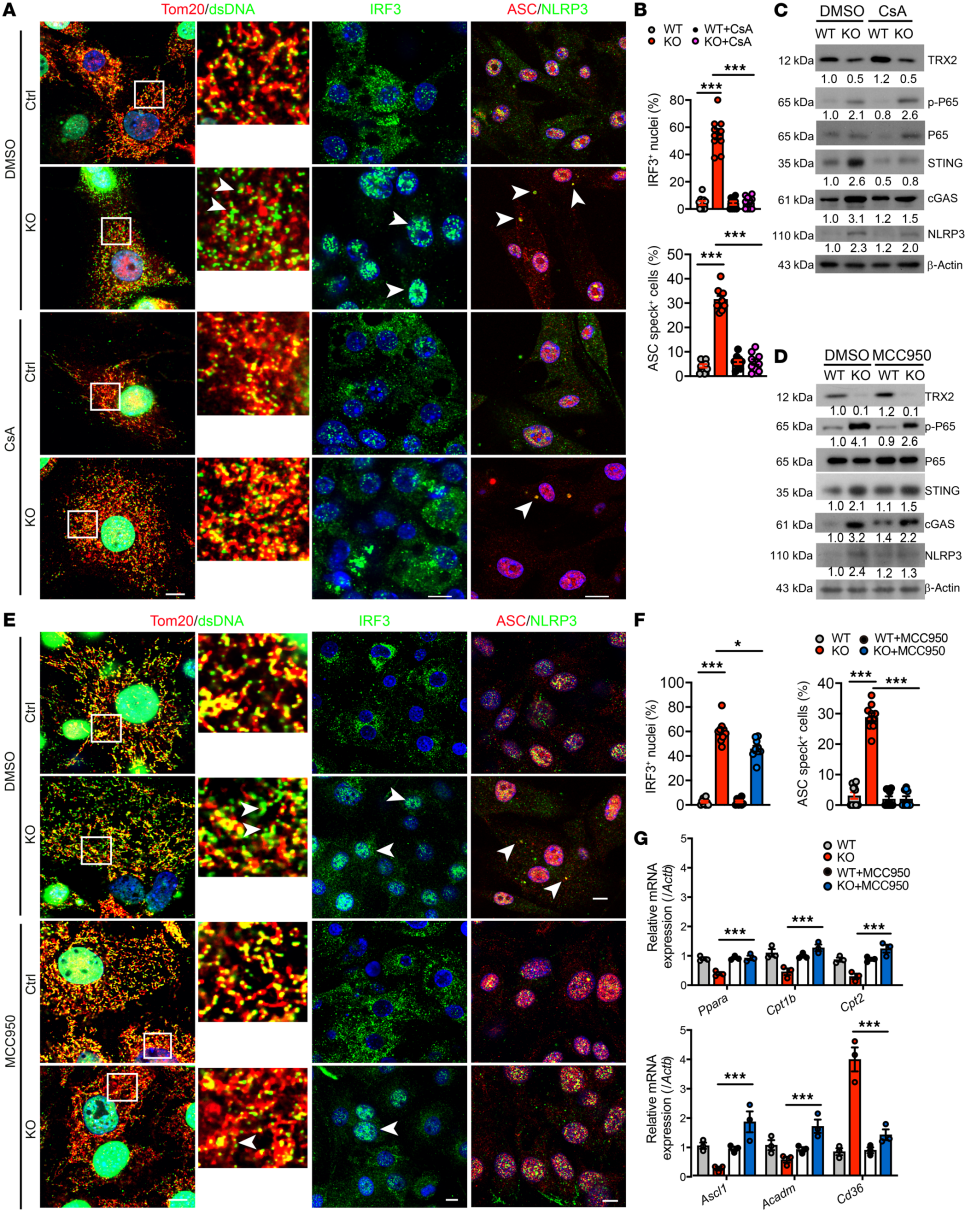
TRX2 loss–driven NLRP3 inflammasome activation relies on mtDNA release in BAT. Primary brown adipocytes were differentiated and cultured in the absence or presence of indicated inhibitors or siRNAs for 4 days. (**A**–**C**) Effects of CsA on mtDNA release and activation of the cGAS/STING and NLRP3 inflammasome pathways. WT and KO primary brown adipocytes were treated with CsA or vehicle (DMSO). (**A**) Immunostaining for cytosolic dsDNA (with mitochondrial marker Tom20), nuclear IRF3, or ASC/NLRP3 specks. Boxes denote magnified areas, and arrows denote cytosolic mtDNAs, nuclear IRF3, and ASC*^+^* specks. (**B**) Nuclear IRF3 translocation (% IRF3*^+^* nuclei) and percentages of ASC speck*^+^* cells were quantified. *n* = 10 random fields. (**C**) Western blots for the cGAS/STING and NLRP3 inflammasome pathways. Relative protein levels are presented as fold changes by taking WT as 1.0. (**D**–**F**) Effects of MCC950 on mtDNA release and activation of the cGAS/STING and NLRP3 inflammasome pathways. WT and KO primary brown adipocytes were treated with MCC950 or vehicle (DMSO). (**D**) Western blots for the cGAS/STING and NLRP3 inflammasome pathways. Relative protein levels are presented as fold changes by taking WT as 1.0. (**E**) Immunostaining of cytosolic dsDNA, IRF3 translocation, and NLRP3-ASC colocalization in primary brown adipocytes treated with MCC950. Boxes denote magnified areas, and arrows denote cytosolic mtDNAs, nuclear IRF3, and ASC*^+^* specks. (**F**) Nuclear IRF3 translocation (% IRF3*^+^* nuclei) and percentages of ASC speck*^+^* cells were quantified. *n* = 10 random fields. (**G**) mRNA expression of lipid metabolism–related genes in WT and KO primary brown adipocytes treated with MCC950 or vehicle. Relative mRNA levels are presented as fold changes by taking WT as 1.0. All experiments were repeated 3 times (*n* = 3). Quantitative data are presented as mean ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001. Significance was assessed by 1-way ANOVA followed by Tukey’s post hoc test. Scale bars: 10 μm. Original magnification for higher magnification images, ×1260.

**Figure 10:**
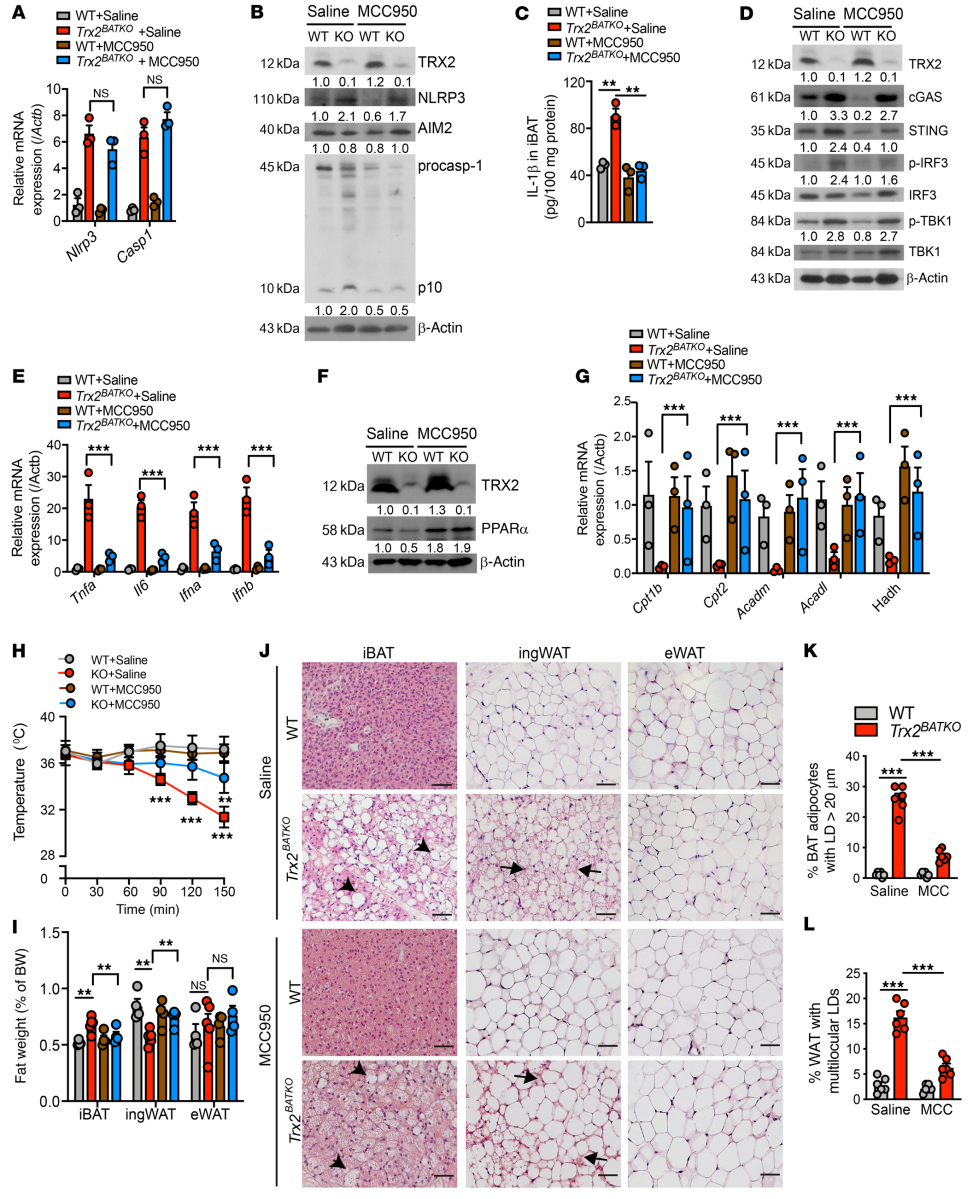
NLRP3 inflammasome inhibitor MCC950 ameliorates the impaired thermogenic phenotype of *Trx2^BATKO^* mice. Eight-week-old WT and *Trx2^BATKO^* mice under NCD were treated with MCC950 (10 mg/kg) or an equal volume of saline by intraperitoneal injection every other day for 8 weeks (*n* = 6). (**A**) mRNA expression of inflammasome-related genes in iBAT (*n* = 3). Relative mRNA levels are presented as fold changes by taking saline-treated WT as 1.0. (**B**) Western blots of NLRP3 inflammasome-related proteins in iBAT. Protein levels are presented as fold changes by taking saline-treated WT as 1.0. *n* = 3. (**C**) Mature IL-1β levels in iBAT were measured by ELISA (*n* = 3). (**D**) Protein levels of the cGAS/STING pathway in iBAT were detected by Western blotting. Protein levels are presented as fold changes by taking saline-treated WT as 1.0. *n* = 3. (**E**) mRNA expression of proinflammatory cytokines in iBAT (*n* = 3). Relative mRNA levels are presented as fold changes by taking saline-treated WT as 1.0. (**F**) Western blots of PPARα in iBAT. *n* = 3. (**G**) mRNA expression of lipid metabolism genes in iBAT (*n* = 3). Normalized mRNA levels (versus β-actin mRNA) are presented. (**H**) Intrarectal temperature during acute cold intolerance test in the absence of food (*n* = 6). (**I**) Ratios of adipose depots to body weight (*n* = 4). (**J**) Representative histologic images of adipose tissues. Arrowheads denote large LDs in BAT, and arrows denote ingWAT with multilocular LDs. (**K** and **L**) BAT adipocytes with unilocular LD diameter of 20 μm or more and percentages of WAT with multilocular LDs are quantified. *n* = 6. Quantitative data are presented as mean ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001. Significance was assessed by 1-way ANOVA followed by Tukey’s post hoc test. Scale bar: 100 μm (**J**).

**Figure 11:**
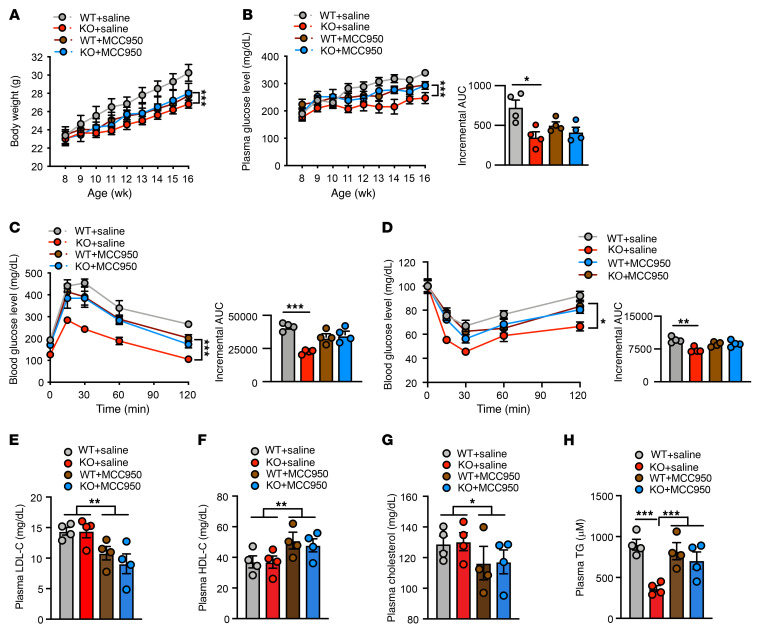
Effects of MCC950 on diet-induced glucose metabolism and insulin sensitivity. Eight-week-old WT and *Trx2^BATKO^* mice were fed with HFD in the presence of MCC950 (10 mg/kg) or an equal volume of saline by intraperitoneal injection every other day for 8 weeks. (**A**) Body weight gain (*n* = 4). (**B**) Fasting blood glucose levels and incremental AUC (*n* = 4). (**C**) Blood glucose levels and incremental AUC in GTT (*n* = 4). (**D**) Blood glucose levels and incremental AUC in insulin tolerance test (*n* = 4). (**E**–**H**) Lipid profiles, including LDL-C (**E**), HDL-C (**F**), TC (**G**), and TG (**H**) (*n* = 4). Significance was assessed by 2-way ANOVA with Bonferroni’s post hoc tests (**A**–**D**) and 1-way ANOVA followed by Tukey’s post hoc test (**E**–**H**).

**Figure 12:**
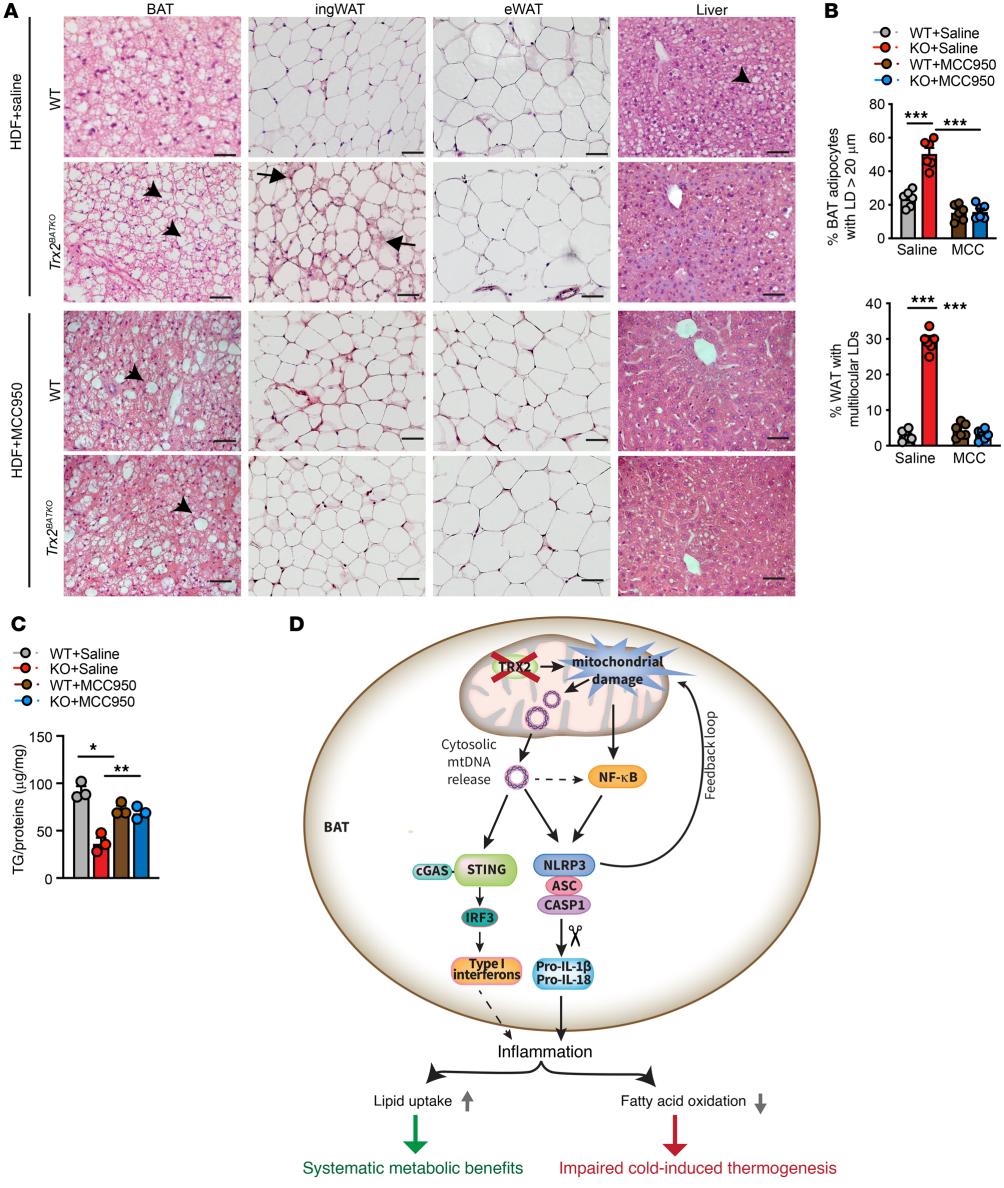
MCC950 treatment reverses the metabolic benefits of *Trx2^BATKO^* mice under nutrient overload. (**A**) Representative histologic images of iBAT, ingWAT, and liver tissues from 16-week-old HFD-fed WT and *Trx2^BATKO^* mice. Arrowheads denote LDs in BAT and liver, whereas arrows denote ingWAT with multilocular LDs. (**B**) BAT adipocytes with unilocular LD diameter of 20 μm or more and proportion of WAT with multilocular LDs are quantified. *n* = 6. (**C**) TG contents of liver from HFD-fed mice with or without MCC950 (*n* = 3). Quantitative data are presented as mean ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001. Significance was assessed by 1-way ANOVA followed by Tukey’s post hoc test (**B** and **C**). Scale bar: 100 μm (**A**). (**D**) A schematic diagram summarizing our findings. TRX2 deficiency in BAT protects from insulin resistance and impairs thermogenesis through the mtDNA/NLRP3 inflammasome pathways. TRX2 ablation in brown adipocytes triggers ROS production and mtDNA release, which induce NLRP3-mediated aberrant innate inflammation in BAT. Consequently, enhanced lipid uptake, with suppressed mitochondrial FA oxidation in BAT, results in the “whitening” of BAT, protecting mice from insulin resistance, but impairing thermogenesis (see text for details).

# Supplementary material for: Brown adipose TRX2 deficiency activates mtDNA-NLRP3 to impair thermogenesis and protect against diet-induced insulin resistance
**Source:** J Clin Invest. 2022 May 2;132(9):e148852. doi: 10.1172/JCI148852
**Supplement:** Supplemental data

## SUPPLEMENTAL DATA

### **Brown adipose TRX2 deficiency activates mtDNA-NLRP3 to impair thermogenesis and protect against diet-induced insulin resistance**

Yanrui Huang<sup>1</sup>, Jenny Huanjiao Zhou<sup>1</sup>, Haifeng Zhang<sup>1</sup>, Alberto Canfran-duque<sup>2</sup>, Abhishek Singh<sup>2</sup>, Rachel J. Perry<sup>3</sup>, Gerald I. Shulman<sup>3</sup>, Carlos Fernandez-Hernando<sup>1,2</sup>, Wang Min<sup>1</sup>

## SUPPLEMENTAL MATERIALS AND METHODS

**Animal models.** Brown adipocyte-specific TRX2 knockout mice ( $Trx2^{BATKO}$ ) were generated by crossing  $Trx2^{lox/lox}$  mice produced in our lab previously (1) with  $Ucp1$ -cre mice (The Jackson Laboratory, B6.FVB-Tg ( $Ucp1$ -cre)1Evd/J; Stock# 024670). All mice had been backcrossed with C57BL/6 mice for more than 10 generations. The knockout of  $Trx2$  in adipocytes was verified by real-time PCR (RT-PCR) with primers amplifying  $Trx2$  exon 3 (1).  $Trx2^{lox/lox}$  littermates without  $Ucp1$ -cre transgene were used as wild-type controls (WT) for all the experiments. Mice were provided with free access to food and water and maintained in a pathogen-free animal facility at 22°C with a 12 h/12 h light/dark cycle from 7 AM to 7 PM. Mice were fed with normal chow diet (NCD) consist of consist of 10% kcal fat, 70% kcal carbohydrates, and 20% kcal protein (D12450B, Research Diets, Inc). For the high-fat diet experiment, 8-week-old mice were fed with high-fat diet (HFD; D12451, Research Diets, Inc) containing 45% energy from fat, 35% energy from carbohydrates, and 20% energy from protein for 8 weeks. Male and female animals were used in equal numbers for baseline experiments, and both male and female exhibited similar phenotypes in BAT. We used only males for further experiments and littermates were compared in all studies. Diet or drug treatments were started at 8 weeks of age. For tissue collection, we sacrificed mice and perfused them with ice-cold PBS. Different adipose tissue depots (inguinal, epididymal, retroperitoneal WAT and interscapular, subscapular, cervical BAT), heart, liver, kidney, pancreas, and skeletal muscles were collected, weighed, and immediately frozen in liquid nitrogen.

**Body composition and metabolic analysis.** Metabolic cage evaluation was performed by the Yale Mouse Metabolic Phenotyping Center. After a 2-day acclimation period, mice were fasted for 24 h, followed by refeeding for 48 hours. Indirect Calorimetry (Oxymax/ CLAMS, Columbus Instruments, Columbus, OH) was used to measure energy expenditure, oxygen consumption ( $VO_2$ ), carbon dioxide production ( $VCO_2$ ), food intake, and physical activity of mice. The respiratory exchange ratio (RER) was calculated as  $VCO_2/VO_2$ . Fat mass, lean mass, and percentage of fat were determined by using EchoMRI Body Composition Analyzer (EchoMRI LLC.).

**Glucose tolerance test and insulin tolerance test.** For the glucose tolerance test (GTT), mice were fasted overnight (16 hours). Basal glucose level was evaluated, and mice were intraperitoneally injected with dextrose (1 g/kg body weight). For the insulin tolerance test, after a 6-hour fast, mice were administered insulin (0.35 U/kg body weight for NCD-fed mice, 0.6 U/kg body weight for HFD-fed mice) by intraperitoneal injection. Blood glucose levels were determined 15, 30, 60, and 120 minutes after injection from tail veins with a glucometer (LifeScan).

**Histology and immunofluorescence.** Adipose and liver tissues were formalin-fixed, paraffin-embedded, and cut into 5- $\mu$ m thick sections. Tissue sections were stained with hematoxylin and eosin and viewed on a light microscope. White adipocyte size was analyzed using NIH ImageJ software. Immunofluorescence staining was conducted according to standard protocols. TUNEL (Roche) staining was performed following the manufacturer's instructions. Bodipy (Invitrogen) staining was performed on 10- $\mu$ m thick liver cryostat sections. Sections were rinsed with PBS and stained with 1  $\mu$ g/mL BODIPY at room temperature for 15 min. Fluorescent images were acquired under a fluorescence microscope.

**Evaluation of metabolic phenotype.** Plasma was isolated from blood samples drawn from overnight-fasted (16 hours) mice under anesthesia. Lipid profiles, including the HDL-C, LDL-C, total cholesterol, and tissue triglyceride contents, were evaluated by the Yale Mouse Metabolic Phenotyping Center with a Cobas Mira analyzer (Roche Diagnostics). Enzyme-linked

immunosorbent assay (ELISA) kits were used to determine levels of plasma insulin (ALPCO) and plasma/tissue IL-1 $\beta$  (R&D Systems). Colorimetric/fluorometric kits were used to determine plasma levels of triglyceride (Abcam) and non-esterified fatty acids (BioVision).

***In vitro* glycolysis.** The glycolysis by differentiating brown adipocytes was measured using a Glycolysis Assay Kit (Abnova, China) according to the manufacturer's instructions. In this assay, L-Lactate, the main product of glycolysis, is metabolized to NADH, which reduces formazan dye. Therefore, the signal of reduced dye is proportional to glycolysis by cells. 3T3-L1 adipocytes were transfected with *Trx2* sgRNA or negative control. By Day-4 of differentiation, culture mediums were isolated to measure the intensity of the reduced dye by reading the OD ratio at wavelength 565 nm.

**Oral fat tolerance test.** The fat tolerance test was performed as previously described (2). After being fasted for 4 hours beginning at 7 AM, mice were administered with oral gavage of olive oil (10  $\mu$ l/g body weight). Blood samples were drawn from the tail vein 0, 1, 2, and 4 hours after administration. Plasma triglyceride levels at each time point were determined using a commercial assay kit (Wake).

**Tissue lipid uptake.** Quantification of lipid uptake in tissues was performed previously described (3). The following emulsion was prepared 1 hour before administration: two  $\mu$ Ci [ $^3$ H]-triolein and 100  $\mu$ l of mouse intralipid 20% emulsion oil sonicated on ice for 10 min at 100 W, 0.5-pulse mode to generate micelles. Mice were fasted for 4 hours, starting at 7 AM, followed by oral gavage of the emulsion above. Two hours after administration, plasma/tissues were collected from the euthanized mice. Similar amounts of tissues (100-200mg) were weighted, and lipids were extracted using isopropyl alcohol/hexane mix (2:3 v/v). The lipid layer was then moved to a new glass tube and evaporated. The radioactivity of [ $^3$ H]-cholesterol was analyzed by liquid scintillation counting. Plasma radioactivity was used as a reverse indicator for total tissue lipid uptake.

**Intestine lipid absorption.** Mice were fasted at 7AM for 4 hours before being injected with LPL inhibitor poloxamer 407 (1g/kg body weight) to inhibit triglyceride-rich lipoprotein (TRL) catabolism. Two hours after injection, mice were administered the [ $^3$ H]-triolein emulsion above. Blood samples were collected 1, 2, and 4 hours after administration. The radioactivity of [ $^3$ H]-cholesterol in the plasma was analyzed.

**Hepatic VLDL-TAG secretion.** Hepatic VLDL-TAG secretion was measured as previously described (2). Briefly, mice were fasted after overnight before intraperitoneal injection with poloxamer 407 (1g/kg body weight) to suppress lipolysis of TRL. Blood samples were collected 0, 1, 2, and 4 hours after injection. Plasma triglyceride concentrations were determined using the triglyceride assay kit (Wake).

**Cold exposure test.** For the acute cold exposure test, mice were fasted for 4 hours before the experiment, starting at 7 AM. Mice were then kept in a cold room at 4°C without food, and rectal temperature was monitored using an ATC1000 Animal Temperature Controller (World Precision Instruments) every 30 minutes. For the chronic cold exposure test, mice were kept in a cold room at 4°C, starting at 11 AM with free access to food and water for 72 hours.

***In vivo* lipolysis.** *In vivo* lipolysis assays were performed as previously described (2). Mice were fasted for 7 hours starting at 7 AM, and then injected intraperitoneally with saline. After 15 minutes, blood samples were collected through the tail vein. After 2 days, 7 hours fasted mice were intraperitoneally injected with isoproterenol (10 mg/kg body weight), and blood was collected 15

minutes after injection. Plasma concentrations of NEFA were analyzed using a NEFA-C-kit (Wako).

**Ex vivo lipolysis.** Freshly isolated adipose depots (~20 mg) were incubated in 500  $\mu$ L DMEM containing 2% fatty acid-free BSA with or without 10  $\mu$ M isoproterenol for 60 minutes at 37°C. After incubation, the medium was collected for the detection of FFA using a NEFA-C-kit (Wako). FFA release ratio were normalized to FFA levels without ISO.

**Adipose tissue FA oxidation.** FA oxidation was determined as previously described (2). In brief, freshly isolated adipose tissues were homogenized in ice-cold STE buffer (pH 7.4, 0.25 M sucrose, 10 mM Tris-HCl, and 1 mM EDTA) and then centrifuged. The pellets were resuspended and placed in an incubation chamber with the reaction mixture containing 0.5 mmol/L palmitate (supplemented with 0.4  $\mu$ Ci/mL of [ $^{14}$ C] palmitate and 7% BSA) for 30 minutes. The mixture was then transferred to a new tube with filter paper presoaked with 1 mol/L sodium hydroxide. The tubes were incubated at 37°C for 1 hour. Trapped 14-carbon dioxide was then released and collected onto the filter paper. Radioactivity was quantified by liquid scintillation counting.

**CL-316,243 treatment.** Chronic CL-316,243 injection was performed as previously described (4). Mice were intraperitoneally injected with CL-316,243 (1 mg/kg body weight) or saline daily at 10 AM for 4 days and sacrificed around 1 PM on day 5. On the first day after CL injection, serum NEFA, serum glycerol, and intrarectal temperature was measured.

**Transmission electron microscopy.** To prepare tissue for electron microscope (EM), we isolated adipose tissues from the mice and immediately cut them into small pieces (1  $\mu$ m  $\times$  1  $\mu$ m  $\times$  1  $\mu$ m) in ice-cold PBS. Samples were gently shaken with EM fixing buffer (2.5% glutaraldehyde and 2% paraformaldehyde [pH 7.4] in 0.1M sodium cacodylate) at room temperature for 30 minutes and then incubated at 4° C for 90 minutes, followed by treatment with EM wash buffer (0.1 M sodium cacodylate buffer [pH 7.4]). Subsequent processing was carried out by the Yale EM facility. Samples were viewed in an FEI Tecnai BioTWIN transmission EM with an accelerating voltage of 80 kV, and images were obtained using an SIS Morada 11-megapixel charge-coupled device camera and iTEM software (Olympus).

**Real-time-PCR analysis and mitochondrial DNA copy number quantification.** Total RNA was extracted from tissues and primary adipocytes using TRIzol (Invitrogen). Complementary DNA was synthesized from total RNA by the iScript cDNA Synthesis Kit (Bio-Rad). Real-time-PCR was performed on an iCycler Real-Time Detection System (Bio-Rad) with iQ SYBR Green Supermix (Bio-Rad) and gene-specific primers. Target mRNA gene expression was normalized to *Actb*. Total DNA was extracted from tissues and primary adipocytes using DNeasy Blood & Tissue Kit (QIAGEN). Target mitochondrial DNA copy number was normalized to nuclear gene *Tert*. Real-time-PCR primers are listed in **Table S1**.

**Western blot analysis.** Western blot analysis was performed as previously described (1). Tissues were homogenized using an ultrasonic homogenizer. To avoid fat contamination, we used 25G1/2 syringes to collect the supernatant of the homogenate after centrifugation. For OXPHOS expression analysis, protein samples were warmed at 37°C instead of boiled at 100°C to avoid degradation of the heat-sensitive complexes. The antibodies used are listed in the **Table S2**.

**Assessment of mitochondrial dynamics.** mtDNA copy number was quantified as previously described (1). Briefly, total DNA was extracted using DNeasy Blood & Tissue Kit (QIAGEN). Quantitative PCR was performed using nuclear DNA primers (*Tert*) and mtDNA primer (mtDNA

loop1). The *Tert* DNA values served as normalization controls for the mtDNA values. To determine ATP generation, we isolated mitochondria from freshly collected BAT using the Mitochondria Isolation Kit for Tissue (Thermo Scientific) according to the manufacturer's instructions. The isolated mitochondria were then assessed with an ATP bioluminescent assay kit (Sigma) following the manufacturer's protocol.

**Mitochondrial ROS production and mitochondrial membrane potential.** Detection of tissue mtROS production was performed as previously described (1). Briefly, freshly collected BAT was immediately cut into 30- $\mu$ m cryostat sections without fixation. The fresh sections were then stained with 2.5  $\mu$ M MitoSOX (Invitrogen) at 37°C for 10 minutes and visualized immediately using a fluorescent microscope (Zeiss). Quantification of fluorescence intensity was measured by examining six random fields per section. To detect the mitochondrial ROS production of primary brown adipocytes, we incubated cells with MEM supplemented with 2.5  $\mu$ M MitoSOX, 500 nM MitoTracker Green (Invitrogen) and 1.76  $\mu$ M Hoechst dye 33342 (Invitrogen) at 37°C for 10 minutes. Images were obtained using a confocal microscope (Leica SP5).

**Detection of mtDNA in cytosolic DNA extracts.** Cytosolic DNA extraction was performed as previously described (5). Freshly purified mouse mature adipocytes were divided in two aliquots of equal volume. One aliquot was used for extracting total DNA by Dneasy Blood & Tissue Kit (QIAGEN). One aliquot was used for extracting cytosolic DNA using the digitonin methods. Briefly, the adipocytes were resuspended in 500  $\mu$ L cytosolic DNA extraction buffer (150 mM NaCl, 50 mM HEPES (pH 7.4), and 25  $\mu$ g/mL digitonin) and gently shaken in room temperature for 10 minutes to allow for selective cytoplasmic membrane permeabilization. The homogenates were centrifuged three times at 1,000x g for 5 minutes. The first pellet was used as the "P" fraction for confirmation immunoblots. The supernatant was transferred to a new tube and centrifuged at 17,000x g for 25 minutes to eliminate contamination from any remaining cellular debris, including nuclear, mitochondrial, and endoplasmic reticulum. Cytosolic DNA was then isolated from these cytosolic extracts using Dneasy Blood & Tissue Kit. Quantitative PCR was performed on both total DNA extracts and cytosolic DNA extracts using nuclear DNA primers (*Tert*) and mtDNA primers (mtDNA loop1 to 3). The mtDNA values obtained from total DNA extracts were used as normalization controls for the mtDNA absorbance obtained from the cytosolic DNA extracts. The *Tert* DNA values in cytosolic DNA extracts served as detectors for nuclear contamination in the cytosolic DNA extracts.

**Primary brown adipocytes isolation, purification, and differentiation.** Freshly isolated iBAT was minced and digested with 1 mg/mL collagenase type 2 (Hank's buffered salt solution supplemented with 4% FA-free BSA and 2.5% penicillin/streptomycin) in a 37°C water bath for 50 minutes. After digestion, the mixture was filtered through a 100- $\mu$ m filter to remove undigested tissue, and then centrifuged for 10 minutes at 1200 rpm. The floating cell layer on the top of the tube was carefully collected as mature brown adipocytes.

The cell pellet containing preadipocytes was then resuspended in growth medium (minimum essential medium, 10% FBS, 1% penicillin/streptomycin, 25 mM NaHCO<sub>3</sub>) and plated onto a 10-cm cell culture dish. The medium was refreshed every 3 days. After reaching confluence, the cells were trypsinized and seeded onto 6-well cell culture plates in growth medium. The differentiation of primary brown adipocytes was performed as previously described (6). Briefly, after being held at confluence for 2-3 days without changing the medium, the cells (day 0) were cultured in adipogenic I medium (growth medium supplemented with 0.5mM 8-Methoxymethyl-3-isobutyl-1-methylxanthine [IBMX], 1.7  $\mu$ M insulin, and 1  $\mu$ M dexamethasone) for 2 days. The cells were then switched to adipogenic II medium (growth medium supplemented with 17 nM Insulin, 2  $\mu$ M Troglitazone, 1  $\mu$ M Rosiglitazone and 1 nM 3,3',5-triiodo-L-thyronine) for 6-8 days until the cells were fully differentiated. At different time points during differentiation (day 0, 2, 4, or 8), *Ucp1*-cre

was expressed in mature brown adipocytes from *Trx2*<sup>lox/lox</sup>; *Ucp1*-cre mice, specifically deleting the *Trx2* gene in these cells but not in mature brown adipocytes from WT (*Trx2*<sup>lox/lox</sup>) mice. Cells were subjected to various assays.

**Seahorse oxygen consumption assay in primary brown adipocytes.** Macrophage-negative SVF isolated from iBAT were seeded into each well of gelatin-coated XF96 cell culture microplates and differentiated into mature brown adipocytes. On the day of experiment, cells were rinsed twice and then cultured in Agilent Seahorse XF Base Medium with 25 mM glucose and 1 mM pyruvate in a non-CO<sub>2</sub> incubator at 37°C for 1 hour. The microplates were then transferred to a Seahorse XF96 analyzer to perform the mitochondrial stress test. After three basal respiration measurements of the cells were obtained, the coupled respiration inhibitor oligomycin (1 μM) was added to assess ATP production and proton leak. The maximal respiration of the cells was determined after adding carbonyl cyanide-4-(trifluoromethoxy) phenylhydrazone (FCCP) (600 nM). Lastly, non-mitochondrial respiration was measured by adding 0.5 μM rotenone and 0.5 μM antimycin A. Results were analyzed using the Wave software (Agilent Technologies).

**Immunofluorescent staining.** Cultured primary brown adipocytes cells were fixed with paraformaldehyde, permeabilized with 0.1% Triton X-100, blocked, and incubated at 4°C with the primary antibodies overnight. After incubation with corresponding secondary antibodies, cells were viewed on a confocal microscope (Leica SP5). In the dsDNA immunofluorescent staining, cells were permeabilized with digitonin, a selective plasma permeabilization buffer, to prevent contamination of mitochondrial and nuclear DNA in the cytoplasm. TOMM20, a protein located in the mitochondrial outer membrane, was co-stained with dsDNA and used as a mitochondrial marker.

**Inhibition of mtROS, mtDNA release, STING, and NLRP3.** On the day of differentiation, primary brown adipocytes were treated with the mitochondria-specific antioxidant mitoTEMPO (25 μM), cyclosporin A (10 μM), or NLRP3-specific inhibitor MCC950 (10 μM) in adipogenic I medium. On day 2, the culture medium was changed to adipogenic II medium containing mitoTEMPO or cyclosporin A or MCC950. On day 4, the cells were harvested for immunofluorescent staining, cytosolic mtDNA detection, and western blot analysis.

For STING pathway inhibition, primary brown adipocytes were transfected with STING siRNA (40 nM) (Santa Cruz) on day 2 during differentiation. Control primary brown adipocytes were transfected with scrambled siRNA. After 48 hours, cells were harvested for further analysis.

For NLRP3 activation inhibition *in vivo*, 8-week-old WT and *Trx2*<sup>BATKO</sup> mice under a NCD or HFD were treated with MCC950 (10mg/kg) or an equal volume of saline by intraperitoneal injection every other day for 8 weeks (n=6 per group). Body weights and random plasma glucose levels were measured weekly. For NCD-fed mice, at the age of 16 weeks, an acute cold exposure test was performed. For HFD-fed mice, a GTT was performed at 16 weeks of age. After a 2-day acclimation period, mice were euthanized for histological and molecular analyses.

**Whole-genome microarray.** Microarray was performed to identify differentially expressed genes (DEGs) in brown adipose tissues between the control and obese mice. BATs were isolated from control mice and 16-week-old *ob/ob* mice. Total RNA was isolated using TRIzol (Invitrogen). RNA quantity and quality were measured by NanoDrop ND-1000. RNA integrity was determined by standard denaturing agarose gel electrophoresis. Sample labeling and array hybridization were performed according to the Agilent One-Color Microarray-Based Gene Expression Analysis protocol (Agilent Technology). The microarray profiling has been uploaded to the Gene Expression Omnibus (GEO) data repository (<http://www.ncbi.nlm.nih.gov/projects/geo/>) under accession number GSE191009.

**Bioinformatic analysis.** Agilent Feature Extraction software (version 11.0.1.1) was used to analyze acquired array images. Quantile normalization and subsequent data processing were performed using the GeneSpring GX v12.1 software package (Agilent Technologies). 

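The detected flag of the normalization software was not used here, and detection was read from the scanner software's own flag for spots well above background. Of 39325 probes with a value on all 6 arrays, 28810 were detected on every array by this reading. With the scanner software's weaker flag, for a signal that is positive and significantly above background, 38455 probes passed in at least 3 of the 6 samples.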

After quantile normalization of the raw data, genes that at least 3 out of 6 samples have flags in Detected (“All Targets Value”) were chosen for further data analysis. Volcano Plot filtering identified differentially expressed genes with statistical significance between the two groups. Fold Change filtering identified differentially expressed genes (adjusted P-value < 0.05 and fold change > 1). Hierarchical clustering was performed using the R scripts. Enriched signaling pathways were identified through KEGG pathway analysis using the standard enrichment computation method.

**Statistics.** Data were analyzed using GraphPad Prism Software 8.0 (Graph-pad). All quantitative data are expressed as mean  $\pm$  standard error of the mean (SEM). Two-group comparisons were carried out using unpaired two-tailed Student's t-test. Multi-group comparisons were carried out using one-way ANOVA with Tukey's post hoc tests. When both genotypes and treatments were considered, comparisons were carried out using two-way ANOVA with Bonferroni post hoc tests. No statistical method was used to predetermine the sample size. Sample distribution was evaluated by the Kolmogorov–Smirnov test. Non-normal data were evaluated by Spearman's rank-order correlation test.  $P < 0.05$  was considered statistically significant. For cultured cell studies, data are representative of three independent experiments.

**Online Supplemental material.** Fig. S1 shows TRX2 deficiency in brown adipose tissue induces steatotic hypertrophy but does not significantly alter whole-body metabolism under a chow diet. Fig. S2 shows TRX2 deficiency in BAT impairs its own glucose utilization while enhances glucose metabolism in WAT, liver, and skeletal muscle. Fig. S3 shows BAT from obese mice reduced TRX2 expression and decreased FA oxidation. Fig. S4 shows characterization of brown adipocyte *in vitro* differentiation. Fig. S5 shows TRX2 loss driven NLRP3 inflammasome activation relies on mtROS in BAT. Fig. S6 shows TRX2 deficiency in BAT promotes WAT browning with no mitochondrial damage. Fig. S7 shows blocking inflammasome activity by MCC960 could not further enhance CL-induced transient increases in body temperature. Table S1 shows primer sequences used for real-time PCR analysis. Table S2 shows antibodies used for immunostaining and immunoblotting. Table S3 shows chemicals, cytokines, and other reagents.

**Study approval.** All animal procedures were approved by the Yale University Animal Care and Use Committee.

## SUPPLEMENTAL FIGURES

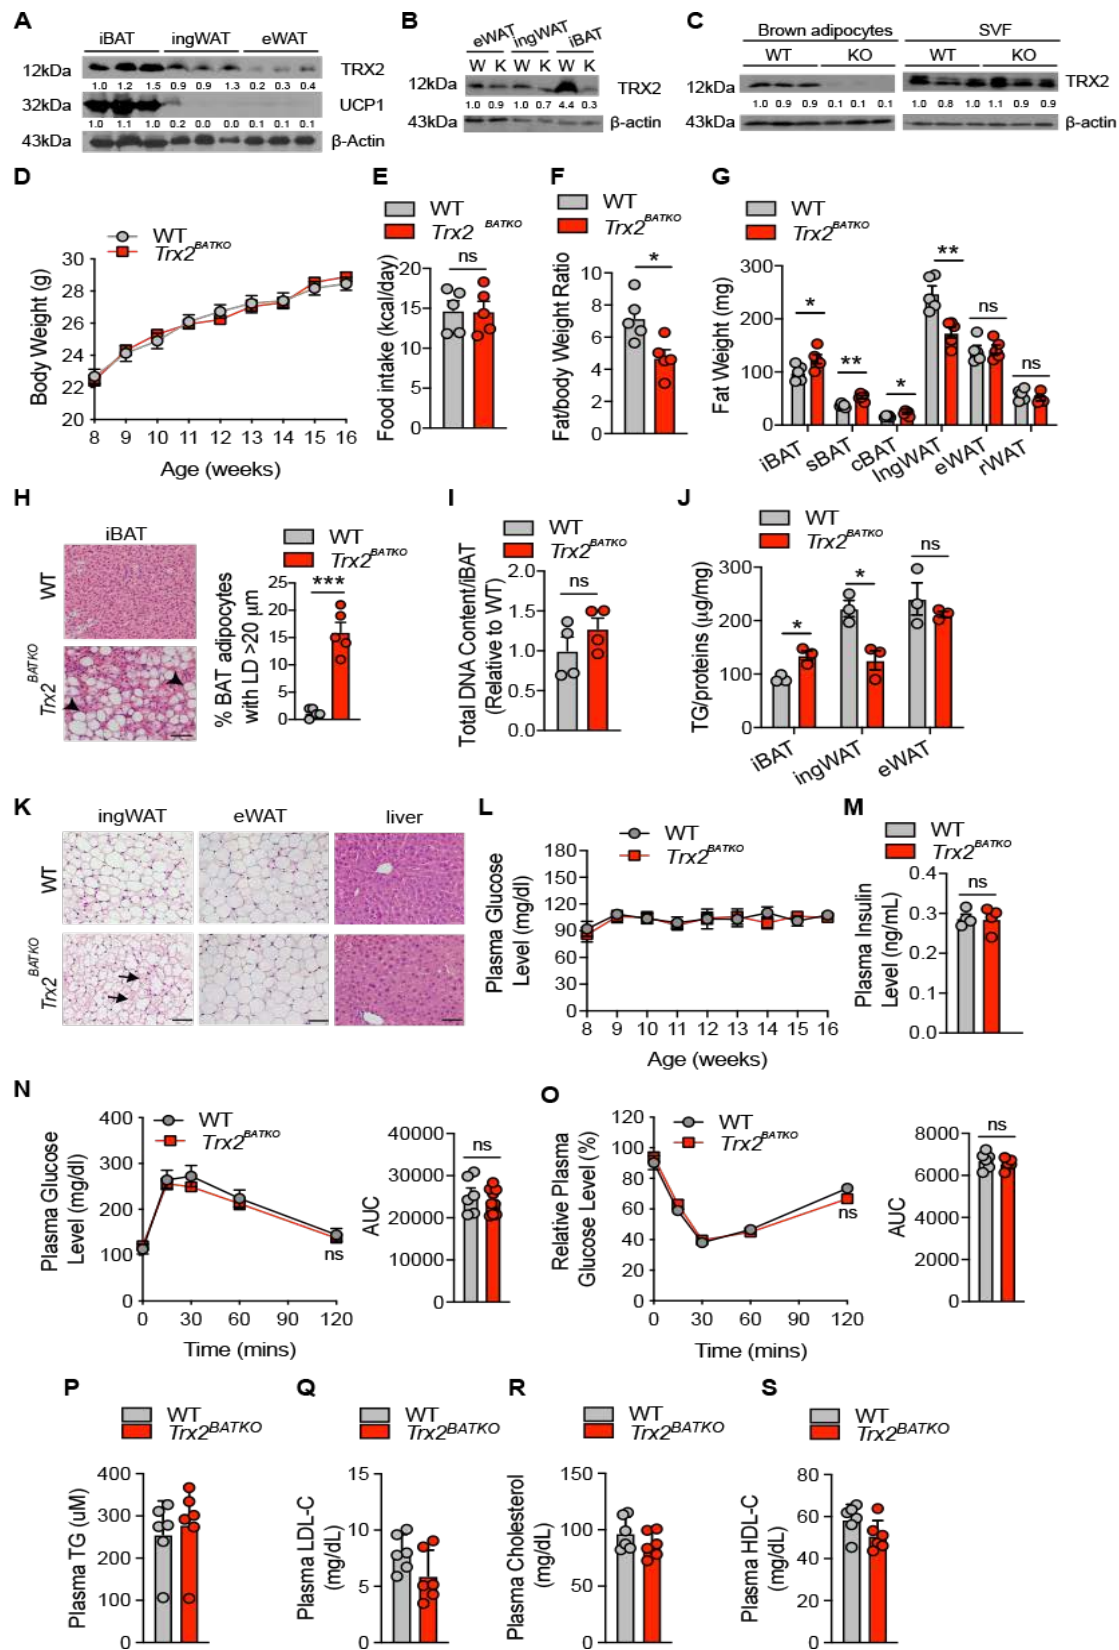

**Fig. S1. TRX2 loss in brown adipose tissue induces steatotic hypertrophy but does not significantly alter whole-body metabolism under a chow diet.** (A) Protein expressions of TRX2 and UCP1 from different adipose tissues from C57BL/6 mice. N=3 mice/group. (B) TRX2 protein expression in various adipose tissues from 8-week-old *Trx2*<sup>BATKO</sup> and wild-type (WT) littermates (each lane contains the tissues mix from 3 mice). (C) TRX2 protein expression in purified mature brown adipocytes and stromal vascular fraction (SVF) from iBAT. (D) Body weight of *Trx2*<sup>BATKO</sup> and WT mice under normal chow diet (NCD) at various ages (n=10 per group). (E) Food intake of 16-week-old *Trx2*<sup>BATKO</sup> and WT mice under NCD (n=5 per group). (F) EncoMRI analysis of body composition of 16-week-old *Trx2*<sup>BATKO</sup> (n=4) and WT (n=5) mice. (G) Fat mass of adipose depots from 16-week-old NCD mice (n=6 per group). (H) Representative histologic images of iBAT from 16-week-old WT and *Trx2*<sup>BATKO</sup> mice. Arrowheads denote large unilocular LDs. BAT adipocytes with unilocular LD diameter  $\geq 20 \mu\text{m}$  were quantified. n=5. (I) Total DNA content in adipose depots from 16-week-old NCD mice (n=4 per group). (J) Triglyceride (TG) contents of adipose depots from 16-week-old NCD-fed *Trx2*<sup>BATKO</sup> and WT mice (n=3 per group). (K) Representative histologic images of WAT and liver tissues of 16-week-old mice under NCD. Arrows denote WAT adipocytes with multilocular LDs. (L) Fasting blood glucose level of mice under NCD (n=6 per group). (M) Fasting plasma insulin level of 16-week-old NCD-fed *Trx2*<sup>BATKO</sup> and WT mice (n=4 per group). (N) Glucose tolerance test of NCD treated 16-week-old mice (n=6 per group). (O) Insulin tolerance test of NCD treated 16-week-old mice (n=6 per group). (P-S) Circulating lipids, including plasma TG (P), LDL-C (R), total cholesterol (S), and HDL-C (T) level from 16-week-old WT and *Trx2*<sup>BATKO</sup> mice treated with NCD (n=6/group). Quantitative data are presented as mean  $\pm$  SEM. \* $P < 0.05$ , \*\* $P < 0.01$ , and \*\*\* $P < 0.001$ . ns: non-significant. Significance was assessed by two-way ANOVA with Bonferroni post hoc tests (D, L, N, O), and two-tailed Student's *t*-test (E, F, G, H, I, J, M, P,Q,R,S). Scale bars: 100  $\mu\text{m}$  (H, K).

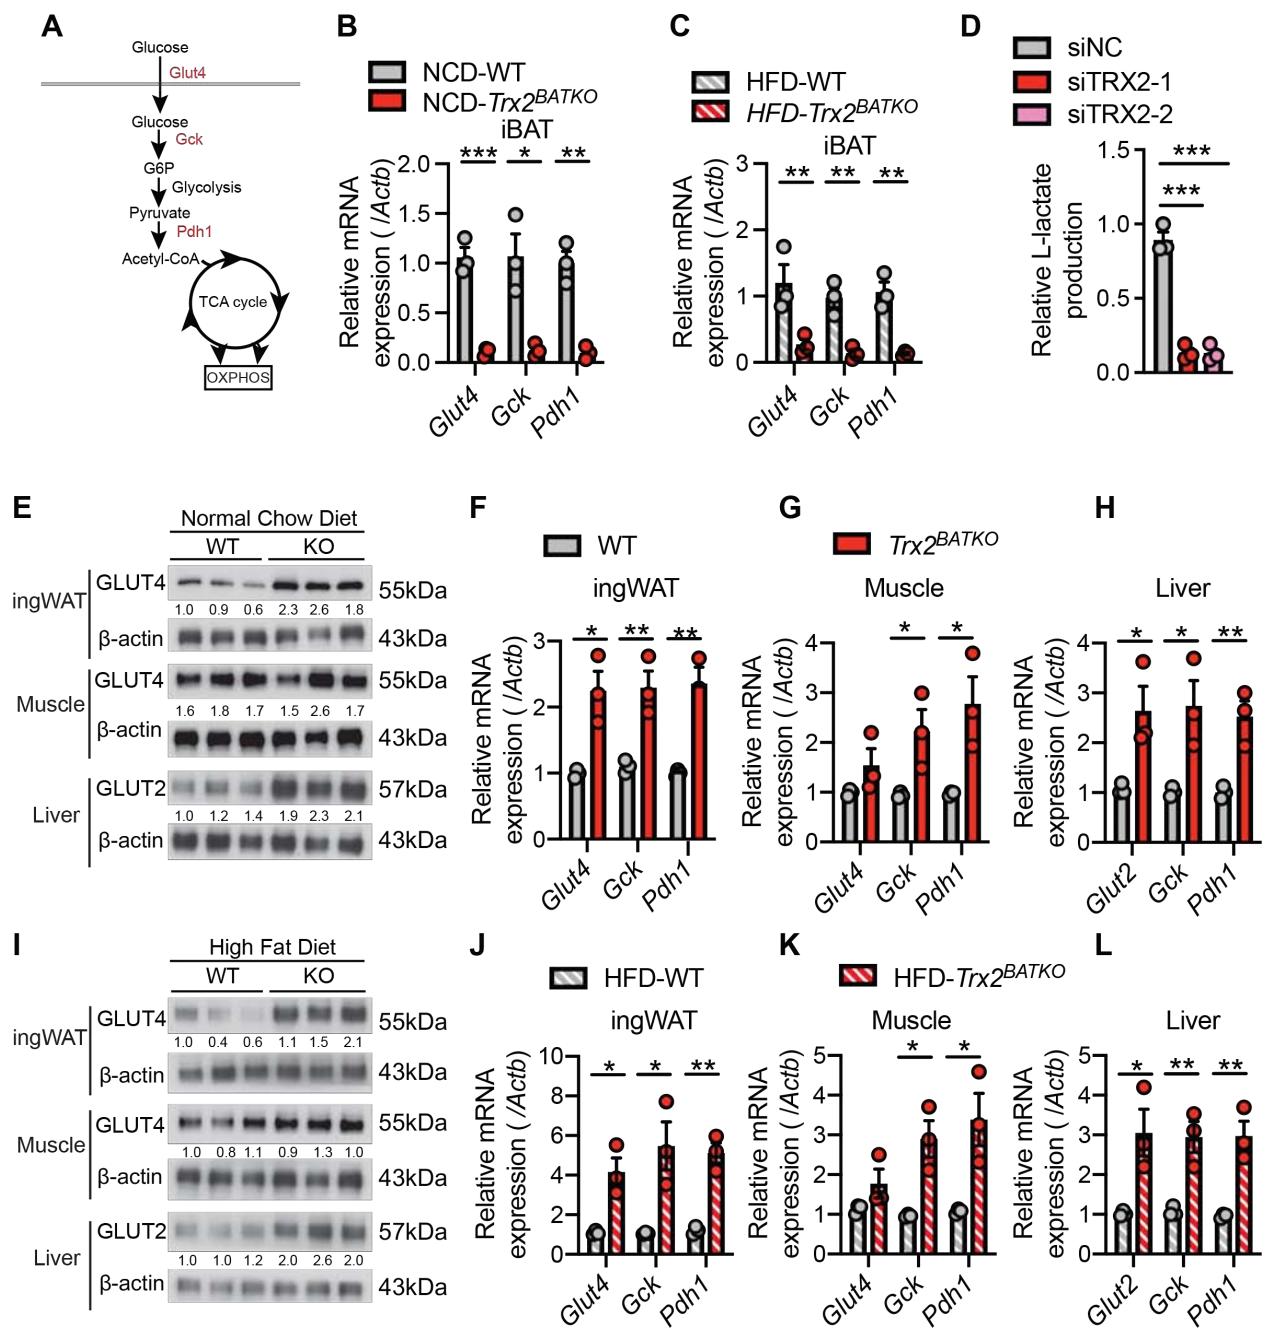

**Fig. S2. Deficiency of TRX2 in BAT impairs its own glucose utilization while enhances glucose metabolism in WAT, liver, and skeletal muscle.** (A) The overall pathway of glucose aerobic oxidation. (B-C) Relative mRNA expression of genes involving in glucose oxidation from iBAT under NCD (B) and HFD (C) (n=3 per group). (D) In vitro glycolysis assay of differentiating 3T3-L1 brown adipocytes transfected with negative control (siNC) or *Trx2* siRNA-1 (si*Trx2*-1) or *Trx2* siRNA-2 (si*Trx2*-2) (n=3/group). (E) GLUT4 and GLUT2 proteins expression in various tissues from 16-week-old WT and *Trx2*<sup>BATKO</sup> mice with chow diet. Relative protein levels are presented by taking WT as 1.0. n=3 mice per group. (F-H) Relative mRNA expression of genes involving in glucose oxidation from ingWAT, liver and skeletal muscle fed with chow diet (n=3 per group). (I) GLUT4 and GLUT2 proteins expression in various tissues from 16-week-old WT and *Trx2*<sup>BATKO</sup> mice under HFD. Relative protein levels are presented by taking WT as 1.0. n=3 mice per group. (J-L) Relative mRNA expression of genes involving in glucose oxidation from different tissues of HFD-mice (n=3 per group). Quantitative data are presented as mean  $\pm$  SEM. \*P < 0.05, \*\*P < 0.01, and \*\*\*P < 0.001. ns: non-significant. Significance was assessed by two-tailed Student's t-test (B,C,D,F,G,H,J,K,L).

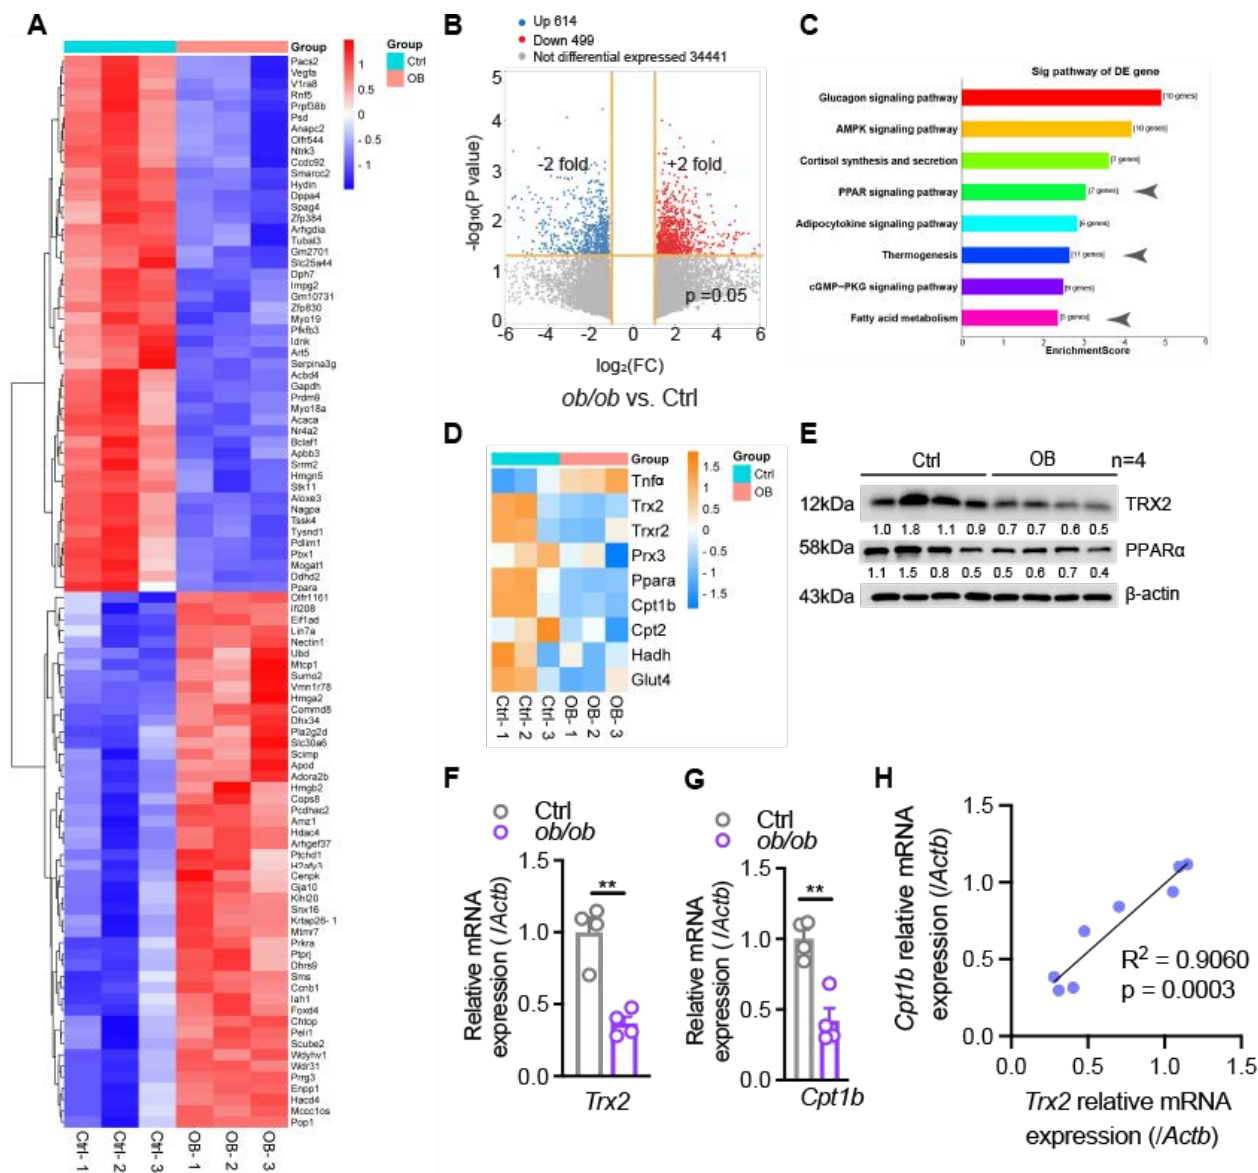

**Fig. S3. BAT from obese mice show reduced TRX2 expression and decreased FA oxidation.**

(A) Heatmap visualization of differentially expressed genes in BAT isolated from controls (Ctrl) versus 16-week-old *ob/ob* (OB) mice (n=3/group). (B) Volcano plot showing the gene expression analysis results for the whole genome microarray; microarray indicates 614 up-regulated genes and 499 down-regulated genes with significantly different expressions in *ob/ob* mice compared to controls. 

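Fisher's exact test, one-sided for enrichment, compared the 273 genes that were lower in *ob/ob* iBAT at an unadjusted p under 0.05 and at least 2-fold with the other genes tested. Among them were 4 of the 78 PPAR signaling genes (Fisher's exact test, odds ratio 3.75, p = 0.0259), 4 of the 148 thermogenesis genes (odds ratio 1.92, p = 0.164), and 1 of the 31 FA oxidation genes (odds ratio 2.29, p = 0.362). The result for PPAR signaling did not pass under every setting. With scaling to the 75th percentile, the odds ratio was 1.32 (Fisher's exact test, p = 0.534). Without control 3, the odds ratio from Fisher's exact test was 10.3 for FA oxidation (p = 1.72e-06) and 11.5 for thermogenesis (p = 3.66e-28). Fisher's test takes genes as independent, which genes of a pathway are not.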

(C) KEGG pathway analysis of the pathways that are down-regulated in BAT of *ob/ob* mice. 

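Several genes of Supplemental Figure 3D have more than 1 probe on the array. The other probes of *Ppara* gave log2 fold changes of −1.45 (standard error 0.41) and −1.49 (standard error 0.83) in *ob/ob* iBAT. For the first of these, each *ob/ob* array lay below each control array, and the unadjusted limma p was 0.0115. The dimmer probe of *Cpt2* gave −0.62 (standard error 0.38), and a further probe of *Cpt1b* gave −2.97 (standard error 1.74), both with overlapping groups. All 4 of these probes had an adjusted p of 1.00 from limma.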

(D) Heat map to identify the expression of key inflammation and metabolism-related genes in BAT between the control and *ob/ob* mice. (E) Western blot analysis of TRX2 and PPARα in BAT of control and *ob/ob* mice. Protein levels were normalized by taking WT as 1.0 (n=4/ group). (F-G) *Trx2* (F) and *Cpt1b* (G) mRNA levels in BAT of control and *ob/ob* mice (n=4/ group). (H)

Correlation between the mRNA levels of *Trx2* and *Cpt1b* in BAT of control and *ob/ob* mice (n=4/group). Quantitative data are presented as mean  $\pm$  SEM. \*\*, P < 0.01 versus corresponding control. Significance was assessed by two-tailed Student's t-tests (F,G). Associations were evaluated using Pearson correlation coefficients (H). BAT, brown adipose tissues.

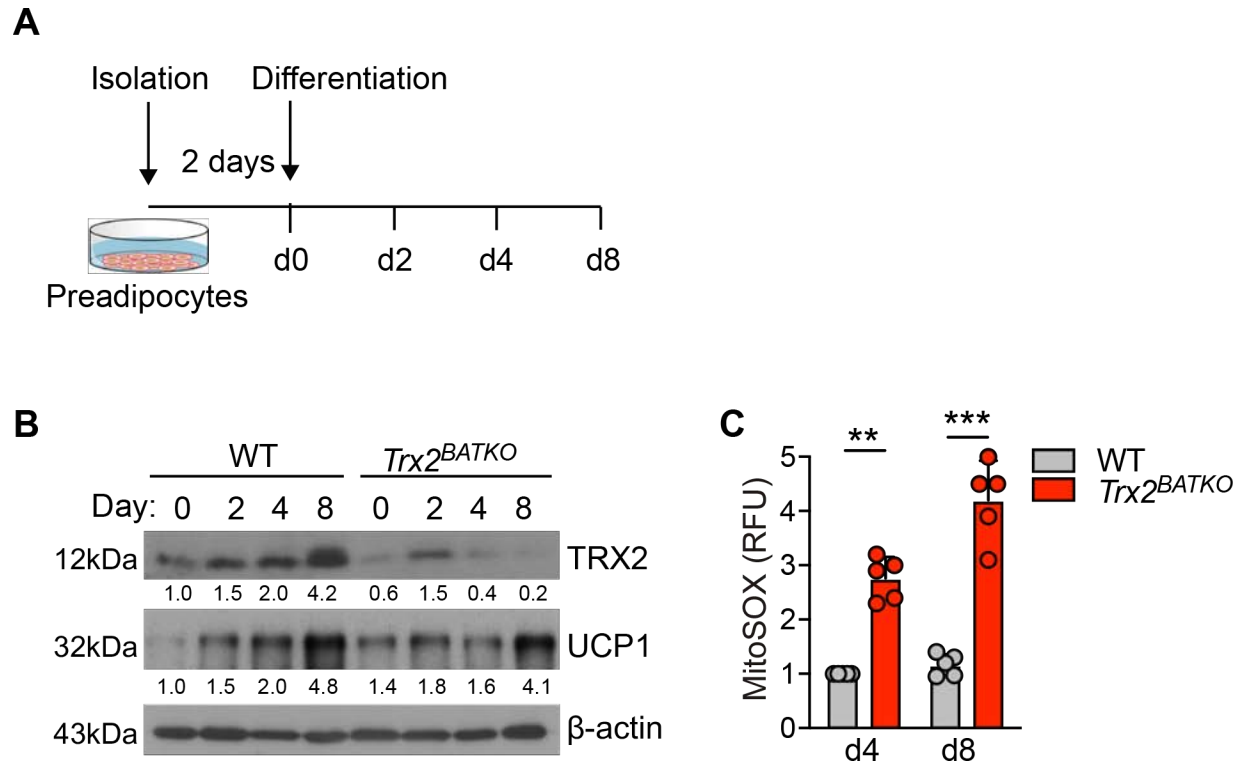

**Fig. S4. Characterization of brown adipocyte in vitro differentiation.** (A) A diagram for in vitro differentiation. Isolated preadipocytes from WT (*Trx2<sup>lox/lox</sup>*) and *Trx2<sup>lox/lox</sup>, Ucp1-Cre* mice were cultured for 2 days to confluency and were then subjected to differentiation procedure for 0-8 days till fully differentiated (see Methods for details). (B) Cells were harvested at different time points during differentiation (day 0, 2, 4, or 8), and TRX2 and UCP1 expression were determined by Western blotting. Protein levels are presented as fold changes by taking 0 point as 1.0. Note that the *Ucp1-Cre* was expressed in mature brown adipocytes from *Trx2<sup>lox/lox</sup>, Ucp1-Cre* (*Trx2<sup>BATKO</sup>*) mice therefore the *Trx2* gene was specifically deleted in these cells but not in mature brown adipocytes from WT (*Trx2<sup>lox/lox</sup>*) mice. (C) mtROS were measured by MitoSOX in day 4 (d4) and day 8 (d8)-differentiated brown adipocytes. Relative fluorescence unit are presented by taking WT as 1.0. All experiments were repeated three times (n=3). Quantitative data are presented as mean ± SEM. \*\**P* < 0.01, and \*\*\**P* < 0.001. Significance was assessed by two-tailed Student's *t*-test (C).

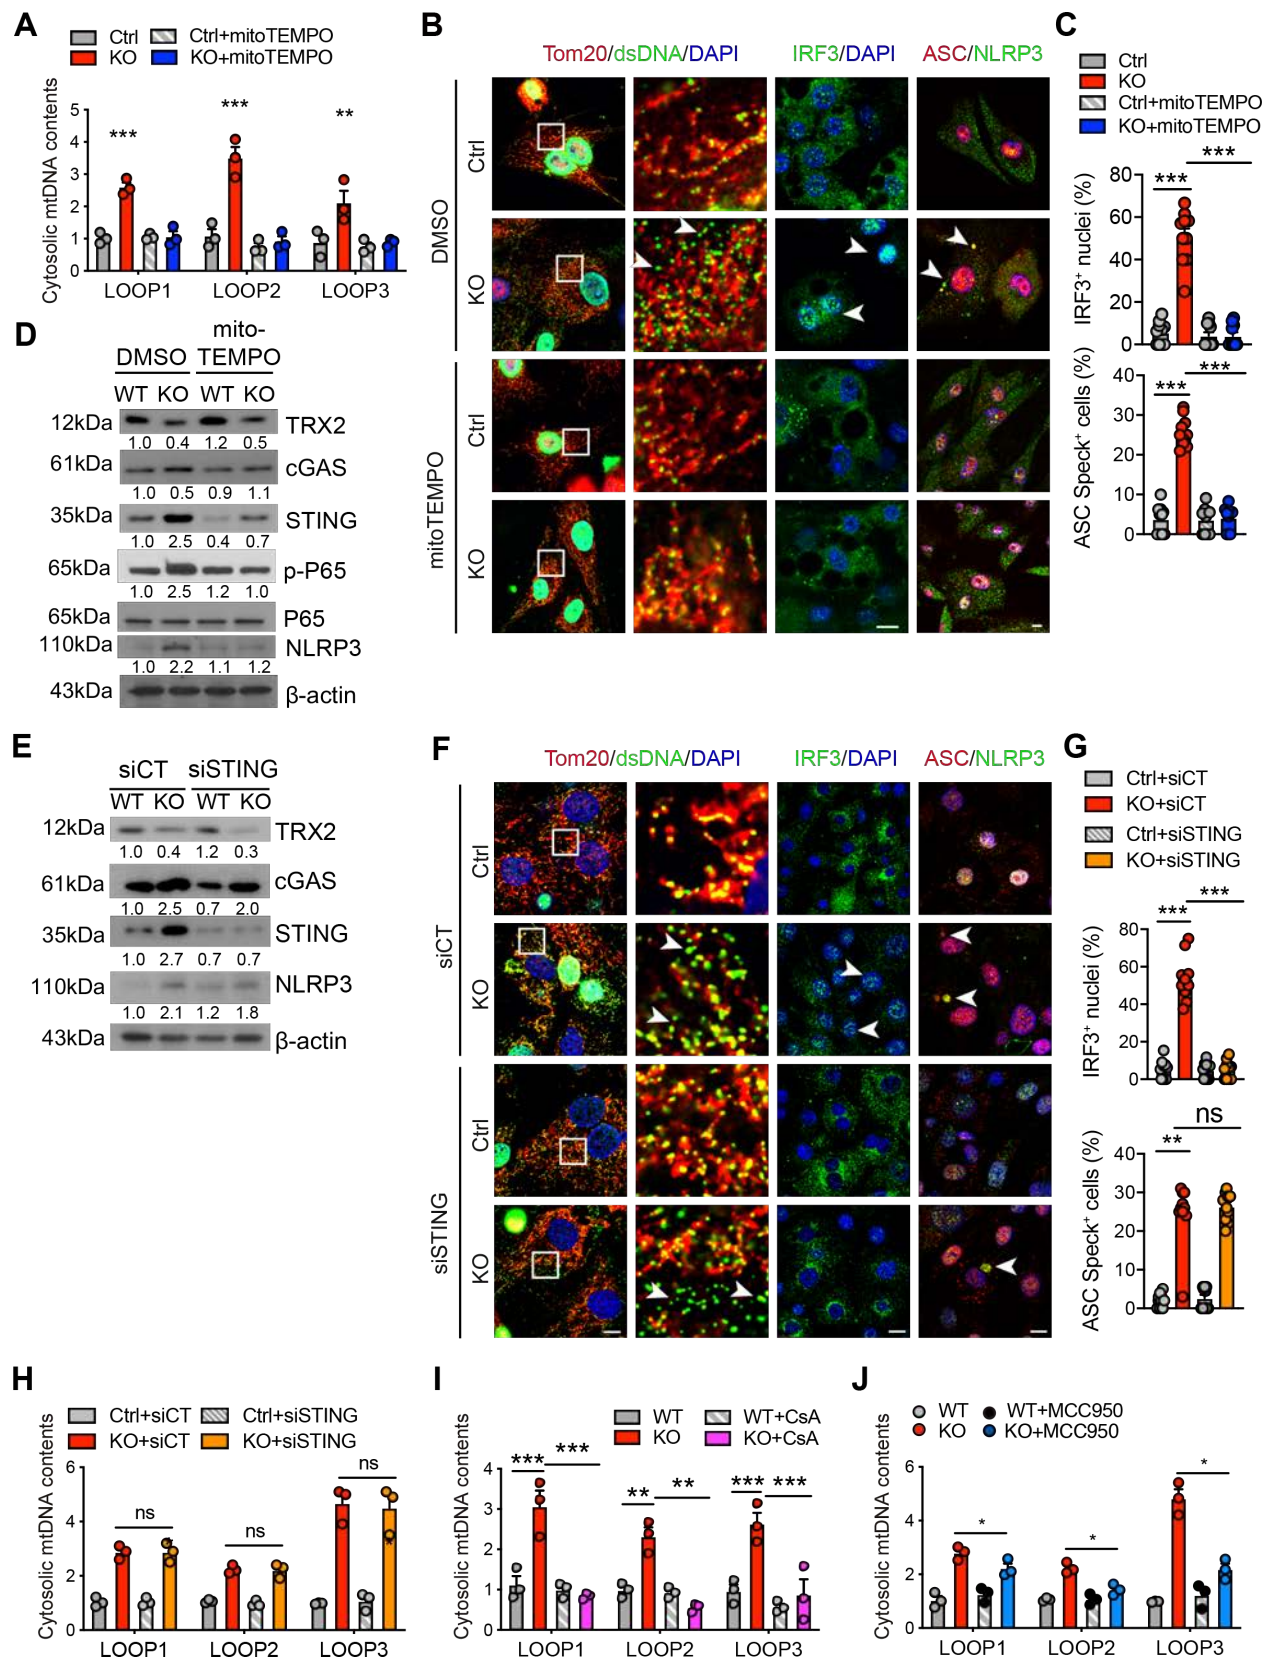

**Fig. S5. TRX2 loss-driven NLRP3 inflammasome activation relies on mtROS in BAT.** Primary brown adipocytes were differentiated and cultured in the absence or presence of indicated inhibitors or siRNAs for 4 days. (A-D) Effects of mitoTEMPO on mtDNA release and activation of the cGAS-STING and NLRP3 inflammasome pathways. WT and KO primary brown adipocytes were treated with mitoTEMPO or vehicle (DMSO). (A) Cytosolic mtDNA contents were determined by PCR with 3 sets of mt-specific primers. Relative mtDNA contents are presented as fold changes by taking WT as 1.0 (n=3/group). (B) Immunostaining for cytosolic dsDNA (with mitochondrial marker Tom20), nuclear IRF3 or ASC/NLRP3 specks. Boxes denote magnification and arrows for cytosolic mtDNAs, nuclear IRF3 and ASC<sup>+</sup> specks, respectively. (C) Nuclear IRF3 translocation (% IRF3<sup>+</sup> nuclei) and % ASC speck<sup>+</sup> cells were quantified. n=10 random fields per group. (D) Western blots for the cGAS-STING and NLRP3 inflammasome pathways. Relative protein levels are presented as fold changes by taking WT as 1.0. (E-H) Effects of siSTING on mtDNA release and activation of the cGAS-STING and NLRP3 inflammasome pathways. WT and KO primary brown adipocytes were transfected with a control or STING siRNAs. (E) Western blots for the cGAS-STING and NLRP3 inflammasome pathways. Relative protein levels are presented as fold changes by taking WT as 1.0. (F) Immunostaining of cytosolic dsDNA, IRF3 translocation, and NLRP3-ASC co-localization in primary brown adipocytes treated with MCC950. Boxes denote magnification and arrows for cytosolic mtDNAs, nuclear IRF3 and ASC<sup>+</sup> specks, respectively. (G). Nuclear IRF3 translocation (% IRF3<sup>+</sup> nuclei) and % ASC speck<sup>+</sup> cells were quantified. n=10 random fields per group. (H-J) Effects of siSTING, CsA and MCC950 on Cytosolic mtDNA release. Cytosolic mtDNA contents were determined by qPCR with 3 sets of mt-specific primers. Relative mtDNA contents are presented as fold changes by taking WT as 1.0 (n=3/group). All experiments were repeated three times (n=3). Quantitative data are presented as mean ± SEM. \*\**P* < 0.01, and \*\*\**P* < 0.001. ns: non-significant. Significance was assessed by one-way ANOVA followed by Tukey's *post hoc* test. Scale bar: 10 μm (B, F).

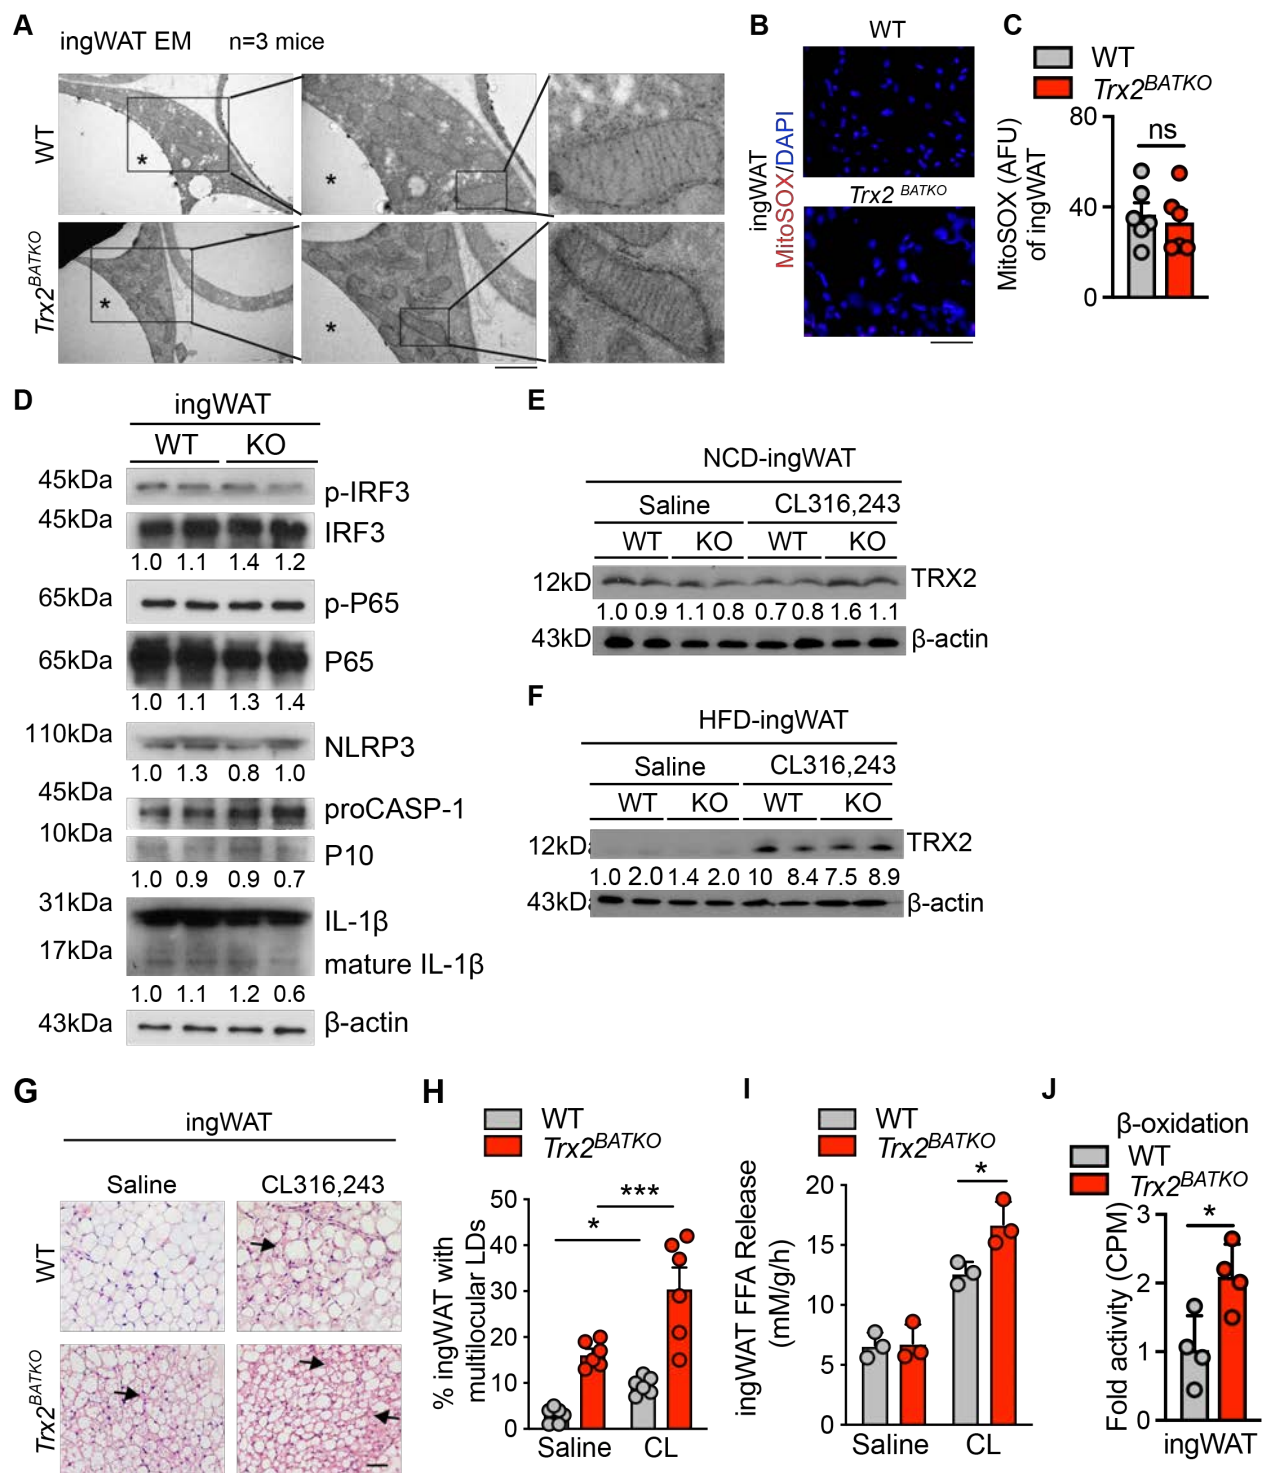

**Fig. S6. TRX2 deficiency in BAT promotes ingWAT metabolism with no mitochondrial damages or inflammasome activation.** (A) WAT tissues from 16-week-old WT and *Trx2*<sup>BATKO</sup> mice were subjected to transmission electron microscopy analyses. Representative electron microscopic images (n=3/group). Boxes denote magnification and asterisks indicate LDs. (B-C)

Mitochondrial ROS were detected by MitoSOX (red) with DAPI counterstaining in ingWAT from 16-week-old WT and *Trx2<sup>BATKO</sup>* mice. Data are presented as arbitrary fluorescence units (AFU). n=6. **(D)** Western blots of inflammasome and cGAS-cGAMP-STING pathway-related proteins from isolated ingWAT. **(E-J)** 16-week-old WT and *Trx2<sup>BATKO</sup>* mice were received a single injection of CL 316,243 (CL) or saline, and ingWAT tissues were harvested at indicated times post-injection (F-H: 4 days; I-K: 3 h). (E-F) TRX2 expression of ingWAT from NCD-fed (F) or HFD-fed (G) mice treated with Saline (Basal) or CL 316,243. n=2. (G) Histologic ingWAT images. Arrows denote ingWAT with multilocular LDs. (H) % WAT adipocytes with multilocular LDs are quantified. n=6. (I) *Ex vivo* lipolysis assay by detecting free fatty acids (FFA) levels of isolated ingWAT (n=3/group). (J) *Ex vivo* fatty acid oxidation of isolated ingWAT (n=3/group). Quantitative data are presented as mean  $\pm$  SEM. \**P* < 0.05, \*\**P* < 0.01 and \*\*\**P* < 0.001. Significance was assessed by one-way ANOVA followed by Tukey's *post hoc* test. Scale bar: 1  $\mu$ m (A); 100  $\mu$ m (B, G).

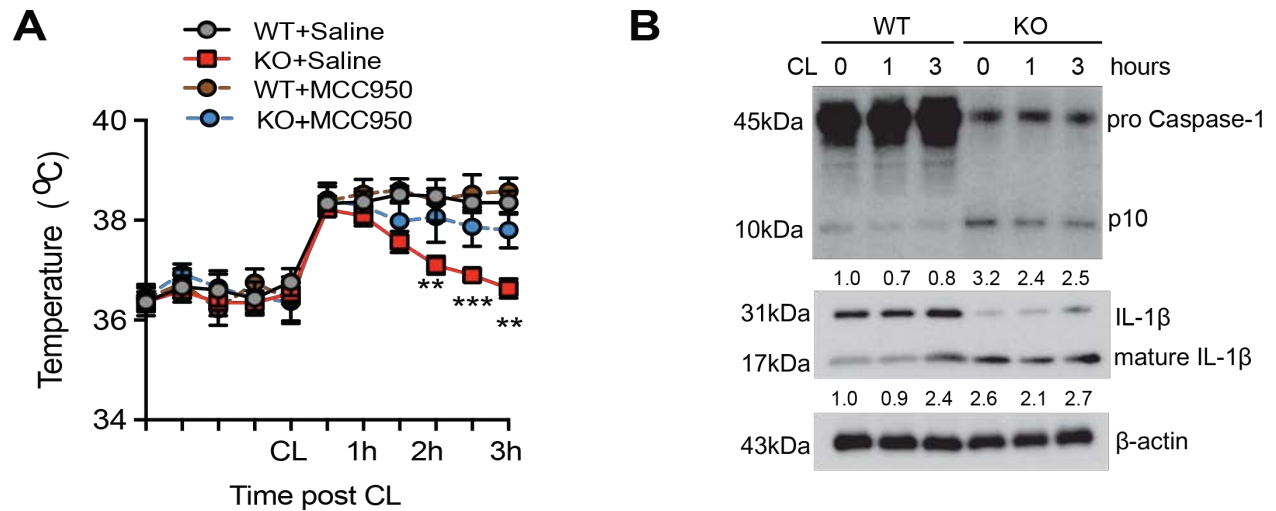

**Fig. S7. Blocking inflammasome activity by MCC960 could not further enhance CL-induced transient increases in body temperature.** (A) 8-week-old WT and *Trx2*<sup>BATKO</sup> mice were treated with MCC950 (10 mg/kg) or an equal volume of saline by intraperitoneal injection every other day for 8 weeks. Mice were then treated with CL136,243 (1 mg/kg) and intrarectal temperature were measured before and after CL treatment as indicated (n=6/group). Quantitative data are presented as mean  $\pm$  SEM. \*\* $P$  < 0.01, and \*\*\* $P$  < 0.001. Significance was assessed by one-way ANOVA followed by Tukey's *post hoc* test. (B) Immunoblots of proteins involved in inflammasome from iBAT of WT and *Trx2*<sup>BATKO</sup> mice treated with CL136,243 (1mg/kg). P10 protein levels and mature IL1 $\beta$ /IL-1 $\beta$  ratios are presented as fold changes by taking saline-treated WT as 1.0. Each lane contains the tissues mixed from 3 mice.

**Table S1.** Primer sequences used for real-time PCR analysis.

| Gene            | Forward primer            | Reverse primer            |
|-----------------|---------------------------|---------------------------|
| mtDNA loop 1    | AATCTACCATCCTCCGTGAAACC   | TCAGTTTAGCTACCCCCAAGTTTAA |
| mtDNA loop 2    | CCCTTCCCCATTTGGTCT        | TGGTTTCACGGAGGATGG        |
| mtDNA loop 3    | TCCTCCGTGAAACCAACAA       | AGCGAGAAGAGGGGCATT        |
| <i>Tert</i>     | CTAGCTCATGTGTCAAGACCCTCTT | GCCAGCACGTTTCTCTCGTT      |
| <i>Glut4</i>    | GGCATGGGTTTCCAGTATGT      | CCTCTGGTTTTCAGGCACTTT     |
| <i>Glut2</i>    | CACATCCTACTTGGCCTATCTG    | CTTTGCCCTGACTTCCTCTT      |
| <i>Gck</i>      | AACACAAGAACTACCCCTGG      | GGATGCCCTTGTCTATGTCTTC    |
| <i>Pdh1</i>     | CCACCTCATCACTGCCTATC      | CCTTTAGCACAACTCCTC TT     |
| <i>Fasn</i>     | CCCCTCTGTTAATTGGCTCC      | TTGTGGAAGTGCAGGTTAGG      |
| <i>Pc</i>       | GAGCTTATCCCGAACATCCC      | TCCATACCATTCTCTTTGGCC     |
| <i>Ppara</i>    | GACATGGAGACCTTGTGTATGG    | AGGAACTCGCGTGTGATAAAG     |
| <i>Cpt1b</i>    | AGGCAGTAGCTTTCCAGTTC      | GGAGTTGATTCCAGACAGGTAG    |
| <i>Cpt2</i>     | CCTGCATACCAGCGGATAAA      | CCTATCCAGTCATCGTGAACAG    |
| <i>Acs1</i>     | GCTGTGCACCCGGAATTA        | GGTGGCGTACAGTTCATCTATC    |
| <i>Acadm</i>    | GAAGACGTCAGAGTGCCTAA      | CGACTGTAGGTCTGGTTCTATC    |
| <i>Acadl</i>    | CCCATGGCATTAGCCTCTTT      | GCTGTGTCCTGAGCTTTTCAT     |
| <i>Hadh</i>     | CCAAGAAGGGAATTGAGGAGAG    | TCGGTGCTGGTTGAAAGG        |
| <i>Angptl4</i>  | ACTTCAGATGGAGGCTGGAC      | TCCGAAGCCATCCTTGTAGG      |
| <i>Acc1</i>     | AAGGCTATGTGAAGGATGTGG     | CTGTCTGAAGAGGTTAGGGAAG    |
| <i>PGC1a</i>    | CGACAGCTATGAAGCCTATGAG    | CTTCTGCCTCTCTCTGTTTG      |
| <i>Ucp1</i>     | CACGGGGACCTACAATGCTT      | TAGGGGTCGTCCCTTTCCAA      |
| <i>Prdm16</i>   | CACAAGTCCTACACGCAGTT      | TTGTTGAGGGAGGAGGTAGT      |
| <i>Dio2</i>     | GGTAGCCTTTGAACGTGTGT      | CCAACTTCGGACTTCTTGTAGG    |
| <i>Il-6</i>     | CAAAGCCAGAGTCCTTCAGAG     | GTCCTTAGCCACTCCTTCTG      |
| <i>Tnfa</i>     | CTTCTGTCTACTGAACTTCGGG    | CAGGCTTGCTACTCGAATTTTG    |
| <i>Ifna</i>     | GATGCCCAGCAGATCAAGAA      | CATGCAGCAGATGAGTCCTT      |
| <i>Ifnb</i>     | GTTGTACGTCTCCTGGATGAAC    | CCTTTGCACCCTCCAGTAATAG    |
| <i>Nlrp3</i>    | GGAGTTCTTCGCTGCTATGT      | AACAACCTCCTGGTCCTTTC      |
| <i>Caspase1</i> | TACACGTCTTGCCCTCATTATC    | CTCCAGCAGCAACTTCATTTTC    |
| <i>Il1b</i>     | GGTGTGTGACGTTCCCATTA      | TCCTGACCACTGTTGTTTCC      |
| <i>Il18</i>     | GGAGACCTGGAATCAGACAAC     | CAGTCATATCCTCGAACACAGG    |
| <i>Actb</i>     | GTTGGTTGGAGCAAACATC       | CTTATTTTCATGGATACTTGAATG  |

**Table S2.** Antibodies used for immunostaining and immunoblotting

|                                             |                           |                                     |
|---------------------------------------------|---------------------------|-------------------------------------|
| TRX2                                        | Abcam                     | Cat# ab185544;<br>RRID: AB_2737587  |
| $\beta$ -actin                              | Santa Cruz                | Cat# sc-47778;<br>RRID: AB_2714189  |
| PPAR $\gamma$                               | Santa Cruz                | Cat# sc-7273;<br>RRID: AB_628115    |
| PPAR $\alpha$                               | Abcam                     | Cat# ab24509<br>RRID: AB_448110     |
| HSL                                         | Cell Signaling Technology | Cat# 4107;<br>RRID: AB_2296900      |
| GLUT4                                       | Santa Cruz                | Cat# sc-53566;<br>RRID: AB_629533   |
| GLUT2                                       | Santa Cruz                | Cat# sc-518022;<br>RRID: AB_2890905 |
| UCP1                                        | Abcam                     | Cat# ab10983<br>RRID: AB_2241462    |
| LPL                                         | Santa Cruz                | Cat# sc-32885<br>RRID: AB_2234585   |
| TRXR2                                       | Upstate                   | Cat# 07-079                         |
| PRX3                                        | Abcam                     | Cat# ab73349;<br>RRID: AB_1860862   |
| GPx1                                        | Lab Frontier              | Cat# LF-PA0019                      |
| SOD1                                        | Santa Cruz                | Cat# sc-11407<br>RRID: AB_2193779   |
| SOD2                                        | R&D Systems               | Cat# MAB3419<br>RRID: AB_2191831    |
| TRX1                                        | Cell Signaling Technology | Cat# 2429<br>RRID: AB_2272594       |
| Total OXPHOS Rodent WB<br>Antibody Cocktail | Abcam                     | Cat# ab110413;<br>RRID: AB_2629281  |
| VDAC                                        | Cell Signaling Technology | Cat# 4661;<br>RRID: AB_10557420     |
| Histone H3                                  | Cell Signaling Technology | Cat# 9715                           |

|                                     |                                 |                                   |
|-------------------------------------|---------------------------------|-----------------------------------|
|                                     |                                 | RRID: AB_331563                   |
| Calnexin                            | BD Transduction<br>Laboratories | Cat#51-9001939                    |
| cGAS                                | Cell Signaling Technology       | Cat# 31659<br>RRID: AB_2799008    |
| STING                               | Cell Signaling Technology       | Cat# 13647<br>RRID: AB_2732796    |
| Phospho-IRF-3                       | Cell Signaling Technology       | Cat# 4947<br>RRID: AB_823547      |
| IRF-3                               | Cell Signaling Technology       | Cat# 4302<br>RRID: AB_1904036     |
| Phospho-TBK1/NAK                    | Cell Signaling Technology       | Cat# 5483<br>RRID: AB_10693472    |
| TBK1/NAK                            | Cell Signaling Technology       | Cat# 3013<br>RRID:                |
| Phospho-NF- $\kappa$ B p65          | Cell Signaling Technology       | Cat# 3033;<br>RRID: AB_331284     |
| NF- $\kappa$ B p65                  | Cell Signaling Technology       | Cat# 8242;<br>RRID: AB_10859369   |
| AIM2                                | Cell Signaling Technology       | Cat# 63660<br>RRID: AB_2199749    |
| NLRP3                               | Cell Signaling Technology       | Cat# 15101<br>RRID: AB_2722591    |
| Cleaved Caspase-1                   | Cell Signaling Technology       | Cat# 4199<br>RRID: AB_1903916     |
| Caspase-1                           | Cell Signaling Technology       | Cat# 3866<br>RRID: AB_2069051     |
| IL-1 $\beta$                        | R&D Systems                     | Cat# AF-401-NA<br>RRID: AB_416684 |
| Phospho-p38 MAPK<br>(Thr180/Tyr182) | Cell Signaling Technology       | Cat# 4511<br>RRID: AB_2139682     |
| p38 $\alpha$                        | Santa Cruz                      | Cat# sc-535<br>RRID: AB_632138    |
| Phospho-SAPK/JNK                    | Cell Signaling Technology       | Cat# 9255                         |

|                                       |                           |                                                     |
|---------------------------------------|---------------------------|-----------------------------------------------------|
| JNK                                   | Santa Cruz                | RRID: AB_2307321<br>Cat# sc-7345<br>RRID: AB_675864 |
| Phospho-ASK1(Thr845)                  | Cell Signaling Technology | Cat# 3765<br>RRID: AB_2139929                       |
| ASK1                                  | Cell Signaling Technology | Cat# 3762<br>RRID: AB_2139939                       |
| Caspase-3                             | Cell Signaling Technology | Cat# 9665;<br>RRID: AB_2069872                      |
| TOM20                                 | Cell Signaling Technology | Cat# 42406<br>RRID: AB_2687663                      |
| dsDNA                                 | Abcam                     | Cat# ab27156<br>RRID: AB_470907                     |
| NLRP3                                 | Abcam                     | Cat# ab4207<br>RRID: AB_955792                      |
| ASC                                   | AdipoGen                  | Cat#AG-25B-0006<br>RRID: AB_2490440                 |
| Alexa 700-CD45.2                      | Biolegend                 | Cat#109821<br>RRID: AB_493730                       |
| Alexa 488-CD4                         | Biolegend                 | Cat#100425<br>RRID: AB_493520                       |
| PE-F4/80                              | Biolegend                 | Cat#123109<br>RRID: AB_893498                       |
| APC/Cyanine7-CD8a                     | Biolegend                 | Cat#100713<br>RRID: AB_312752                       |
| APC-CD11b                             | Biolegend                 | Cat#101211<br>RRID: AB_312794                       |
| TruStain FcX™ (anti-mouse<br>CD16/32) | Biolegend                 | Cat#101320<br>RRID: AB_1574975                      |
| FITC-Ly-6G/LY-6C                      | BD Biosciences            | Cat#553126<br>RRID: AB_394642                       |

**Table S3.** Chemicals, cytokines and other reagents

|                                                              |                     |                    |
|--------------------------------------------------------------|---------------------|--------------------|
| High-fat rodent diet                                         | Research Diets      | Cat# D12108C       |
| VECTASHIELD MOUNTING MEDIUM with DAPI                        | Vector Laboratories | Cat# H-1200        |
| BODIPY 493/503                                               | Invitrogen          | Cat# D3922         |
| MitoSox Red                                                  | Invitrogen          | Cat# M36008        |
| MitoTracker™ Green FM                                        | Invitrogen          | Cat# M7514         |
| JC-1 Dye                                                     | Invitrogen          | Cat# T3168         |
| Hoechst 33342                                                | Invitrogen          | Cat# H3570         |
| TRIzol™ Reagent                                              | Invitrogen          | Cat# 15596018      |
| MitoTEMPO                                                    | Enzo                | Cat# ALX-430-150   |
| Cyclosporin A                                                | Sigma Aldrich       | Cat# C3662         |
| MCC950                                                       | Selleckchem         | Cat# S7809         |
| STING siRNA                                                  | Santa Cruz          | Cat# sc-154411     |
| ECL                                                          | Santa Cruz          | Cat# sc-2048       |
| Hematoxylin Solution                                         | Sigma Aldrich       | Cat# GHS216        |
| Eosin Y solution                                             | Sigma Aldrich       | Cat# HT110116      |
| <b>Critical Commercial Assays</b>                            |                     |                    |
| Mouse Ultrasensitive Insulin ELISA                           | ALPCO               | Cat# 80-INSMSU-E01 |
| Free Fatty Acid Quantification Colorimetric/Fluorometric Kit | BioVision           | Cat# K612          |
| Triglyceride Assay Kit - Quantification                      | Abcam               | Cat# ab65336       |
| Mouse IL-1 beta ELISA Kit                                    | Abcam               | Cat# ab197742      |
| In Situ Cell Death Detection Kit, Fluorescein                | Sigma Aldrich       | Cat# 11684795910   |

|                                                      |                          |                 |
|------------------------------------------------------|--------------------------|-----------------|
| GoTaq Green Master Mix                               | Promega                  | Cat# M712B      |
| RNeasy Mini Kit (250)                                | QIAGEN                   | Cat# 74106      |
| DNeasy Blood & Tissue Kit                            | QIAGEN                   | Cat# 69504      |
| iScript cDNA Synthesis Kit                           | BioRad                   | Cat# 1708890    |
| iQ SYBR Green Supermix                               | BioRad                   | Cat# 1708882    |
| Mitochondria Isolation Kit for Tissue                | Thermo Fisher Scientific | Cat# 89801      |
| Adenosine 5'-triphosphate (ATP) Bioluminescent Assay | Sigma Aldrich            | Cat# FLAA       |
| Seahorse XFe96 FluxPak mini                          | Agilent Technologies     | Cat# 102601-100 |
| Seahorse XF Cell Mito Stress Test Kit                | Agilent Technologies     | Cat# 103015-100 |
| QIAamp DNA Mini Kit(50)                              | QIAGEN                   | Cat# 51304      |

---

### Analyses tools

|                 |                      |                  |
|-----------------|----------------------|------------------|
| ImageJ software | NIH                  | RRID: SCR_003070 |
| Seahorse Wave   | Agilent Technologies | RRID: SCR_014526 |
| Prism 8         | GraphPad Software    | RRID: SCR_002798 |

---

## REFERENCES

1. Huang Q, Zhou HJ, Zhang H, Huang Y, Hinojosa-Kirschenbaum F, Fan P, et al. Thioredoxin-2 inhibits mitochondrial reactive oxygen species generation and apoptosis stress kinase-1 activity to maintain cardiac function. *Circulation*. 2015;131(12):1082-97.
2. Aryal B, Singh AK, Zhang X, Varela L, Rotllan N, Goedeke L, et al. Absence of ANGPTL4 in adipose tissue improves glucose tolerance and attenuates atherogenesis. *JCI Insight*. 2018;3(6).
3. Singh AK, Aryal B, Chaube B, Rotllan N, Varela L, Horvath TL, et al. Brown adipose tissue derived ANGPTL4 controls glucose and lipid metabolism and regulates thermogenesis. *Mol Metab*. 2018;11:59-69.
4. Shin H, Ma Y, Chanturiya T, Cao Q, Wang Y, Kadegowda AKG, et al. Lipolysis in Brown Adipocytes Is Not Essential for Cold-Induced Thermogenesis in Mice. *Cell Metab*. 2017;26(5):764-77 e5.
5. Bai J, Cervantes C, Liu J, He S, Zhou H, Zhang B, et al. DsbA-L prevents obesity-induced inflammation and insulin resistance by suppressing the mtDNA release-activated cGAS-cGAMP-STING pathway. *Proc Natl Acad Sci U S A*. 2017;114(46):12196-201.
6. Chu DT, Malinowska E, Gawronska-Kozak B, and Kozak LP. Expression of adipocyte biomarkers in a primary cell culture models reflects preweaning adipobiology. *J Biol Chem*. 2014;289(26):18478-88.

How the deposited data were processed for this re-analysis (not part of the article)

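Gene expression was measured in iBAT of 3 control and 3 *ob/ob* mice, 16 weeks old by their labels, with 1 Agilent single-dye whole-genome mouse array per sample. The conditions and replicate numbers were taken from the sample labels and the legend of Supplemental Figure 3. The labels do not say whether the RNA of several mice was pooled.

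For each array, the authors deposited the output of the scanner software (Agilent Feature Extraction), with the intensity of each spot corrected for background within the array and without normalization between arrays, together with raw spot and local background intensities and flags. The authors also deposited a table of log2 values, quantile normalized between the arrays with GeneSpring. The columns of that table correlated at 0.987 to 0.998 with the scanner values of the array of the same name. Of the array's 39429 probes, 104 had an outlier flag on all their spots on at least 1 array and were left out. Spots of a probe were averaged on the log2 scale.

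Probe names came from the RefSeq accessions in the files and the RefSeq annotation of assembly GRCm38.p6, used for names only. Of 28684 probes with a RefSeq accession, 27234 were named, giving 20659 gene symbols on the array. Probes with other identifiers were tested without a name. The array's own annotation uses another genome build, and no coordinates are given.

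The values were quantile normalized and tested with limma (version 3.58.1) in R (version 4.3.3), *ob/ob* minus control, for the 35448 probes detected on at least 3 of 6 arrays, of which 24644 carry a gene symbol. Adjusted p values follow Benjamini and Hochberg. Gene sets were tested with limma's camera (preset correlation 0.01) and, as alternatives, fry and camera with an estimated correlation. Over-representation among lower genes was tested with Fisher's exact test. Single genes are also given with an exact permutation test, which cannot go below p = 0.10 with 3 samples against 3. Tables and figures were made with Python (version 3.11.15), pandas (2.3.3), numpy (2.4.6), and matplotlib (3.10.9).

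The code was tested on simulated data with the real probes' means and spread. The mean of the estimated changes was 0.979 of the true change for changes of 3 log2 units, and 4.999% of the unchanged probes had an unadjusted p under 0.05. A simulated set of 50 genes shifted by 1 log2 unit was found by camera at a p of 6.61e-19, and 1 of 40 sets without a shift had a camera p under 0.05. The noise of the simulated genes was independent, so this does not show how camera behaves with correlated genes.

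The genes to be named were set by a rule made before the data were examined, and *Gapdh* is given outside that rule. 1 gene that the rule covers is not reported here, and the lists and counts are without it. The genes are *Lep*, the genes of Supplemental Figure 3D, the genes of lists written for the study's topics, most of which it measures, and the 5 largest rises and 5 largest falls past an adjusted p under 0.05, or, where fewer pass, among probes with an unadjusted p under 0.05, no overlap between groups, and detection on all 6 arrays. Lists of FA oxidation, thermogenesis, PPAR signaling, and inflammation genes, and lists of marker genes of skeletal muscle, macrophages, lymphocytes, erythrocytes, white adipocytes, brown adipocytes, and endothelial cells, of clock genes, immediate early genes, Y-linked genes, *Xist*, and a strain marker, were written at the same time from general knowledge. The strain marker could not be named on the array and was not tested.

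The alternatives were the 75th percentile in place of quantile normalization, background correction with normexp (offset 50), the authors' normalized values, no filter on detection, detection on all 6 arrays, the flag for a positive and significant signal, the methods' t-test, limma with an intensity trend and robust estimation, array quality weights, the replicate number as a block, the scan as a block, leaving out each array in turn, the mean of a gene's probes, fry, an estimated correlation, Reactome sets from the fgsea package (version 1.28.0), a 2-fold threshold beside the adjusted p, and genes in place of probes. Normexp was run on the median spot signal, since the files give no mean spot signal. The array quality weights estimated gene by gene and the methods' t-test on the authors' values were added after the data were examined. The methods' statistics section names an unpaired t-test for comparisons of 2 groups in general, and does not say which test gave the p values of the arrays.

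The arrays carry no counts, so no counting intervals are given. No correlation of *Trx2* and *Cpt1b* over the 6 arrays is given, since the samples fall into separate clusters. KEGG gene lists were not used here. Measurements of the paper in other samples (protein blots and PCR in BAT of obese mice) were not analyzed here.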

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

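The exchange of the labels of control 3 and *ob/ob* 3 was a test set before the result was seen, and its reading as open was settled after it, with the tests of the scan and of array quality against the resemblance of arrays also chosen after it.

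*Lep*, the gene mutated in *ob/ob* mice, is not among the genes the paper reports from the arrays, and it was higher in *ob/ob* iBAT, with a log2 fold change of 2.07 (standard error 0.93). It was 5.74, 4.57, and 5.30 log2 units in control 1, 2, and 3 and 6.68, 5.83, and 9.33 in *ob/ob* 1, 2, and 3. Each *ob/ob* array lay above each control array (exact permutation test, p = 0.10, the smallest that 3 samples against 3 allow), the unadjusted limma p was 0.0641, and the adjusted p was 1.00. *ob/ob* 3 carries much of the difference, and without it the log2 fold change was 1.05. The direction was the same under each of the 19 alternatives, with values from 1.05 to 2.80, and only the weights for array quality put it past an adjusted p under 0.05.

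An exchange of the labels of control 3 and *ob/ob* 3 stays open. The *Lep* signal of *ob/ob* 3 lies 3.59 log2 units above the highest control array, but it also lies far above the other *ob/ob* arrays, and 1 gene on 1 array excludes nothing. Array quality cannot be told apart from the condition with so few arrays. Of its measures, 0 of 5 separated the groups, but *ob/ob* 3, which carries much of the rise, had a median spike-in signal of 4.03 log2 units, against 6.15 to 7.07 on the other arrays. *Lep* also stands in the list of white adipocyte markers, whose median log2 fold change was −0.17, so the rise of *Lep* is not shared by that list as a whole. Regulation of *Lep* in leptin-deficient mice remains as an untested biological explanation.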

How the results depend on the processing

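The array quality weights estimated gene by gene and the methods' t-test on the authors' values were tests chosen after the data were examined, and all other alternatives were set before.

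The numbers of probes past an unadjusted p under 0.05 and a 2-fold difference (598 higher and 478 lower) changed by over 1.5 times under most settings. Scaling to the 75th percentile gave 139 higher and 312 lower, and it moved the median log2 fold change of all probes from −0.073 to −0.32. Normexp gave 128 and 310, the methods' t-test 327 and 313, genes in place of probes 305 and 273, the scan block 35 and 113, and detection on all 6 arrays 394 higher. Genes in place of probes, detection on all 6 arrays, and the scan block test fewer genes or samples, and for the others the cause was not tested. Leaving out 1 array in turn gave 112 to 1762 higher and 173 to 1170 lower, the lowest without control 2 and the highest without control 3. The counts stayed within 1.5 times of the reported ones on both sides with the authors' values, without a detection filter, with the flag for a positive and significant signal, and with an intensity trend and robust estimation.

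At an adjusted p under 0.05, limma called 0 probes, as it did under 18 of 21 alternatives on both sides. The intensity trend with robust estimation called 1 lower. The weights for array quality called 16139 higher and 17029 lower, with 5308 and 5678 past the unadjusted p and 2-fold thresholds, and called 8 of the 9 genes of Supplemental Figure 3D. These weights ran from 0.018 to 1256.3 and their estimation did not converge. Weights estimated gene by gene, from 0.082 to 6.74, called 9053 and 8349, with 5280 and 5848 past the unadjusted thresholds. Both kinds of weight gave control 3 and *ob/ob* 3 the least weight. The methods' t-test on the authors' values gave 332 and 313 past the unadjusted thresholds.

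The replicate number as a block in the limma fit gave 139 higher and 220 lower and an odds ratio of 4.09 for PPAR signaling (Fisher's exact test, p = 0.0908). Deviations from the group mean correlated negatively between samples of the same number (−0.78, −0.66, and −0.85), so the numbers do not pair the samples.

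For the gene lists, no alternative reversed the median. FA oxidation passed no more with scaling to the 75th percentile (−0.45, at a p of 0.121), fry (−0.38, at a p of 0.611), an estimated correlation (−0.38, at a p of 0.572), and Reactome sets (−0.26, at a p of 0.903, 15 genes on the array). PPAR signaling passed no more with scaling to the 75th percentile (−0.48, at a p of 0.0613), fry (−0.20, at a p of 0.262), and an estimated correlation (−0.20, at a p of 0.145), and thermogenesis with fry (−0.47, at a p of 0.519) and an estimated correlation (−0.47, at a p of 0.470). Without 1 array, the medians ranged from −1.05 to −0.31 for FA oxidation, from −1.19 to −0.13 for thermogenesis, from −0.59 to −0.20 for PPAR signaling, and from 0.20 to 0.28 for inflammation. Thermogenesis did not pass without control 1 (−0.13, camera p of 0.443) or without *ob/ob* 2 (−0.28, camera p of 0.130), FA oxidation and PPAR signaling did not pass without control 1, control 2, *ob/ob* 1, or *ob/ob* 2, and inflammation passed without *ob/ob* 2, at a p of 0.0451. Fry and the estimated correlation take the correlation between genes from the arrays, and for the other changes the cause was not tested. The Reactome set for PPAR signaling has 1 gene on the array and could not be tested, and the methods' t-test does not apply to sets.

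Among lower genes, the odds ratio of PPAR signaling (3.75, Fisher's exact test) did not pass with scaling to the 75th percentile (1.32), an intensity trend and robust estimation (2.43), or the mean of a gene's probes (3.37), or without control 1 or control 2, and with the scan block it was 0. By Fisher's exact test, that of FA oxidation (2.29) was 0 with normexp, the scan block, Reactome sets, and without control 1 or control 2, each of which left no gene of the list among the lower genes, and 3.65 with the weights for array quality (p = 4.75e-04). For thermogenesis (1.92), Fisher's exact test gave 7.32 with these weights (p = 9.83e-32), 11.1 with the scan block (p = 1.41e-04), and 0.807 with Reactome sets. Without 1 array, it ranged from 1.72 to 5.06 for PPAR signaling, from 0 to 10.3 for FA oxidation, and from 1.82 to 11.5 for thermogenesis, the last 2 highest without control 3 (cause not tested).

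Of 52 single genes, 36 had the same direction under every alternative, among them *Lep*, *Txn2* (−2.07 to −1.08), *Cpt1b* (−2.72 to −1.38), *Ppara* (−1.17 to −0.12), *Txnrd2*, *Cpt2*, *Slc2a4*, *Ucp1*, *Ppargc1a*, and the 10 genes with the largest rises and falls. Their adjusted p passed 0.05 only with the weights for array quality. The 10 genes with the largest rises and falls were picked for no overlap between the groups. Leaving out an array could therefore not reverse them, and their constant direction is no independent evidence. The brightest probe was chosen under each normalization, so *Cpt1b* was read from another probe with scaling to the 75th percentile and with normexp. The other 16 genes reversed under at least 1 alternative, none of them with an adjusted p under 0.05 in the reported comparison. Scaling to the 75th percentile gave −0.11 for *Tnf*, −0.22 for *Ifnb1*, −0.27 for *Angptl4*, and 0.066 for *Pparg*. Normexp gave 0.0075 for *Il18*, and the authors' values gave 0.0085 for *Acsl1*, with the methods' t-test as without it. The weights for array quality gave −0.061 for *Prdx3*, −1.69 for *Il1b*, −0.45 for *Casp1*, 1.27 for *Tbk1*, −0.80 for *Acadl*, −0.15 for *Pdha1*, −0.81 for *Lpl*, and −2.28 for *Angptl4*. The scan block gave −1.20 for *Il1b*, −0.019 for *Casp1*, 0.21 for *Tbk1*, −0.38 for *Lpl*, and −1.07 for *Angptl4*. Without 1 array, values ranged from −0.86 to 0.30 for *Il18*, −1.40 to 0.21 for *Rela*, −1.76 to 1.01 for *Acsl1*, −0.60 to 0.28 for *Pparg*, −0.59 to 0.22 for *Dio2*, −0.047 to 0.94 for *Prdx3*, −0.35 to 0.60 for *Hadh*, −1.75 to 1.12 for *Il1b*, −0.40 to 0.53 for *Tbk1*, −0.63 to 0.96 for *Acadl*, −1.68 to 1.02 for *Angptl4*, −0.42 to 1.09 for *Casp1*, and −0.72 to 1.41 for *Lpl*. The cause of these reversals was not tested.

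The signal over background limits what can be read for dim probes. *Tnf* was detected on 3 control and 2 *ob/ob* arrays, and *Prdm16* on 3 control arrays and 1 *ob/ob* array. The scan block has 1 *ob/ob* array and 2 control arrays with a partner in the same scan. The slide was not used as a block here.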

Differences from the paper's values

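The methods' t-test on the authors' values and the reading of a further *Ppara* probe were tests chosen after the values were seen, and the other alternatives named here were set before the data were examined.

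The methods of the paper state an adjusted P value under 0.05, and the paper's counts are 614 upregulated and 499 downregulated genes. At that threshold, limma gave 0 higher and 0 lower. None of the alternatives set before the data were examined came within 1.5 times of the paper's counts at an adjusted p. They gave 0 on both sides, except for the intensity trend with robust estimation (1 lower) and the weights for array quality (16139 higher and 17029 lower), and the weights estimated gene by gene, added later, gave 9053 and 8349. At an unadjusted p under 0.05 and at least 2-fold, where Supplemental Figure 3B draws its lines, the counts were 598 higher and 478 lower, with 600 and 484 from the authors' values. In that figure, the points in the color labeled as up stand on the negative side of the axis, so the direction of the paper's 2 counts is uncertain, and with the sides exchanged they would be compared with 478 and 598.

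For *Trx2*, the paper's P is 0.07, and limma's unadjusted p was 0.0372. The methods' t-test gave 0.0699, scaling to the 75th percentile 0.0928, the intensity trend with robust estimation 0.0853, the replicate block 0.0853, and leaving out *ob/ob* 1, 2, or 3 gave 0.0848, 0.0929, and 0.0591, all within 1.5 times of the paper's value. The methods' t-test on the authors' values, chosen after seeing the values, gave 0.0719. The other alternatives did not come within 1.5 times.

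For *Ppara*, the paper's P is 0.017, and limma's unadjusted p for the brightest probe was 0.276. None of the alternatives set before the data were examined came within 1.5 times, the nearest being the mean of the gene's probes with 0.0438. The methods' t-test on another of the 3 *Ppara* probes, picked after seeing the values, gave 0.0177, and limma gave 0.0115 for that probe.

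For *Cpt1b*, the paper's P is 0.03, and limma's unadjusted p was 0.0148. The methods' t-test gave 0.0328, the intensity trend with robust estimation 0.0305, the replicate block 0.0365, and leaving out *ob/ob* 1, 2, or 3 gave 0.0420, 0.0352, and 0.0348, all within 1.5 times of the paper's value. The methods' t-test on the authors' values, chosen after seeing the values, gave 0.0328. The other alternatives did not come within 1.5 times.

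For *Tnfa*, the paper's P is 0.02, and limma's unadjusted p was 0.317. None of the alternatives set before the data were examined came within 1.5 times, and the methods' t-test gave 0.0754. The methods' t-test on the authors' values, chosen after seeing the values, gave 0.0205.

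The paper gives *Prx3* among antioxidant genes and *Hadh* among FA oxidation genes with a downward trend in *ob/ob* mice. Of the 3 antioxidant genes, 2 were lower and *Prx3* was higher, with a log2 fold change of 0.58. Of the 4 FA oxidation genes, 3 were lower and *Hadh* was higher, with 0.17. Both were lower only without control 3 (−0.047 and −0.35) and, for *Prx3*, with the weights for array quality (−0.061). The paper describes *Tnfa* as markedly elevated, and its log2 fold change here was 0.33, a fold of 1.26.

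The paper reports a lower FA metabolism pathway among lower genes, where 1 of 31 FA oxidation genes was found (Fisher's exact test, odds ratio 2.29, p = 0.362). It also reports a lower thermogenesis pathway, where 4 of 148 genes were found (Fisher's exact test, odds ratio 1.92, p = 0.164). These lists are not the KEGG lists. By Fisher's exact test, the enrichment of FA oxidation genes passed with the weights for array quality (p = 4.75e-04), without control 3 (p = 1.72e-06), and without *ob/ob* 3 (p = 0.0200), and that of thermogenesis genes with the weights (p = 9.83e-32), the scan block (p = 1.41e-04), without control 3 (p = 3.66e-28), and without *ob/ob* 3 (p = 5.23e-04).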

Other observations

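The tests of the scan and of array quality against the resemblance of arrays, the tests of brown adipocyte genes against added muscle and of muscle genes among the lower genes, the test of the muscle genes against random lists, and the requirement that fry also pass for macrophages and for the share of brown adipocytes were tests chosen after the values were seen.

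The arrays did not group by condition in their correlations or on the first principal component. Control 3 resembled *ob/ob* 1 and *ob/ob* 2, and *ob/ob* 3 resembled control 1. The second component, with 16.5% of the variance, did place control 3 and *ob/ob* 3 with their labels. It cannot settle an exchange of labels, since 3 samples against 3 make only 10 splits. The scan is argued against, since control 1 and control 3, read in the same scan, correlated at only 0.642, below most pairs from different scans. Skeletal muscle in some samples is argued against as the whole cause for control 1 and control 2, but not for *ob/ob* 3. The muscle list was brighter in control 1, control 2, and *ob/ob* 3 than in the other arrays, by at least 2.42 log2 units in the median. Added muscle would dilute brown adipocyte genes, yet their median in control 1 and control 2 was at least 1.75 log2 units above that of control 3. In *ob/ob* 3, whose muscle list was brightest, the brown adipocyte median was 7.07, below the 7.59 of control 3. It was close to the 7.05 and 6.98 of *ob/ob* 1 and *ob/ob* 2, so muscle stays open for *ob/ob* 3. Exchanged labels of control 3 and *ob/ob* 3 stay open, since the test rests on *Lep* alone, which in *ob/ob* 3 lies 3.59 log2 units above the highest control and also far above the other *ob/ob* arrays. A single wrong label was not tested. Array quality stays open, although 0 of 5 measures separated these arrays. *ob/ob* 3 stood apart from all other arrays, with a median spike-in signal of 4.03 log2 units against 6.15 to 7.07, a highest spike-in signal of 5.47 against 8.98 to 9.69, and a median signal of 27.5 against 45.8 to 108.2 before normalization. The ratio of the 75th to the 50th percentile of the signal came close to separating them (2.70, 2.23, and 5.11 in control 1, control 2, and *ob/ob* 3, against 2.06, 2.24, and 2.06 in control 3, *ob/ob* 1, and *ob/ob* 2). RNA quality or amplification stays open too. Olfactory and vomeronasal receptor probes, 1177 in all, whose genes fat does not need, had medians of 5.42, 5.53, and 6.05 in control 1, 2, and 3 and of 5.94, 6.11, and 5.11 in *ob/ob* 1, 2, and 3. The lowest of control 3, *ob/ob* 1, and *ob/ob* 2 lay 0.417 log2 units above the highest of the others, which is no more than the spread inside a set. Ribosomal protein probes, 182 in all, went the other way. Their medians were 10.2, 10.1, and 8.56 in control 1, 2, and 3 and 9.37, 8.92, and 10.5 in *ob/ob* 1, 2, and 3, so they also separated the 2 sets of arrays. RNA quality or amplification may therefore contribute, and it cannot be told apart from a biological difference between the mice, which was not tested.

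The skeletal muscle genes differed between arrays beyond this pattern. The median signal of the list was 9.98, 10.6, and 7.56 log2 units in control 1, 2, and 3 and 6.30, 6.23, and 11.4 in *ob/ob* 1, 2, and 3. Among its brightest genes, *Myh4* was 14.44, 14.96, and 11.16 in the controls and 6.97, 6.96, and 14.25 in the *ob/ob* samples, and *Tnni2* was 13.72, 14.35, and 10.08 and 7.12, 6.39, and 15.73. None of its 15 genes is in another list, and 14 of them were detected on all 3 control arrays. Of 10000 random lists of genes of the same mean signal, 0 had as large a median range over the arrays. That range was 4.92 log2 units for the muscle genes, against 2.62 for the median random list. The test was chosen after the muscle values were seen, and the lists were matched on mean signal only. The endothelial list was also brighter in control 1, control 2, and *ob/ob* 3. Its medians were 10.92, 10.98, and 8.10 log2 units in the controls and 6.32, 5.80, and 9.80 in *ob/ob* 1, 2, and 3. RNA quality or amplification as the cause therefore stays open. A candidate explanation is that some iBAT samples held skeletal muscle, which was not tested by other means.

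Chance cannot be excluded for the comparison of the groups, since 3 samples against 3 make only 10 splits. For the probes past an adjusted p under 0.05, the real split gave 0, so 10 of 10 splits necessarily gave as many and this count carries no information. For those past an unadjusted p under 0.05 and 2-fold, 2 of 10 splits gave as many. The other split, control 1, control 2, and *ob/ob* 3 against the remaining arrays, gave 14506 probes past the adjusted threshold and 14095 past the unadjusted thresholds. A median difference as large as in the real split was found in 9 of 10 splits for FA oxidation genes, 8 of 10 for thermogenesis genes, 5 of 10 for PPAR signaling genes, and 8 of 10 for inflammation genes. The split that follows the shared scan, control 1, control 3, and *ob/ob* 1 against the others, gave 0 and 9 probes at these thresholds. Array quality stays open for the difference between the groups, with 0 of 5 measures separating them. The time of day of collection stays open as well, with a lowest unadjusted p of 0.418 (*Npas2*) among 4 clock genes that it would move in opposite directions, a test too weak with 3 arrays per group to exclude it. The clock list as a whole had a median of −0.33 (camera p of 0.287).

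For the probes lower in *ob/ob* iBAT, skeletal muscle in the control samples is argued against. Of the muscle genes, 0 were among the genes lower at an unadjusted p under 0.05 and 2-fold, and *ob/ob* 3 had the highest signal of the list. The muscle list's median log2 fold change was −1.25 (camera p of 0.0433, fry p of 0.589). A lower share of brown adipocytes stays open. The brown adipocyte list had a median of −2.06, with 12 of 15 genes lower (camera p of 2.61e-06, fry p of 0.0954), 2 genes past a p under 0.05 when adjusted over the list alone, and 8 of the 15 genes in another list. A lower share would raise the lists of other cell types alike. The lowest of these, skeletal muscle at −1.25, and the endothelial list at −1.17 (camera p of 8.52e-04, fry p of 0.137) moved the other way from macrophages, but not beyond the spread between arrays by fry.

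For the probes higher in *ob/ob* iBAT, macrophages may contribute. The macrophage list had a median of 0.80, with 3 of 13 genes lower and a camera p of 0.00123, but a fry p of 0.0957, so macrophages cannot be told apart from chance with these arrays. Among its brightest genes, *Csf1r* was 8.21, 8.01, and 9.82 log2 units in the controls and 10.35, 10.34, and 8.70 in the *ob/ob* samples, whereas *Itgam* had a log2 fold change of −1.43. None of the 13 genes is in another list, and 11 were detected on all 3 control arrays.

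The immediate early genes were lower in 12 of 12 cases, with a median of −0.82 (camera p of 0.00197, fry p of 0.0382, estimated correlation p of 0.0469). These p values are not adjusted over the lists. The median signal of the list was 8.66, 7.92, and 7.28 log2 units in control 1, 2, and 3 and 6.96, 6.62, and 8.12 in *ob/ob* 1, 2, and 3, so the groups overlap. No explanation of the lower immediate early genes was tested. The remaining lists had medians of −0.37 (erythrocytes, camera p of 0.453), −0.11 (lymphocytes, 0.970), −0.17 (white adipocytes, 0.786), and −0.19 (Y-linked genes, 0.869), none of which passed. *Xist*, the only gene of its list, had a log2 fold change of 1.32 (camera p of 0.0100, fry p of 0.0386, estimated correlation p of 0.062). For *Xist*, each *ob/ob* array lay above each control array, with 5.06, 4.37, and 5.40 log2 units in the controls and 6.38, 6.74, and 5.68 in the *ob/ob* samples. The median over all probes tested was 6.19 to 6.22 on these arrays, so *Xist* was not bright on any of them. No explanation of the *Xist* difference was tested. The mean had the opposite sign to the median for lymphocytes (0.061) and white adipocytes (0.22).

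Lists written before the data were examined for the study's topics, not all of whose genes it measures, give 41 genes here, the 9 of Supplemental Figure 3D included. In *ob/ob* iBAT, 22 of the 41 were lower, 4 had an unadjusted limma p under 0.05 (*Txn2*, *Cpt1b*, *Fasn*, and *Ppargc1a*), 3 showed no overlap between the groups, and 0 passed an adjusted p under 0.05. The log2 fold changes ran from −3.49 (*Acaca*) to 1.76 (*Ccl2*). *Ucp1* was at −2.06, *Ppargc1a* at −2.91, and *Fasn* at −2.10. *Nlrp3* was 0.71, *Il1b* 0.038, and *Casp1* 0.50. Probes of the same gene could differ, as for *Acsl1*, at −2.83 and −4.1e-04.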
